# Neat1 lncRNA organizes the inflammatory gene expressions in the dorsal root ganglion in neuropathic pain caused by nerve injury

**DOI:** 10.3389/fimmu.2023.1185322

**Published:** 2023-08-08

**Authors:** Motoyo Maruyama, Atsushi Sakai, Tsukasa Fukunaga, Yoshitaka Miyagawa, Takashi Okada, Michiaki Hamada, Hidenori Suzuki

**Keywords:** dorsal root ganglion, neuropathic pain, long non-coding RNA, Neat1, microglia, neuroinflammation, cytokine

## Abstract

Primary sensory neurons regulate inflammatory processes in innervated regions through neuro-immune communication. However, how their immune-modulating functions are regulated in concert remains largely unknown. Here, we show that Neat1 long non-coding RNA (lncRNA) organizes the proinflammatory gene expressions in the dorsal root ganglion (DRG) in chronic intractable neuropathic pain in rats. Neat1 was abundantly expressed in the DRG and was upregulated after peripheral nerve injury. Neat1 overexpression in primary sensory neurons caused mechanical and thermal hypersensitivity, whereas its knockdown alleviated neuropathic pain. Bioinformatics analysis of comprehensive transcriptome changes indicated the inflammatory response was the most relevant function of genes upregulated through Neat1. Consistent with this, upregulation of proinflammatory genes in the DRG following nerve injury was suppressed by Neat1 knockdown. Expression changes of these proinflammatory genes were regulated through Neat1-mRNA interaction-dependent and -independent mechanisms. Notably, Neat1 increased proinflammatory genes by stabilizing its interacting mRNAs in neuropathic pain. Finally, Neat1 in primary sensory neurons contributed to spinal inflammatory processes that mediated peripheral neuropathic pain. These findings demonstrate that Neat1 lncRNA is a key regulator of neuro-immune communication in neuropathic pain.

## Introduction

Primary sensory neurons, whose cell bodies are located in the dorsal root ganglion (DRG), connect peripheral tissues to the spinal cord. Beyond their fundamental role of transmitting sensory information, primary sensory neurons are increasingly recognized as critically important factors in inflammation through neuro-immune communication in their innervated regions (1, 2). Accordingly, primary sensory neurons actively regulate peripheral immune responses in various inflammatory diseases and spinal neuroinflammation in pain disorders (3, 4). A variety of proinflammatory mediators induced in primary sensory neurons upon neuronal damage cooperatively activate spinal microglia, mediating chronic intractable neuropathic pain (5, 6). However, how inflammatory functions are organized in primary sensory neurons remains poorly understood.

Long non-coding RNAs (lncRNAs) are involved in a wide range of cellular processes and participate in the regulation of gene expression through various mechanisms (7). Many lncRNAs function as competing endogenous RNAs for microRNAs to indirectly regulate microRNA target genes or as antisense lncRNAs, which are transcribed from the opposite strand of the protein-coding gene, to regulate its host mRNA. In neuropathic pain, Kcna2 antisense lncRNA decreased the expression of its sense counterpart in primary sensory neurons (8). However, distinct from prevalent antisense lncRNAs, some lncRNAs have the potential to interact with non-host mRNAs, although little is known about the functional significance of the concurrent regulation of multiple specific targets.

Here, we identified Neat1 lncRNA as a critical regulator of the proinflammatory gene expressions in the DRG including primary sensory neurons in neuropathic pain. Neat1 is generally expressed in the nucleus to regulate gene expression (9) and has a profound role in pathological processes, such as cancer and inflammatory diseases (10, 11). We found that Neat1 was upregulated in the DRG to coordinate the expressions of inflammatory genes after peripheral nerve injury through RNA-RNA interaction-dependent and -independent mechanisms. Accordingly, Neat1 was causally involved in neuropathic pain and regulated spinal microglial activation through neuro-immune communication.

## Materials and methods

### Animal models

Male and female Sprague-Dawley rats (5–6 weeks of age) were used for all experiments. Food and water were provided *ad libitum*. All surgeries were performed on rats under deep anesthesia induced by the inhalation of isoflurane (2%–3%). To produce a neuropathic pain model, nerve injury was induced by lumbar fifth (L5) spinal nerve ligation (SNL) on the left (ipsilateral) side of rats, as previously described (12). The L5 spinal nerve was exposed and tightly ligated with 4-0 silk thread in two regions separated by about 1 mm. The inflammatory pain model was produced by the injection of 100 µl complete Freund’s adjuvant (CFA) (Sigma-Aldrich Japan, Tokyo, Japan) into the left plantar skin of the hind paw. The right (contralateral) side was left intact as a control.

### Behavioral tests

Behavioral tests (von Frey test and Plantar test) were performed, as previously described (13). A set of von Frey filaments (Muromachi Kikai, Tokyo, Japan) were used to measure paw withdrawal responses to mechanical stimuli. A von Frey monofilament was applied to the plantar surface of the hind paw of rat placed on a metallic mesh floor covered with a plastic box. The paw withdrawal threshold was referred to the smallest force required to induce withdrawal of the stimulated paw at least three times in five trials. Thermal hypersensitivity was examined using the Plantar Test (Ugo Basile, Varese, Italy). Each rat was placed on a glass plate with a radiant heat generator underneath. The average latency of paw withdrawal from the heat stimulus was measured twice separated by a 5-min interval and the mean was referred to as the paw withdrawal latency.

### RNA sequencing

The L5 dorsal root ganglion (DRG) was removed under deep anesthesia with isoflurane and total RNA was extracted using RNAiso plus (Takara Bio, Shiga, Japan). A polyadenylated RNA library was prepared using a TruSeq stranded mRNA LT sample Prep Kit (Illumina, San Diego, CA). Sequencing was performed on an Illumina HiSeq 2500 high-throughput sequencing system (75 bp pair-end directional reads). The reads were aligned to the Rattus norvegicus USCS rn5 reference genome with RefSeq gene annotation and were constructed into transcripts using RNA-Seq Alignment v1.0 (Illumina). FPKM values were calculated by Cufflinks Assembly & DE v2.0 (Illumina). Plausible lncRNA candidates of annotated genes were extracted from the gene database, HGCN (https://www.genenames.org/) and LNCipedia version 5.2 (https://lncipedia.org/). Differentially-expressed genes from the RNA-seq data were analyzed by Ingenuity Pathway Analysis (IPA, Qiagen K.K., Tokyo, Japan) to predict the functions of Neat1 in DRG neurons.

### Northern blotting

To detect full-length Neat1, an antisense RNA probe was produced. Fragments were amplified from the cDNA of rat DRG using forward (Neat1_1: 5′-CCAACACTGTGGGCTCTTGT-3′, Neat1_2: 5′-TCCCGTGACGAGTTTCCAAG-3′) and reverse primers (Neat1_1: 5′-TCCAATGTGACCAGCAAGCA-3′, Neat1_2: 5′-GGATGAGGGGCACACAGAAA-3′) attached with *Eco*RI and *Bam*HI restriction sites at 5′ ends, respectively, and were subcloned into the *Eco*RI and *Bam*HI sites of a pBluescriptII SK (–) plasmid vector (Agilent). After digestion of the plasmid with *Eco*RI, an antisense RNA probe conjugated with digoxigenin (DIG) was synthesized using T3 RNA polymerase with a DIG-labeling mix (Roche Diagnostics, Basel, Switzerland). For northern blotting, 10 µg of total RNA obtained from DRG was separated by electrophoresis on an RNA denaturing agarose gel (1% for Neat1_1 and 0.8% for Neat1_2), followed by blotting to a Hybond-N positively charged nylon membrane (GE Healthcare, Chicago, IL). After cross-linking at 203 nm UV light for 1 min in a transilluminator, the antisense RNA probe was hybridized in DIG Easy Hyb reagent (Roche Diagnostics) overnight at 68°C for Neat1_1 or at 72°C for Neat1_2. The membrane was washed in low stringency buffer (0.1% SDS and 2× SSC) at room temperature for 5 min, and then washed twice in high stringency buffer (0.1% SDS and 0.5× SSC) for 15 min at 68°C for Neat1_1 or at 72°C for Neat1_2. The membrane was incubated with 1% blocking solution (Roche Diagnostics) for 30 min, followed by a sheep anti-DIG antibody conjugated to alkaline phosphatase (1:10,000; catalog number 11093274910, Roche Diagnostics) for 30 min. A chemiluminescent reaction was performed using CDP-star (1:100; Roche Diagnostics) in detection buffer (100 mM Tris-HCl and 100 mM NaCl) and the signal was detected with a C-DiGit Blot Scanner (LI-COR Biotechnology, Lincoln, NE).

### Identification of the full-length rat Neat1 gene

Sequence homology between rat and mouse Neat1 sequences was analyzed using BLAST (https://blast.ncbi.nlm.nih.gov/). To obtain the complete cDNA sequence of the rat Neat1 gene, 5′ and 3′ RACE was performed using a GeneRacer Kit (Thermo Fisher Scientific, Waltham, MA) according to the manufacturer’s protocol. First-strand cDNA was synthesized from total RNA or polyadenylated RNA prepared using a Poly(A) Polymerase Tailing Kit (Cellscript, Madison, WI) by oligo (dT) or random hexamers using the SuperScript III First-Strand Synthesis System for RT-PCR (Thermo Fisher Scientific). Gene-specific primers for the RACE of rat Neat1 were designed for sequences homologous to mouse Neat1 (**Supplementary Table 1**). The 5′ and 3′ cDNA ends of Neat1_1 and Neat1_2 were amplified using Takara LA Taq DNA Polymerase (Takara Bio). PCR amplifications were performed at 94°C for 2 min as an initial denaturation step, followed by 30 cycles of amplification step (94°C for 30 sec, 57–68°C for 30 sec, and 72°C for 4 min). PCR products were subcloned into a pCRTM4-TOPO vector (Thermo Fisher Scientific) or pGEM-T Easy vector (Promega, Madison, WI) and subjected to Sanger sequencing using the BigDye Terminator v3.1 Cycle Sequencing kit (Thermo Fisher Scientific). Sequencing results were analyzed using Seq Scanner2 (Thermo Fisher Scientific).

### *In situ* hybridization

Rats were perfused transcardially with PBS (pH 7.2) followed by fresh 4% paraformaldehyde in PBS under deep anesthesia induced by isoflurane. The L5 DRG was excised and post-fixed in 4% paraformaldehyde overnight at 4°C, and then cryoprotected in 20% sucrose in PBS overnight at 4°C. Next, they were rapidly frozen in dry ice/acetone and sectioned (10 µm) using a cryostat (Leica Microsystems, Wetzlar, Germany). Tissues were pretreated with 1 µg/ml proteinase K (Merck, Darmstadt, Germany) at 37°C for 5 min and washed three times with PBS containing 0.1% Tween-20. Slides were incubated in 4% paraformaldehyde in PBS for 20 min, and then hybridized with the DIG-labeled RNA probe used in northern blotting in hybridization buffer (50% formamide, 5× SSC pH 4.5, 1% SDS, 50 µg/ml heparin sodium, and 50 µg/ml yeast RNA) at 65°C overnight. Slides were rinsed with first wash buffer (50% formamide, 5× SSC pH 4.5 and 1% SDS) at 65°C for 30 min and then three times with second wash buffer (50% formamide and 2× SSC pH 4.5) at 65°C for 30 min. Slides were incubated with 0.5% blocking solution (Roche Diagnostics) at room temperature for 1 h, and then with a sheep anti-DIG antibody (1:1000; catalog number 11333089001, Roche Diagnostics) at 4°C overnight. After slides were washed three times in TBS containing 0.1% Tween-20, they were incubated with an anti-sheep IgG antibody conjugated with Alexa Fluor 488 (1:1000; catalog number A11015, Thermo Fisher Scientific) at room temperature for 1 h. Fluorescent images were captured using a high-resolution microscope with a computer (Olympus, Tokyo, Japan).

### Quantitative PCR

All procedures were performed according to the corresponding manufacturers’ protocols. Total RNA was extracted from the L5 DRG using RNAiso plus (Takara Bio) and reverse-transcribed with a random primer using an iScript Select cDNA Synthesis Kit (Bio-Rad Laboratories, Hercules, CA). A PCR mixture was prepared using a Power SYBR Green PCR Master Mix (Thermo Fisher Scientific) or TaqMan Gene Expression Master Mix (Thermo Fisher Scientific) and premixed primer pairs or probes (**Supplementary Table 1**) specific for target genes. PCR amplifications were performed on a StepOnePlus Real-time PCR System (Thermo Fisher Scientific). The PCR program was initiated using 95°C for 10 min, followed by 40 cycles consisting of 95°C for 15 s and 60°C for 1 min for SYBR Green, and was initiated by 50°C for 2min and 95°C for 10 min, followed by 40 cycles consisting of 95°C for 15 s and 60°C for 1 min for TaqMan PCR. All samples were measured in triplicate. The relative expression was calculated according to the 2^-ΔΔCT^ method, as previously described (13).

### Viral vector production

Recombinant serotype 6 adeno-associated virus (AAV) vectors were produced by the adenovirus-free triple transfection method. The pAAV-GFP (14), AAV packaging (pRepCap 6as) (15), and helper (pHelper; Takara Bio) plasmids were co-transfected into HEK293EB cells at a ratio of 1:1:1 using polyethylenimine (Polysciences, Warrington, PA). Culture medium was collected at 5 days after transfection and cell debris was pelleted at 7000 rpm for 20 min at 4°C. AAV vectors were concentrated by ultrafiltration with hollow fiber 750 kDa and purified by cesium chloride density-gradient centrifugation gradient centrifugation at 30,000 rpm for 2.5 hours at 16°C. After dialysis with a Slide-A-Lyzer G2 dialysis cassette (Thermo Fisher Scientific), the AAV vector was concentrated using Amicon Ultra-4 30K (Merk Millipore, Burlington, MA). Genomic titers of each AAV vector were determined by quantitative PCR using EGFP-targeted forward (5′-GGCATCGACTTCAAGGAGGA-3′) and reverse primers (5′-TCGATGTTGTGGCGGATCTT-3′). For use, each AAV vector was diluted with PBS to approximately 5×10^13^ vector genomes (vg)/ml. AAV vectors (4 µl) were slowly injected into L5 DRG using a microsyringe with a 27-gauge needle after behavioral tests, as previously described (16).

The full-length Neat1_1 sequence was amplified using forward (5′-AGTGACAAGGAGGGC-3′) and reverse primers (5′-TCTCAAACCTTTATT-3′), which were attached at the 5′ ends with 15 bp of sequence homologous to the two ends of the linearized pAAV plasmid encoding an EGFP expression cassette produced by replacing the bGH pA sequence in the pAAV-mcs plasmid (Agilent Technologies, Santa Clara, CA) with a B19 promoter and EGFP gene. The Neat1_1 sequence was incorporated downstream of the CMV promoter in the linearized pAAV plasmid using an In-Fusion HD cloning kit (Takara Bio).

To knock down Neat1 expression, a short hairpin RNA (shRNA) for Neat1 and Neat1_2 was designed using Block-iT RNAi Designer (Thermo Fisher Scientific): Neat1 shRNA#1; 5′-GGGAATAATAGCTTGGGAACT-3′, shRNA#2; 5′-GGAGGTCGACTTTGAACTTGA-3′ and Neat1_2 shRNA; 5′-GGAAGGATCACACTGTCTTGA-3′. For the negative control, a scrambled shRNA sequence was designed using siRNA Wizard Software (InvivoGen, San Diego, CA): 5′-GGAGGTAGCATTGCGTAATAA-3′ for Neat1 control shRNA and 5′-GAACACGTGATCATGCTGTGA-3′ for Neat1_2 control shRNA. Top and bottom strands of the shRNA oligo were annealed and subcloned into a pSIH1-H1-copGFP shRNA vector (System Biosciences). This plasmid vector was digested further with *Acc*65I and the resultant fragment was subcloned into the *Acc*65I site of a pCAGS-EGFP&TNA plasmid vector (AAV expression plasmid).

### Immunofluorescence

*In vivo* transduction into DRG neurons was confirmed for all AAV vectors by immunofluorescence for EGFP. The DRG or spinal cord sections were pre-incubated in PBS containing 5% normal donkey serum and 0.2% Triton X-100 for 30 min, and then incubated with a rabbit anti-GFP antibody (1:1000; catalog number A11122, Thermo Fisher Scientific) or a rabbit anti-Iba1 antibody (1:250; Wako, Osaka, Japan) at 4°C overnight. After washing with PBS, the sections were incubated with a secondary antibody labeled with Alexa Fluor 488 (1:1000; catalog number A21206, Thermo Fisher Scientific) or Alexa Fluor 594 (1:1000; catalog number A21207, Thermo Fisher Scientific) at room temperature for 1 h. Images were captured using a high-resolution digital camera equipped with a computer (Olympus). Intensity of Iba1 immunofluorescence was quantified using Image J software (National Institutes of Health, Bethesda, MD).

### RIblast

Interaction energies between Neat1-regulated RNAs and Neat1 lncRNA were calculated using RIblast, an ultrafast RNA-RNA interaction prediction system based on the seed-and-extension approach (17). The potential target genes were sorted by energy of isoform that has a maximum length on each gene. RIblast calculates the interaction energy based on the intramolecular and intermolecular free energy between lncRNA and mRNA nucleotide sequences; thus, a lower energy indicates a higher interaction potential. We used −8000 kcal/mol as the interaction energy threshold. Because the sum of interaction energies for the whole Neat1 sequence for target RNAs were calculated, specific binding motifs such as seed regions of miRNA were not determined. The receiver operating characteristic (ROC) curve analysis for RNA-RNA interaction prediction was performed using pROC R package.

### RNA pull-down

RNA pull-down was performed according to previous reports with minor modifications (18, 19). Briefly, rat DRGs were fixed with 1 ml of 1% paraformaldehyde solution for 10 min and homogenized in 500 µl of proteinase K solution (100 mM NaCl, 10 mM Tris-HCl, 0.1 mM EDTA, 0.5% SDS, and 200 U/ml RNase OUT). Lysates were incubated with proteinase K (20 mg/ml; Thermo Fisher Scientific) for 45 min at 50°C followed by 13 min at 95°C. One milliliter of hybridization buffer (700 mM NaCl, 70 mM Tris-HCl, 0.1 mM EDTA, 1.25% SDS, and 200 U/ml RNase OUT and 15% formamide) was added and 20 µl of samples were collected as input samples. Neat1-specific (5′-GCCTTCCCACATTTAAAAACACAAC-3′) or negative control (5′-TAAAATACCATTTGATGTTTGAAATTAT-3′) oligonucleotide probes (18) biotinylated at the 3′-end (100 pmol) were added and incubated for 4 h at room temperature with agitation in a rotator. Magnetic beads (Dynabeads MyOne Streptavidin C1, Thermo Fisher Scientific) were added and incubated at room temperature overnight with agitation. Beads were washed in wash buffer (2× SSC and 0.5% SDS) five times. Beads were incubated with proteinase K for 45 min at 50°C followed by 10 min at 95°C. RNA was purified with RNA Clean & Concentrator-5 (Zymo Research, Irvine, CA) and genomic DNA was digested by DNase for 30 min at 37°C. Eluted RNA was reverse transcribed using SuperScript IV reverse transcriptase (Thermo Fisher Scientific) and was subject to qPCR for the detection of enriched transcripts.

### RNA-decay assay

The L4–L6 DRGs were removed under deep anesthesia with isoflurane. DRGs were digested with 5 mg/ml collagenase A (Roche Diagnostics) and 1 mg/ml dispase II (Roche Diagnostics) for 30 min at 37°C, followed by 0.05% Trypsin/EDTA (Wako) for 30 min at 37°C. Then, DRGs were dissociated in F-12 medium (Thermo Fisher Scientific) supplemented with 15% fetal bovine serum by gentle pipetting. Cells were washed with F-12 medium and were resuspended in Neurobasal medium (Thermo Fisher Scientific) supplemented with 1% B27 supplement (Thermo Fisher Scientific) and 1% GlutaMAX (Thermo Fisher Scientific). Cells were plated onto 48-well plate coated with 0.5 mg/ml poly-L-lysine (Nacalai tesque, Kyoto, Japan) and 10 µg/ml Laminin I (R&D systems, Minneapolis, MN). Control or Neat1 AAV vector was added at 5×10^9^ vector genomes (vg)/well. Forty-eight hours after transduction, the cells were treated with 5 µg/ml actinomycin D (Wako) or 100 µM 5,6-dichlorobenzimidazole 1-β-D-ribofuranoside (DRB; Sigma-Aldrich Japan) to block the transcription and were collected 0, 4, 6, and 8 h after actinomycin D treatment or 8 h after DRB treatment. Quantification of mRNA levels were performed as described in the quantitative PCR method.

### Cytokine administration

A polyethylene catheter (PE-10) filled with saline was inserted into the subarachnoid space between cranial bone and atlas before AAV injection of the L5 DRG. The tip of the catheter was inserted to the level of lumbar spinal cord (20). Rats with hindlimb paralysis were excluded from the experiments. Cytokine cocktails (100 ng each of CCL2, CCL7, CXCL9, IL-1β, and LIF; PeproTech, Cranbury, NJ) in 10 µl saline followed by 10 µl of saline (flush) was administered 14 days after SNL surgery through the intrathecal catheter.

### Enzyme linked immunosorbent assay (ELISA)

The L5 dorsal spinal cord was homogenized with Cell Disruption Buffer in mirVana PARIS RNA and Native Protein Purification Kit (Thermo Fisher Scientific). Lysates were centrifuged at 12,000 rpm for 20 min at 4°C and the supernatants were collected. ELISA was performed using RayBio ELISA kits for rat CCL2, IL-1β, and IL-6 (RayBiotech, Norcross, GA) according to the manufacturer’s protocols.

### Statistics

Values are expressed as the mean ± standard error of the mean (SEM). SPSS software (IBM, Armonk, NY) was used for statistical analyses. Normality of data was assessed by the Shapiro-Wilk test. The paired *t*-test and unpaired *t*-test were used for normally distributed data sets. When normality was rejected, the Mann–Whitney *U*-test was used. The two-way ANOVA was used to assess differences between the effects of SNL and AAV treatment, followed by a *post hoc* Tukey’s test. *P* < 0.05 was considered statistically significant.

## Results

### Neat1 lncRNA is upregulated in the nuclei of DRG cells after nerve injury

To explore potential lncRNAs responsible for neuropathic pain, we performed a comprehensive analysis of gene expression changes in the L5 DRG where the cell bodies of primary sensory neurons are located. 

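RNA of the L5 DRG was taken 14 days after spinal nerve ligation (SNL), with 3 libraries from the contralateral side (Control) and 3 from the ligated side. The methods describe stranded mRNA libraries, paired reads of 75 bp, the rat genome rn5 with RefSeq genes, and transcript assembly and differential expression with Cufflinks. The submitters' processing notes also name Cufflinks and rn5. The authors' deposited table for this comparison gives 1 FPKM value per group for each row, together with a p-value and a q-value of their test. The spread between animals is therefore not used here, and no difference between the groups has a replicate check beyond the authors' own test. The table holds 28578 rows. Of these, 18160 carry gene symbols (16884 different symbols or combinations of symbols) and 10418 carry none. The authors' deposited table marks 21042 rows as tested, and its lowest p-value, 5e-05, is shared by 5114 rows. FPKM values do not give the number of reads. In olfactory receptor rows of 900 to 1000 bp the lowest values above 0, multiplied by the row length in kb, lie between 0.0174 and 0.0205 in the Control group and between 0.0155 and 0.0207 in the SNL group, and in both groups the next values start at 2.01 times the lowest. Over all 4 groups of the study, the highest of these lowest values is 1.36 times the smallest. Only values under 1.5 times the lowest of their group were counted here. If the steps are single fragments, a library of lower depth could lie among the next values. The steps therefore set no bound on differences in depth, and the absolute depth is unknown. From the table, log2 ratios of the group FPKM were computed, and a symbol was called by the thresholds of Figures 1B, C (p under 0.05 and a fold change above 1.5 or below 0.67). For 29 gene lists, fixed before the deposited tables were examined but after the values in Supplementary Tables 2 to 5 had been seen, the median log2 change of FPKM + 1 was taken over members with FPKM of at least 1 in at least 1 group. It was placed among 10000 random lists matched on mean FPKM in 20 bins, as a description of these libraries.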

SNL was performed on rats to produce a neuropathic pain model (12). After SNL, the paw withdrawal threshold and latency were significantly decreased in response to mechanical and thermal stimuli, respectively (**Figure 1A**), indicating the occurrence of neuropathic pain. RNA sequencing revealed that many genes, including protein-coding genes, annotated in the RefSeq rat genome database (Rnor_5.0) as well as non-annotated potential genes, were differentially expressed after SNL (**Figures 1B, C**). 

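Genes of injured sensory neurons rose after SNL while genes of nociceptors and ion channels fell. Galanin (Gal) went from 18.8 to 1042 FPKM, vasoactive intestinal peptide (Vip) from 1.31 to 152, the small proline-rich protein Sprr1a from 0.674 to 47.4 and the cholecystokinin receptor Cckbr from 0.925 to 45.2. Of 27 measured genes of injury and regeneration, 26 rose and none fell (median log2 change 2.54). Of 24 nociceptor neuropeptides and receptors, 19 fell and 3 rose (median log2 change -1.77). Somatostatin (Sst) went from 159.6 to 0.590 FPKM, the itch and touch receptors Mrgprb4 and Mrgprd from 30.3 to 0.123 and from 22.0 to 0.192, and the serotonin receptor subunits Htr3a and Htr3b from 66.7 to 0.520 and from 68.5 to 0.609. The nicotinic receptor subunits Chrna3, Chrnb3 and Chrnb4 were also among the 8 largest decreases of called genes with at least 10 FPKM in the higher group, with log2 fold changes of -8.28, -6.68 and -8.56. Voltage-gated channels fell in 22 and rose in 5 of 41 cases (median log2 change -0.75), with log2 fold changes of -5.56 for Kcns1, -3.77 for Kcns3 and -3.69 for Kcnd3. Among 19 pan-neuronal genes, 10 fell and 3 rose, and the neurofilament genes Nefl, Nefm and Nefh had log2 fold changes of -2.49, -2.36 and -1.97. The 8 largest increases under the same limit also took in Il24 (0.154 to 26.8 FPKM), Crisp1 (0.378 to 63.9), the tight junction gene Cldn4 (0.149 to 21.6), Ptprh (0.248 to 25.3), the muscle LIM protein gene Csrp3 (1.88 to 166), Tgm1 (0.399 to 34.4) and Lce1f (0.542 to 39.3). Il24 did not pass at a q-value under 0.05 in the authors' deposited table (q = 0.0857). In the authors' deposited table, 2365 annotated symbols were higher and 1950 lower after SNL, 19.5% and 16.1% of the 12100 symbols tested, and 16 symbols with several rows count in both directions. Another 1247 unnamed rows of the authors' deposited table were higher and 1595 lower. Of 28 lists with at least 3 measured members, 17 lay above and 3 below the central 95% of matched random lists. The median change was a log2 fold change of 1.13 among the higher and -1.06 among the lower symbols.

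**Figure D1:**
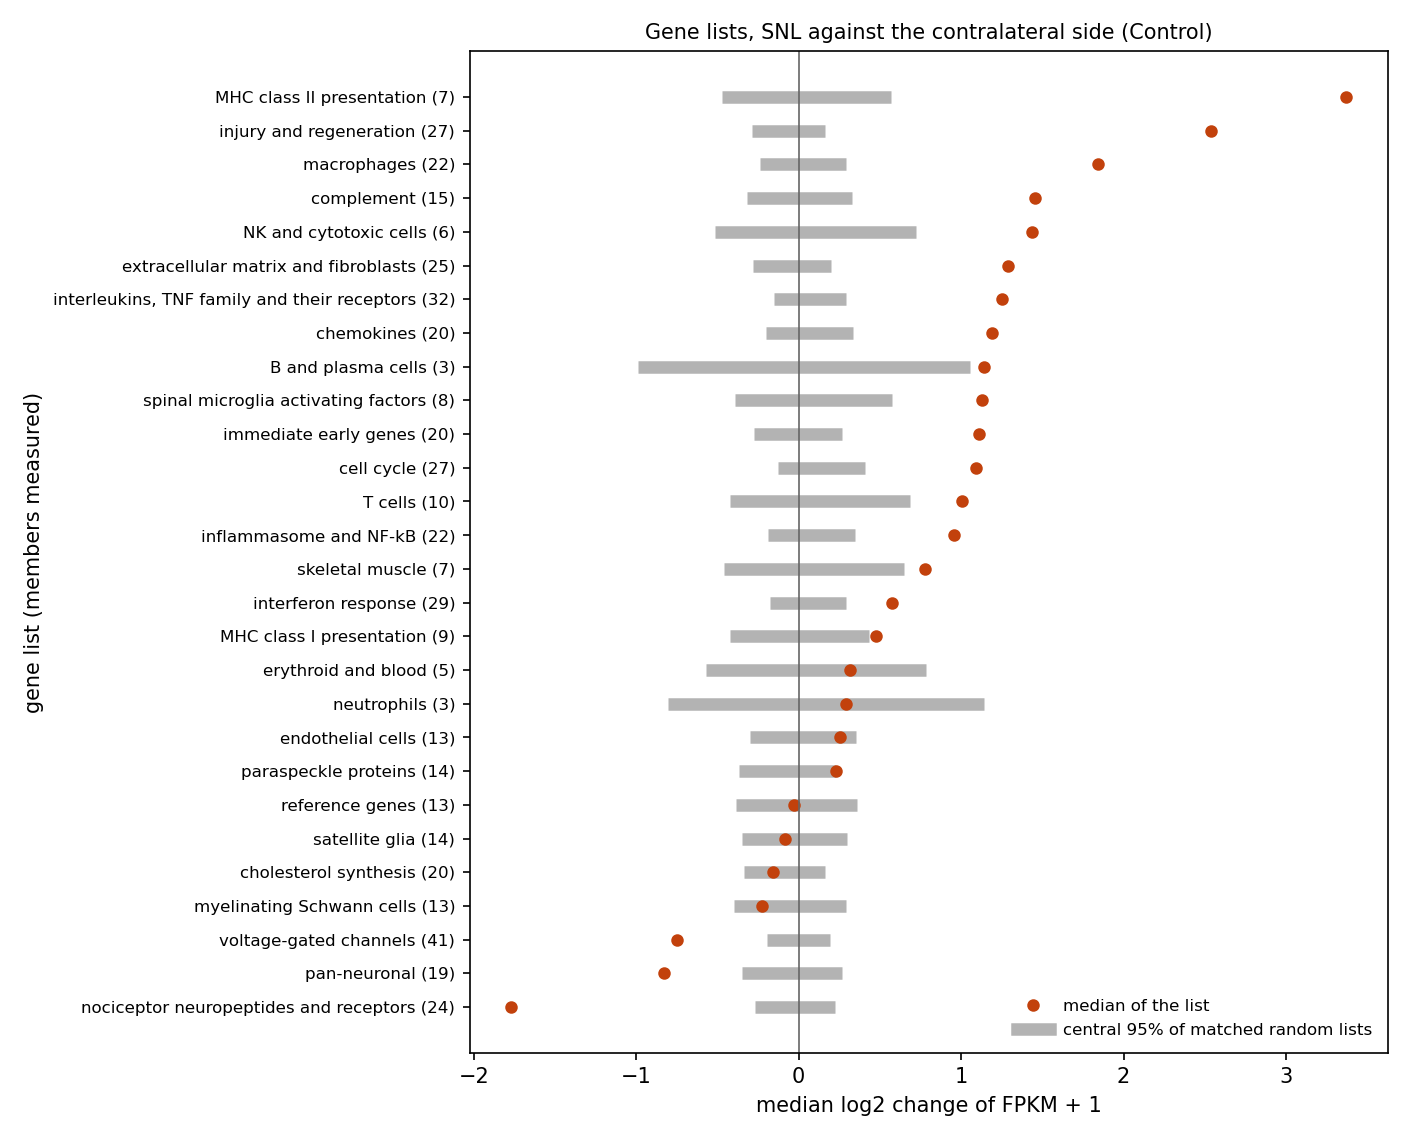
Median log2 change of FPKM + 1 (x axis) of 28 gene lists with at least 3 measured members, SNL over Control. Points are list medians and grey bars the central 95% of random lists matched on mean FPKM. MHC class II presentation lies highest at 3.37 and the nociceptor list lowest at -1.77.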

Annotated genes contained only a few differentially-expressed lncRNAs because of the poor registration of lncRNAs in the rat gene database (**Supplementary Table 2**). However, we found several more lncRNA candidates with altered expression from the non-annotated potential genes based on sequence homology with mouse and human lncRNAs using the UCSC genome browser (https://genome.ucsc.edu/) and BLAST (https://blast.ncbi.nlm.nih.gov/) (**Supplementary Table 3**). Of these, the lncRNA candidate with the highest expression level after nerve injury (FPKM: CNT_140.56, SNL_293.65; fold change: 2.09; *P* < 0.001; **Figures 1B, C** and **Supplementary Tables 2**, **3**) was highly homologous to mouse Neat1 lncRNA. Therefore, we determined the nucleotide sequence of rat Neat1 lncRNA in the DRG by the 5′ and 3′ Rapid Amplification of cDNA Ends. 

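H19, an imprinted lncRNA whose row also carries the microRNA gene Mir675, rose from 7.69 to 38.8 FPKM, a log2 fold change of 2.34 (p = 5e-05 in the authors' deposited table). Its row lies on chromosome 1 of rn5 from 222639222 to 222641899. Snhg11, a host gene of small nucleolar RNAs, fell from 177 to 117 FPKM (log2 fold change -0.60; p = 5e-05 in the authors' deposited table). The other 6 annotated lncRNAs did not pass both thresholds. Miat had 114 and 81.6 FPKM in the Control and SNL groups, a log2 fold change of -0.48 that passes the p-value of the authors' deposited table (5e-05) and not the fold threshold. Gas5 had 54.1 and 67.4 FPKM, with p = 0.0403 in the authors' deposited table and a fold change of 1.25. Snhg4 had 16.0 and 15.2 FPKM, and Tug1, at its more highly expressed row, 2.37 and 2.63. Aptr and Fendrr stayed under 1 FPKM in both groups, at 0.981 and 0.739 and at 0.388 and 0.400.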

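Besides Neat1, 5 candidates are named by their similarity to lncRNAs of other species. In rn5, the row of the Linc01135 candidate lies on chromosome 5 from 117961200 to 117977705 and went from 7.00 to 16.2 FPKM (log2 fold change 1.21). The Nr2f2-as1 candidate, on chromosome 1 from 132528817 to 132552414, went from 7.92 to 14.7 FPKM (log2 fold change 0.89). Each of these 2 locations holds 4 unnamed rows with the same coordinates, and the most highly expressed one is given. The Zeb2-as1 candidate, on chromosome 3 from 35196197 to 35196857, went from 0.503 to 1.08 FPKM (log2 fold change 1.10; p = 0.0379 in the authors' deposited table), and does not pass at q under 0.05 in the authors' deposited table (q = 0.0775). The other 2 fell. Linc00643, on chromosome 6 from 106646041 to 106657723, went from 3.38 to 0.438 FPKM (log2 fold change -2.95). The row of the Oip5-as1 candidate, on chromosome 3 from 117945532 to 117959069, carries the symbol LOC100910827 and went from 34.5 to 21.4 FPKM (log2 fold change -0.69). For the candidates other than Zeb2-as1, p is 5e-05 in the authors' deposited table, its lowest value.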

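The row of the Neat1 candidate has no symbol in the authors' table and lies on chromosome 1 of rn5 from 228133846 to 228137283, 3438 bp. It rose from 141 FPKM in the Control group to 294 in the SNL group, a log2 fold change of 1.06 (p = 5e-05 and q = 0.000206 in the authors' deposited table). By FPKM after SNL it ranks at place 5 of the 10199 unnamed rows of at least 200 bp, and only 226 of 16884 annotated symbols stand above it. An unnamed row of 14999 bp lies beside it, from 228117504 to 228132502, on the side to which the long isoform extends in the paper's coordinates. It rose from 1.07 to 1.98 FPKM (log2 fold change 0.90), far below the level of the Neat1 row. The libraries were of polyadenylated RNA and this long row was not shown to be the long isoform, so its level does not measure that isoform. On the other side, the neighbouring gene Frmd8 rose from 41.3 to 74.6 FPKM (log2 fold change 0.85), while the next gene, Slc25a45, had 9.84 and 7.95 FPKM. From its level after nerve injury and its homology with mouse Neat1, the paper takes this transcript forward as the lncRNA of interest.

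**Figure D2:**
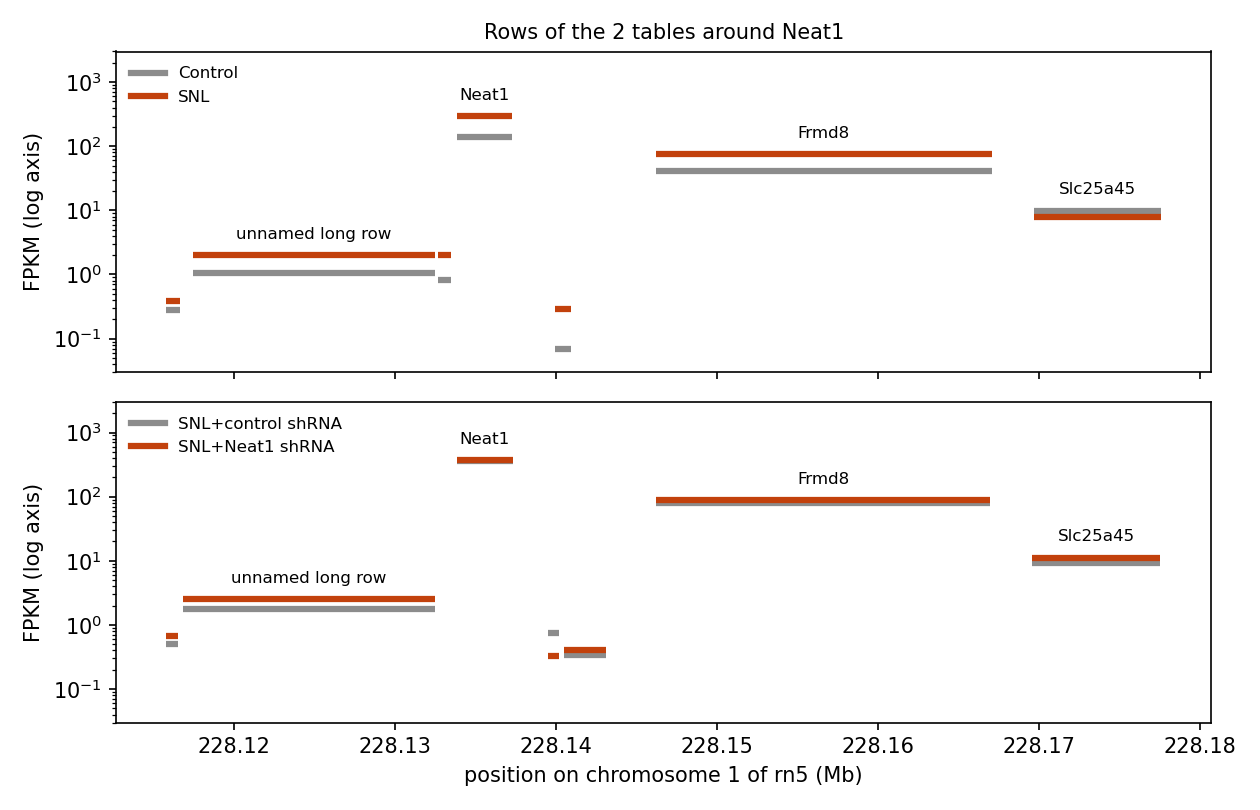
FPKM on a log axis (y) of the table rows along chromosome 1 of rn5 in Mb (x). Each bar spans 1 row and gives 1 group, with Control and SNL in the upper panel and the 2 shRNA groups of SNL rats in the lower panel. The Neat1 row stands at 141 and 294 FPKM in the upper panel.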

Short and long isoforms of Neat1, which share the same 5′ end, were located in chromosome 1:221201000-221204281 (3,282 bp) and chr1:221182799-221204281 (21,483 bp) in RGSC 5.0/rn5, respectively (**Figure 1D**). Consistent with the results of RACE, northern blotting revealed the bands of Neat1_1 and Neat1_2 lncRNA were approximately 3 kb and >20 kb, respectively (**Figure 1E**). Neat1 (sum of Neat1_1 and Neat1_2) was highly expressed in the nervous systems including DRG, spinal cord and brain (**Supplementary Figure 1**), although a previous report indicated that its expression was higher in stomach and intestine in mice (21).

**Figure 1:**
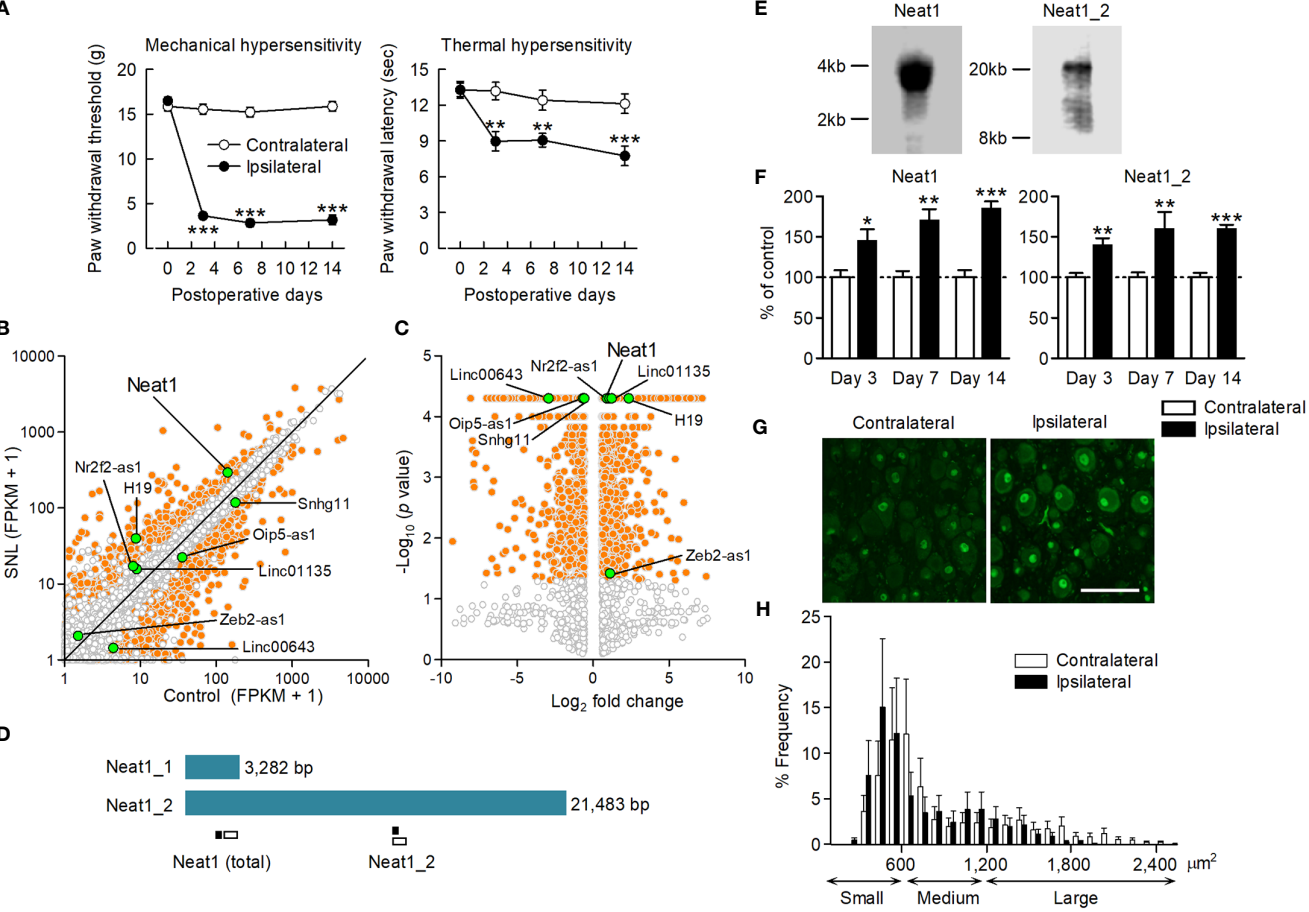
Neat1 lncRNA upregulation in the DRG after nerve injury. **(A)** Paw withdrawal thresholds and latencies to mechanical and thermal stimuli, respectively, were evaluated on the ipsilateral and contralateral sides. **P < 0.01 and ***P < 0.001 compared with the contralateral side, paired *t*-test (*n* = 11). **(B, C)** Transcriptome changes were examined in the L5 DRG 14 days after SNL using RNA sequencing. The orange and white dots represent genes with significant and non-significant expression changes, respectively (fold change > 1.5 or < 0.67, *P* < 0.05, *n* = 3). The green dots represent lncRNAs, including lncRNA candidates, that showed significant expression changes. **(D)** Schematic representation of Neat1 isoforms. The positions of the primer used for qPCR (black bar) and the probe for *in situ* hybridization (white bar) were shown. **(E)** The full length of Neat1 expression in the DRG was shown by northern blotting. **(F)** The time course of expression changes of Neat1 and Neat1_2 was examined in the L5 DRG after SNL using qPCR. *P < 0.05, **P < 0.01, and ***P < 0.001 compared with the contralateral side, Mann-Whitney *U*-test (*n* = 8–9). **(G, H)** Representative images **(G)** and size distribution **(H)** of Neat1 expression in the L5 DRG 14 days after SNL (*n* = 4). Scale bar, 100 µm.

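Immune genes rose on the ligated side in most immune lists. Macrophage genes rose in 21 of 22 cases (median log2 change 1.84), among them the complement component C1qb from 12.3 to 93.9 FPKM, the Fc receptor Fcgr2b from 1.21 to 12.6 and the integrin Itgam from 0.666 to 6.08. All 7 measured genes of MHC class II presentation rose, with the invariant chain Cd74 from 103 to 1144 FPKM, RT1-Da from 28.7 to 341 and RT1-Bb from 18.2 to 221. Complement genes rose in 10 of 15 cases and fell in 2, one of which was Cd55 (102 to 12.8 FPKM). Lymphocyte genes rose from a low level. T cell genes rose in 7 of 10 cases and fell in 1 (median log2 change 1.01), and Cd3e went from 0.117 to 1.69 FPKM. Genes of NK and cytotoxic cells rose in 5 of 6 cases (1.44), with granzyme B (Gzmb) from 0.337 to 10.8 FPKM, and B and plasma cell genes in 3 of 3 (1.14). The filter of 1 FPKM keeps only part of the 23, 17 and 12 matched genes and can favour those that rose. With no filter the medians were 0.51, 0.28 and 0.15, and with a pseudocount of 0.1 in place of 1 they were 1.90, 2.72 and 2.66, all above the central 95% of random lists. Chemokines rose in 12 of 20 cases and fell in none (median log2 change 1.19, or 0.39 with no filter), among them Ccl17 from 0.585 to 20.8 FPKM and Ccl22 from 0.0796 to 3.36. Interleukins, TNF family members and their receptors rose in 25 of 32 (1.25, or 0.83 with no filter), inflammasome and NF-kB genes in 19 of 22, and interferon response genes in 15 of 29 (1 fell), with log2 fold changes of 4.72 for Il1r2, 2.54 for Il18 and 2.05 for Gbp2. Matrix and fibroblast genes rose in 21 of 25 cases, with log2 fold changes of 4.00 for Mmp3, 2.70 for Thbs2 and 2.39 for Postn. Cell cycle genes rose in 24 of 27 cases, with 2.42 for Top2a and 2.47 for Mcm5, and immediate early genes in 17 of 20, with 3.35 for Fos and 2.09 for Jun. In satellite glia, 3 of 14 genes rose, Gfap from 6.95 to 56.0 FPKM and Vim from 673 to 1718 among them, and 3 fell, among them Fabp7 from 66.9 to 27.9. Of 13 genes of myelinating Schwann cells only Egr2 passed the threshold (9.00 to 20.3 FPKM). Of 13 reference genes, 2 rose and 2 fell. The calls use the p-values of the authors' deposited table, and the counts were the same in all 28 lists when adjusted over the list alone.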

Neat1 and Neat1_2 were significantly increased in the L5 DRG from day 3 to 14 after SNL (**Figure 1F**). In contrast, the expression levels of Neat1 and Neat1_2 were not changed in the injury-spared L4 DRG and L5 dorsal spinal cord after SNL (**Supplementary Figure 2**). Furthermore, their expressions were unchanged in the L5 DRG during inflammatory pain (**Supplementary Figure 3**), suggesting that Neat1 was preferentially upregulated after nerve injury. *In situ* hybridization revealed that Neat1 and Neat1_2 were expressed in DRG cells; mainly localized in the nucleus of DRG neurons, but also in non-neuronal cells (**Figure 1G** and **Supplementary Figure 4A**). Both isoforms were broadly expressed in small cell-sized neurons, which are putative C-fiber neurons, and medium-to-large cell-sized neurons, which are putative A-fiber neurons (**Figure 1H** and **Supplementary Figure 4B**). The intracellular distribution and frequency of positive cells containing Neat1 isoforms were not affected by nerve injury.

### Neat1 in primary sensory neurons contributes to neuropathic pain

To examine the involvement of Neat1 in nociceptive processing, Neat1_1 was overexpressed specifically in primary sensory neurons of intact rats using a serotype 6 AAV vector. Injection of the AAV vector induced EGFP expression in the L5 DRG neurons of all cell sizes (**Figure 2A** and **Supplementary Figure 5**), as described previously (22). Neat1_1 overexpression caused pronounced mechanical and thermal hypersensitivity (**Figures 2B, C**). Then, we investigated the involvement of Neat1 in neuropathic pain by suppressing Neat1 expression specifically in the injured L5 DRG neurons. An AAV vector encoding shRNA for Neat1 significantly decreased the expression of Neat1 after nerve injury (**Figure 2D** and **Supplementary Figure 6A**). Preemptive Neat1 knockdown in primary sensory neurons reduced mechanical and thermal hypersensitivity following nerve injury (**Figure 2E** and **Supplementary Figure 6B**). Furthermore, Neat1 knockdown also alleviated neuropathic pain after the pain had developed (**Figure 2F**). To examine the involvement of Neat1_2 in neuropathic pain, Neat1_2 expression in primary sensory neurons was downregulated using a Neat1_2 shRNA (**Supplementary Figure 7A**). Neat1_2 knockdown also reduced mechanical and thermal hypersensitivity after nerve injury (**Supplementary Figure 7B**), suggesting that Neat1 contributes to the maintenance of neuropathic pain.

**Figure 2:**
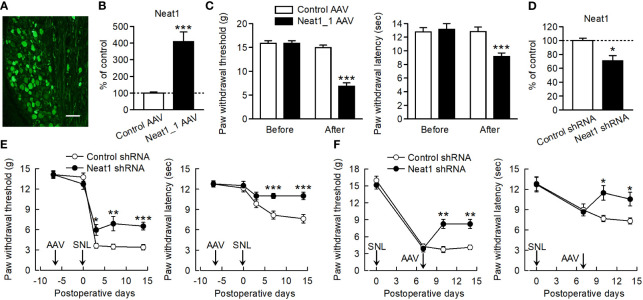
Neat1 in primary sensory neurons contributes to neuropathic pain. **(A)** Representative image of EGFP immunofluorescence in the L5 DRG 7 days after injection of the AAV vector encoding Neat1_1 and EGFP. Scale bar, 100 µm. **(B, D)** Expressions of Neat1 in the L5 DRG 14 days after control or Neat1_1 AAV injection **(B)** and 14 days after SNL in rats injected with control or Neat1 shRNA AAV **(D)**. *P < 0.05 and ***P < 0.001 compared with the control AAV and control shRNA AAV, Mann-Whitney *U*-test [**(B)** *n* = 8 and **(D)** *n* = 9]. **(C, E, F)** Paw withdraw thresholds and latencies to mechanical and thermal stimuli, respectively, were evaluated before and 14 days after control or Neat1_1 AAV injection **(C)** and control or Neat1 shRNA AAV injection 7 days before **(E)** and after **(F)** SNL. *P < 0.05, **P < 0.01, and ***P < 0.001 compared with control AAV injection to intact rats [**(C)**; *n* = 11] and control shRNA injection to SNL rats [**(E)**; n = 12 and **(F)**; n = 6–7], Mann-Whitney *U*-test for mechanical hypersensitivity, unpaired *t*-test for thermal hypersensitivity.

### Neat1 regulates the proinflammatory function in the DRG following nerve injury

Because Neat1 was preferentially expressed in the nucleus of neurons, we explored the impact of Neat1 inhibition on transcriptomic changes in the DRG after nerve injury using RNA sequencing (**Figures 3A, B**). 

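Neat1 itself was not lower in the group labelled Neat1 shRNA. Its row, on chromosome 1 of rn5 from 228133861 to 228137360, had 355 FPKM in the SNL+control shRNA group and 374 in the group labelled Neat1 shRNA, a log2 ratio of 0.0732 (p = 0.671 and q = 0.999 in the authors' deposited table). The unnamed row of 15630 bp beside it, from 228116862 to 228132491, was higher, at 1.75 and 2.54 FPKM (log2 ratio 0.54; p = 0.00085 and q = 0.0339 in the authors' deposited table), and the neighbouring gene Frmd8 had 78.9 and 88.4 FPKM. By qPCR, Neat1 runs the other way, lower with Neat1 shRNA in Figure 2D and with another Neat1 shRNA in Supplementary Figure 6A. The 8 inflammatory genes of Figure 4B, lower with Neat1 shRNA, and the 4 neuronal genes of Supplementary Figure 11B, higher, run in the same directions as in the sequenced groups. These genes run as the labels say and Neat1 does not, so the group is called the group labelled Neat1 shRNA throughout. AAV vectors encoding control or Neat1 shRNA had been given 7 days before SNL, and RNA of the L5 DRG was taken 14 days after SNL, with 3 libraries per group. Libraries, reads and processing are those of the comparison after SNL, and the authors' deposited table again gives 1 FPKM value per group, with p and q. It holds 28745 rows, 18121 of them annotated with 16865 different symbols or combinations and 10624 unnamed. The authors' deposited table marks 21250 rows as tested, and 329 share its lowest p-value. The steps of low olfactory receptor values, multiplied by row length in kb, lie between 0.0176 and 0.0193 with control shRNA and between 0.0152 and 0.0185 in the group labelled Neat1 shRNA. The table was assembled and normalized apart from that of the Control and SNL groups, so that no test runs across both, and levels set across them carry this limit. Calls follow Figures 3A, B, p under 0.05 with no fold threshold.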

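Lymphocyte and antigen presentation genes were lower in the group labelled Neat1 shRNA than with control shRNA, and genes of myelinating Schwann cells were higher. Neat1 was not lower in that group, so these directions rest on its label. T cell genes were lower in 20 of 22 cases (median log2 change -1.24), with the T cell receptor components Cd3e, Cd3g and Cd3d at 13.4 and 3.40, 11.9 and 2.85, and 9.07 and 1.84 FPKM in the control shRNA group and the group labelled Neat1 shRNA. All 14 measured genes of NK and cytotoxic cells were lower (median log2 change -1.17), with log2 fold changes of -2.43 for Klrd1 and -1.84 for Ctsw. B and plasma cell genes were lower in 6 of 7 cases (median log2 change -1.01, -0.65 with no filter on FPKM and -2.14 with a pseudocount of 0.1), with log2 fold changes of -3.03 for Cd79b and -2.72 for Mzb1. All 7 genes of MHC class II presentation were lower (median log2 change -1.12), among them RT1-Bb at 511 and 205 FPKM and the class II transactivator Ciita at 9.06 and 3.99. Among called genes with at least 10 FPKM in the higher group, the 8 largest decreases further hold the ubiquitin-like modifier Ubd (94.4 and 4.19 FPKM), Tnfrsf14 (19.3 and 2.53), Fcnb (12.5 and 2.61) and Ptprcap (23.8 and 5.81). Among 13 genes of myelinating Schwann cells, 11 were higher (median log2 change 0.51), with Ncmap at 68.9 and 129.8 FPKM, Mag at 15.6 and 28.2, and Mal at 83.1 and 137. With Ncmap, the 8 largest increases under the same limit were those of Sfrp2, a secreted Wnt modulator (8.94 and 49.5 FPKM), the chemokine Ccl21 (8.06 and 25.8), Mt3 (40.7 and 81.0), the granin Scg2 (9.10 and 17.7), Fcrl2 (6.04 and 11.8), Fgf7 (6.60 and 12.9) and Pla2g2a (6.11 and 11.5). Fgf7 (q = 0.284) and Pla2g2a (q = 0.0501) do not pass at q under 0.05 in the authors' deposited table. Of 29 lists, 5 lay above and 13 below the central 95% of matched random lists. In the authors' deposited table, 766 annotated symbols were lower and 447 higher at p under 0.05, with a median log2 fold change of -0.67 and 0.48. At q under 0.05 the authors' deposited table leaves 326 lower and 106 higher. At that threshold 19 T cell genes, 12 genes of NK and cytotoxic cells and 5 B and plasma cell genes pass. All MHC class II genes and 6 genes of myelinating Schwann cells pass too. Adjusted over the list alone, 20, 14, 6, 7 and 9 pass, in that order. The lists were written after Supplementary Tables 4 and 5 had been seen, so none of these list counts and medians is independent evidence.

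**Figure D3:**
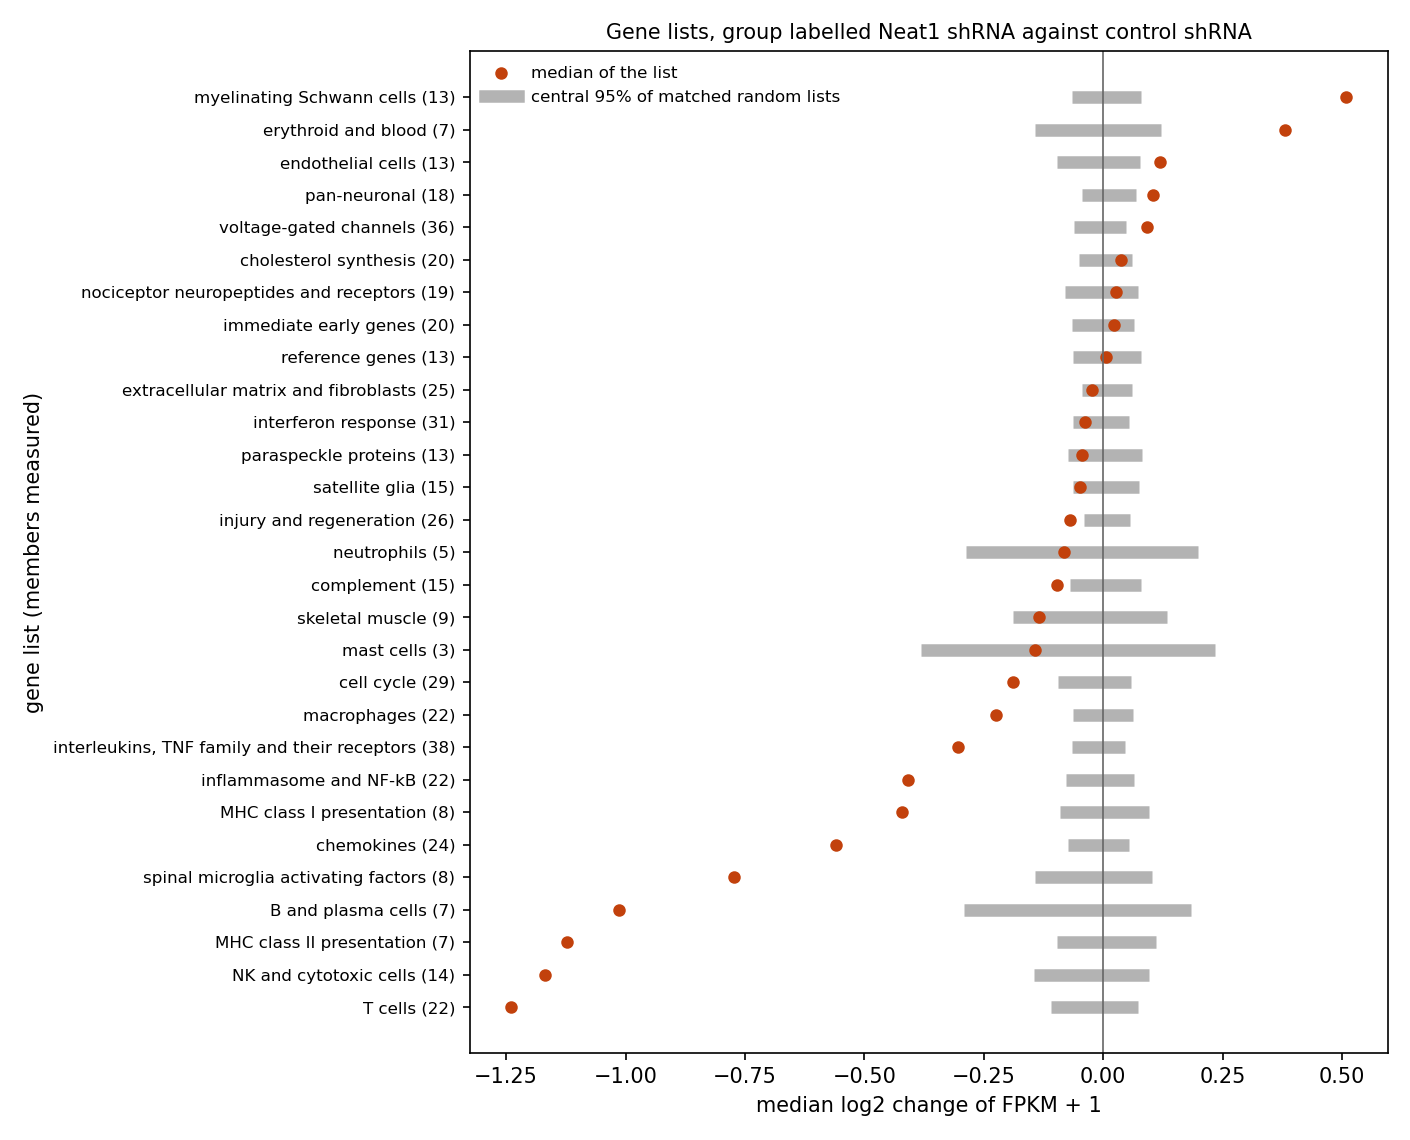
Median log2 change of FPKM + 1 (x axis) of 29 gene lists, the group labelled Neat1 shRNA over the SNL+control shRNA group. Points are list medians and grey bars the central 95% of random lists matched on mean FPKM. T cells lie lowest at -1.24 and myelinating Schwann cells highest at 0.51.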

In SNL rats, Neat1 knockdown decreased 721 annotated genes (**Figure 3C**) and increased 413 annotated genes (**Figure 3D**). Among 2,021 annotated genes upregulated by SNL (**Figures 1B, C**), the expressions of 389 genes (19.25%) were suppressed by Neat1 knockdown (**Figure 3C** and **Supplementary Table 4**). On the other hand, among 1,696 annotated genes downregulated by SNL (**Figures 1B, C**), the expressions of 164 genes (9.67%) were significantly upregulated by Neat1 knockdown (**Figure 3D** and **Supplementary Table 5**). 

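Of the symbols that rose after SNL, 450 (19.0%) were lower in the group labelled Neat1 shRNA, in which Neat1 was not lower. Over the 11549 symbols tested in both comparisons, independent lists of 2283 and 669 symbols would share 132, and 10000 random draws matched on mean FPKM shared 108 to 193. Another 66 symbols rose after SNL and were higher in the group labelled Neat1 shRNA, where independent lists would share 85.0 and the matched draws shared 59 to 115. Across 10237 symbols with FPKM of at least 1 in every group, the log2 changes of both comparisons had a Pearson r of -0.305 and a Spearman rho of -0.246, a relation across genes, which are not independent replicates. Without the symbols called in either comparison, r was -0.0971 over 6818 symbols. The comparisons share no library.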

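Of the symbols that fell after SNL, 182 (9.33%) were higher in the group labelled Neat1 shRNA, whose Neat1 FPKM was not lower. The independent lists, of 1733 and 430 symbols tested in both comparisons, would share 64.5, and the matched random draws shared 40 to 96. Lower in both comparisons were 47 symbols, where independent lists would share 100.4 and the matched draws shared 74 to 140. At q under 0.05 in both of the authors' deposited tables, 43 symbols fell after SNL and were higher in the group labelled Neat1 shRNA, and 201 went the opposite way.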

Next, we explored the functions associated with these Neat1-regulated genes using bioinformatic analysis. IPA revealed that the most relevant diseases and disorders for 553 genes (389 + 164 genes) whose expression changes after SNL were inhibited by Neat1 knockdown was the inflammatory response (**Figure 3E**). 

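Immune genes were frequent among the genes that rose after SNL and were lower in the group labelled Neat1 shRNA, and the lists of immune genes account for 19.3% of them. Of 199 members of 14 immune lists tested in both comparisons, 87 (43.7%) did so, against 3.90% of all symbols tested in both. One of these lists is the 8 factors the study chose from this overlap, and all were written after Supplementary Tables 4 and 5, which name most of its genes, had been seen, so these shares are a description and not independent evidence. By list, these were all 7 genes of MHC class II presentation, 13 of 17 T cell genes, 6 of 8 genes of NK and cytotoxic cells, 16 of 22 inflammasome and NF-kB genes, 10 of 30 interferon response genes, 14 of 37 genes of the interleukin and TNF list, 7 of 24 chemokines, 4 of 15 complement genes, 6 of 22 macrophage genes, 2 of 5 B and plasma cell genes, 2 of 8 genes of MHC class I presentation, 1 of 6 neutrophil genes and 0 of 4 mast cell genes. Complement C3 had 33.2 FPKM with control shRNA and 10.7 in the group labelled Neat1 shRNA, the interferon-regulated gene Irf8 37.8 and 16.1, the proteasome subunit Psmb9 57.9 and 23.6, and Gbp2 96.5 and 52.4. Of genes of injury and regeneration, 5 of 27 (18.5%) did so, and of the skeletal muscle list 4 of 9 (44.4%). The former include Gal, which had 892 and 679.7 FPKM (p = 0.0072 and q = 0.176 in the authors' deposited table). None of 21 immediate early genes, 13 paraspeckle protein genes and 20 genes of cholesterol synthesis did. The pathway analysis of the paper (IPA) was not repeated here. From these expression changes and the enrichment in Figure 3E, the paper relates the genes regulated through Neat1 to the inflammatory response.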

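A minority of neuronal genes went the other way. Of 80 members of the lists of nociceptor genes, voltage-gated channels and pan-neuronal genes, 10 (12.5%) fell after SNL and were higher in the group labelled Neat1 shRNA, against 1.58% of all symbols tested in both comparisons, and 1 went the opposite way. These lists too were written after Supplementary Tables 4 and 5 had been seen. Among nociceptor genes these were 5 of 22, and the median of that list in the shRNA comparison, 0.0265, lies within the central 95% of matched random lists (-0.0794 to 0.0719). Substance P precursor Tac1 had 30.2 FPKM with control shRNA and 43.6 in the group labelled Neat1 shRNA, the cold and irritant channels Trpm8 and Trpa1 5.28 and 6.68, and 3.00 and 4.28, and Sst 0.926 and 1.99. At q under 0.05 in the authors' deposited table, Tac1 passes (q = 0.0415) and Trpm8, Trpa1 and Sst do not. None of 18 pan-neuronal genes passed the threshold in the shRNA comparison. Tubb3 had 3049.9 and 3205 FPKM and Uchl1 1621 and 1764, with a list median of 0.10 that lies above 99.9% of matched random lists. Neat1 itself was not lower in the group labelled Neat1 shRNA.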

The inflammatory response was also identified when limited to 389 genes upregulated through Neat1 (**Figure 3F**), whereas the most relevant diseases and disorders for 164 genes downregulated through Neat1 was the neurological disease (**Figure 3G**).

**Figure 3:**
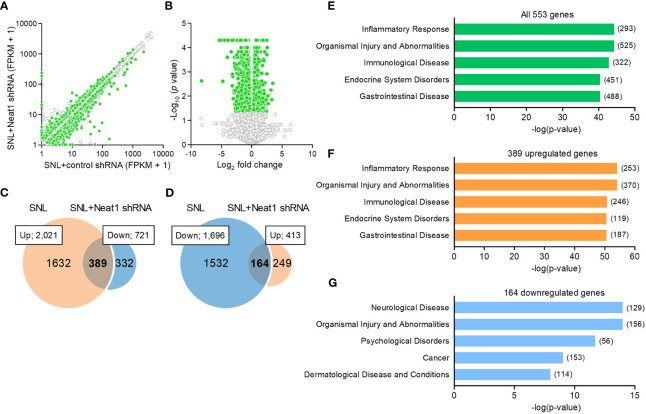
Neat1-regulated genes are associated with inflammatory response and neurological disease in neuropathic pain. **(A, B)** Transcriptome changes were examined in the L5 DRG 14 days after SNL in rats injected with the AAV vector encoding control or Neat1 shRNA 7 days before SNL using RNA sequencing. The green and white dots represent genes with significant and non-significant expression changes, respectively (*P* < 0.05, *n* = 3). **(C, D)** Venn diagram of genes upregulated by SNL and genes downregulated by Neat1 shRNA **(C)**, and genes downregulated by SNL and genes upregulated by Neat1 shRNA **(D)**. **(E–G)** Top five of diseases and disorders associated with all 553 genes **(E)**, 389 upregulated genes **(F)** and 164 downregulated genes **(G)** regulated by Neat1 in neuropathic pain were assessed by IPA. The number of genes involved in the pathways was shown in brackets.

Bioinformatics analysis implicated the significance of inflammatory regulation by Neat1 in neuropathic pain. 

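Of the chemokine and cytokine genes that differed between the groups, more were lower than higher in the group labelled Neat1 shRNA, in which Neat1 was not lower. Of 24 measured chemokines, 11 were lower and 2 higher (median log2 change -0.56, or -0.24 with no filter on FPKM). The B cell attractant Cxcl13 had 51.9 FPKM with control shRNA and 2.81 in the group labelled Neat1 shRNA, Ccl22 8.55 and 2.54, and the interferon-induced Cxcl10 25.0 and 6.02. Of 38 interleukins, TNF family members and their receptors, 16 were lower and 2 higher (median log2 change -0.31), with log2 fold changes of -3.85 for Il12b, -2.14 for Il2rb and -1.75 for Il27ra. Inflammasome and NF-kB genes were lower in 17 of 22 cases (median log2 change -0.41), with -1.05 for Traf1, -0.72 for Casp1 and -0.64 for Nlrc4. IL-6 (Il6) had 1.32 and 1.28 FPKM and did not pass the threshold in either comparison. At q under 0.05 in the authors' deposited table, 8 chemokines, 9 genes of the interleukin and TNF list and 4 inflammasome and NF-kB genes are lower, against 9, 15 and 15 when adjusted over the list alone. Cxcl10, Casp1 and Nlrc4 do not pass it.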

Of note, we observed that the inflammatory genes (**Supplementary Table 4**) included multiple factors involved in the spinal microglial activation, which is critically involved in the maintenance of neuropathic pain (5). These included genes encoding chemokines [CCL2 (23, 24), CCL7 (24, 25), CXCL9 (26, 27), and XCL1 (28, 29)], interleukin family cytokines [IL-1β (30, 31) and LIF (32, 33)], and others [COX-1 (34, 35) and NLRP3 (36, 37)]. qPCR confirmed that the inflammatory genes were increased in the L5 DRG after SNL (**Figure 4A**), and that these upregulations were suppressed by Neat1 knockdown (**Figure 4B**), consistent with the RNA sequencing results (**Supplementary Figure 8**). On the other hand, knockdown of Neat1_2 alone suppressed the expressions of only CCL2 and CCL7 (**Supplementary Figure 9**), suggesting that Neat1_2 is partially involved in inflammatory regulation of primary sensory neurons in neuropathic pain. Furthermore, Neat1_1 overexpression in intact rats led to the upregulation of these genes (**Figure 4C**). Thus, Neat1 increased the expressions of inflammatory genes in the DRG during neuropathic pain. On the other hand, Neat1 overexpression did not induce the expression of neuronal injury marker, ATF3, while caused the downregulation of several ion channels as seen after nerve injury (Na_V_1.1, Na_V_1.6 and K_V_1.2) (8, 38, 39), indicating that Neat1 overexpression partially recapitulated the gene expression changes after nerve injury (**Supplementary Figure 10**).

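All 8 of these genes rose after SNL and were lower in the group labelled Neat1 shRNA, in which Neat1 was not lower. The chemokine Ccl2 had 16.5 and 29.5 FPKM in the Control and SNL groups and 34.9 and 23.1 with control shRNA and in the group labelled Neat1 shRNA. Across the same 4 groups, in that order, FPKM was 2.68, 6.80, 14.7 and 6.68 for Ccl7 and 6.22, 33.0, 80.7 and 20.7 for Cxcl9. For Xcl1, which the cytotoxic cell list also holds, it was 0.567, 19.7, 6.81 and 3.23. The interleukin gene Il1b had 0.514, 3.25, 8.73 and 3.23 FPKM and Lif 0.302, 1.73, 3.39 and 1.77. Ptgs1, which encodes COX-1, had 2.99, 4.93, 8.36 and 6.10 FPKM, and the inflammasome sensor Nlrp3 0.295, 1.91, 3.89 and 2.60. The tables of the first and the last pair of groups were normalized separately, so levels set across them are not tested. After SNL, all 8 also pass at q under 0.05 in the authors' deposited table. In the shRNA comparison, Ccl2 (q = 0.046), Ccl7, Cxcl9 and Il1b (q = 0.00323 each) pass at q under 0.05 in the authors' deposited table. Xcl1 (q = 0.413), Lif (q = 0.0954), Ptgs1 (q = 0.241) and Nlrp3 (q = 0.114) do not pass there, while all 8 pass when adjusted over the list alone. The study chose this list on the same samples, so neither its directions nor its calls here are independent evidence. In the qPCR of Figures 4A, B, these genes run in the same directions.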

**Figure 4:**
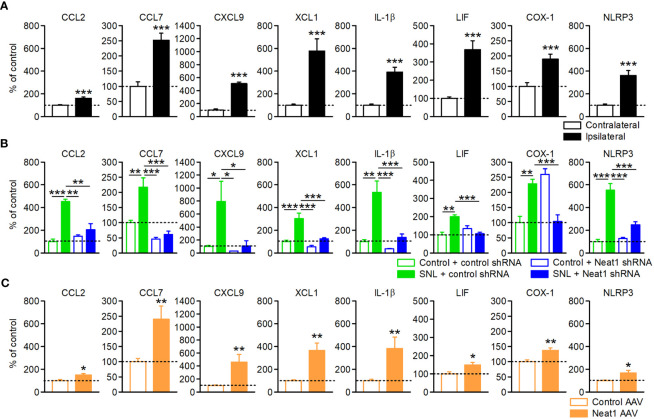
Neat1 coordinates the expressions of diverse inflammatory genes in the DRG. Expressions of inflammatory genes in the L5 DRG 14 days after SNL **(A)**, 14 days after SNL in rats injected with the AAV vector encoding control or Neat1 shRNA, as a percentage of the expression level in the L5 DRG of intact rats injected with control shRNA AAV vector **(B)**, and 14 days after control or Neat1_1 AAV injection were examined using qPCR **(C)**. *P < 0.05, **P < 0.01, and ***P < 0.001 compared with the contralateral side [**(A)**; *n* = 10], and the control AAV injection to intact rats [**(C)**; *n* = 9–10], Mann-Whitney *U*-test. *P < 0.05, **P < 0.01, and ***P < 0.001, two-way ANOVA followed by Tukey’s test [**(B)**; *n* = 8–12].

In contrast, genes downregulated by Neat1 in neuropathic pain included those associated with neuronal function, such as voltage-gated sodium channels (Na_V_1.1, Na_V_1.6, and Na_V_1.9) and calcium/calmodulin-dependent kinase (CaMKIIα) (**Supplementary Table 5**). 

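The sodium channel genes Scn1a, Scn8a and Scn11a fell after SNL and were higher in the group labelled Neat1 shRNA, in which Neat1 was not lower. Scn11a (NaV1.9) had 73.0 FPKM in the Control group and 1.06 after SNL, and 2.19 with control shRNA and 4.30 in the group labelled Neat1 shRNA. For Scn1a (NaV1.1) the values in the same order were 12.2, 2.49, 1.06 and 1.97, and for Scn8a (NaV1.6) 32.4, 8.17, 5.01 and 7.01. Camk2a had 30.3, 6.59, 4.67 and 7.17 FPKM and the potassium channel gene Kcna2 61.9, 12.7, 9.50 and 14.3. The log2 fold changes after SNL and in the shRNA comparison were -6.10 and 0.98 for Scn11a, -2.30 and 0.90 for Scn1a, -1.99 and 0.49 for Scn8a, -2.20 and 0.62 for Camk2a, and -2.29 and 0.59 for Kcna2. All 5 genes pass at q under 0.05 in both of the authors' deposited tables. Over 36 measured voltage-gated channels, 5 were higher and 2 lower in the group labelled Neat1 shRNA (median log2 change 0.0922). Adjusted over the list alone, 4 were higher and 2 lower. The list was written after Supplementary Tables 4 and 5 had been seen, so neither its counts nor its median are independent evidence.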

Consistent with previous reports (38–40), these genes were decreased in the L5 DRG following nerve injury, but these downregulations were counteracted by Neat1 knockdown (**Supplementary Figure 11**). However, these gene expressions did not appear to be related to the pro-nociceptive effect of Neat1 because the downregulation of these channels reportedly suppressed neuropathic pain (41–43).

### Neat1 coordinates the expression of inflammatory genes in the DRG *via* RNA-RNA interaction-dependent and -independent mechanisms

Because Neat1 was mainly localized to the nucleus whereas mature microRNA generally localized to the cytoplasm, microRNAs might not be the main molecular target of Neat1 in the DRG. Alternatively, Neat1 was predicted to interact with mRNAs in the nucleus (44). Therefore, we examined the potential significance of the Neat1-mRNA interactome in changes in gene expressions after nerve injury. The interaction energy of Neat1 to each mRNA was calculated *in silico* using RIblast, a computational lncRNA-RNA interaction prediction tool based on nucleotide sequences and secondary structures (17). The dependence of Neat1-mediated changes in gene expressions after nerve injury (553 genes) on the interaction potential between Neat1 and each mRNA was assessed using an area under the receiver operating characteristic curve (AUROC). The AUROC score of the interaction energy against expression changes was 0.652 (**Figure 5A**), suggesting that changes in gene expressions by Neat1 were at least partly mediated by the RNA interactome between Neat1 and Neat1-regulated mRNAs.

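Supplementary Tables 6 and 7 list 553 predicted interaction energies, and their genes are not all those of Supplementary Tables 4 and 5. Mir146b has an energy and no row in Supplementary Table 4. Mrgprb4 has an energy, while Mrgprb5 of Supplementary Table 5 has none. Genes that rose after SNL had a median energy of -5360.3 kcal/mol and genes that fell -7401 kcal/mol. By the median, predicted interactions with Neat1 were thus stronger among the genes that fell, while strong ones occur in both directions. The area under the receiver operating characteristic curve, computed here from the listed energies as the chance that a gene that rose has the higher energy, was 0.609. Within the genes that rose after SNL, the energy and the log2 change of the group labelled Neat1 shRNA, in which Neat1 was not lower, had a Spearman rho of -0.247 over 387 genes matched to the authors' table. Within the genes that fell, rho was 0.163 over 162 genes. Both are relations across genes, which are not independent replicates. From its area under the curve, the paper proposes that the RNA interactome of Neat1 is at least part of how these expression changes come about.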

**Figure 5:**
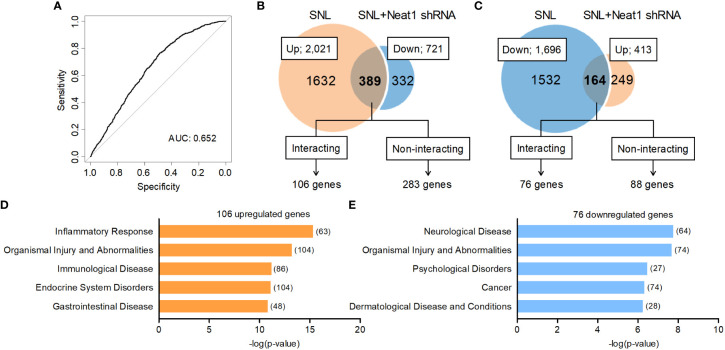
Neat1 coordinates the expression of inflammatory genes in the DRG *via* RNA-RNA interaction-dependent and -independent mechanisms. **(A)** An ROC curve for Neat1-regulated genes in neuropathic pain (553 genes). *P* < 0.001 compared with the randomized control data set. **(B, C)** Outline of interacting or non-interacting genes with Neat1 predicted by RIblast in genes upregulated [**(B)**; 389 genes], and genes downregulated [**(C)**; 164 genes] through Neat1. An interaction energy threshold -8000 kcal/mol was used to extract target genes for Neat1 (17). The most relevant diseases and disorders to each gene set was assessed using IPA. **(D, E)** Top five of diseases and disorders associated with 106 upregulated genes **(D)** and 76 downregulated genes **(E)** that interact with Neat1 were assessed by IPA. The number of genes involved in the pathways was shown in brackets.

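The paper's methods set a threshold at an interaction energy of -8000 kcal/mol. By it, genes of Supplementary Tables 4 and 5 with a listed energy split into predicted interacting genes of Neat1 and others. The study selected these genes for their direction in both comparisons, so only the size of the change is compared here, in the group labelled Neat1 shRNA, in which Neat1 was not lower. For genes of Supplementary Table 4, selected as higher after SNL and lower with Neat1 shRNA, the median log2 change of FPKM + 1 was -0.44 in the 105 interacting genes matched to the authors' table and -0.53 in the 282 others. The medians differed by 0.0880, with the interacting genes closer to 0. In 100000 random regroupings of these genes the central 95% of differences ran from -0.0648 to 0.0538, which describes the genes and is no test across animals. With a pseudocount of 0.1 in place of 1, the difference was 0.0686 and lay inside the range of its regroupings. It was 0.13 between means and 0.10 with at least 5 FPKM in the control shRNA group, both outside theirs. For genes of Supplementary Table 5, selected for the opposite directions, the medians were 0.37 in 75 interacting and 0.40 in 87 other genes, a difference of -0.0267 within the range of -0.0390 to 0.0431. The loci of interacting genes were longer, with medians of 32.9 kb against 15.9 kb among genes that rose and 48.5 kb against 24.6 kb among genes that fell. They were also less expressed with control shRNA, with medians of 7.97 against 12.5 FPKM and of 4.67 against 7.52 FPKM, and the scale of FPKM + 1 draws changes of less expressed genes towards 0.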

We found 106 out of 389 mRNAs upregulated and 76 out of 164 mRNAs downregulated through Neat1 in neuropathic pain were predicted to bind directly to Neat1 (**Figures 5B, C** and **Supplementary Table 6**). In gene ontology analysis using IPA, the diseases and disorders most relevant to the predicted Neat1-interacting genes that were upregulated (106 mRNAs) and downregulated (76 mRNAs) by Neat1 in neuropathic pain were inflammatory response and neurological disease (**Figures 5D, E**), respectively, similar to the analysis of genes whose expressions were changed by Neat1 knockdown regardless of Neat1 interactions (553 genes; **Figure 3E**). 

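Among predicted Neat1-interacting genes that rose after SNL, 61 carry the mark for the inflammatory response in Supplementary Table 6. As genes of Supplementary Table 4 they were selected for being lower with Neat1 shRNA, so only sizes are compared. Their median log2 fold change was 2.01 after SNL and -0.57 in the group labelled Neat1 shRNA, in which Neat1 was not lower, and 30 of them had a fold change below 0.67 there. The 44 interacting genes without the mark had medians of 1.44 and -0.44, with 17 below 0.67. With control shRNA, the marked genes had a median of 8.23 FPKM and the others 7.73.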

The predicted Neat1-interacting genes associated with inflammatory response (**Supplementary Table 6**) included many genes reported to be involved in spinal microglial activation (29, 33, 35, 36), including XCL1, LIF, COX-1, and NLRP3 that were upregulated through Neat1 (**Figure 4**).

### Neat1 increases expressions of inflammatory genes by stabilizing mRNAs

To investigate *in vivo* interactions between Neat1 and target mRNAs, an RNA pull-down assay was performed using DRG tissues where RNA-RNA interactions were preserved by fixation. RNA pull-down followed by RT-qPCR (18, 19) revealed that Neat1 pull-down highly enriched endogenous Neat1 (**Figure 6A**) and predicted interacting mRNAs (**Figure 6B**), indicating the *in vivo* interaction of Neat1 with target inflammatory gene mRNAs. In marked contrast, genes that were predicted to have the lowest potential to interact with Neat1 (Bcl2a1, Pthlh and Plac8) were not enriched (**Supplementary Figure 12**). Therefore, Neat1 might increase target mRNA expressions at least in part through RNA-RNA interactions. Interestingly, genes that were predicted not to interact with Neat1 were most associated with immunological disease (**Supplementary Figure 13**; **Supplementary Table 7**). These immune-related genes included several molecules related to microglial activation, including, CCL2, CCL7, CXCL9, and IL-1β. 

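Of the genes that rose after SNL without a predicted interaction with Neat1, 170 carry the mark for immunological disease in Supplementary Table 7. Selected by direction in the same way, they had a median log2 fold change of 1.87 after SNL. In the group labelled Neat1 shRNA, whose Neat1 FPKM was not lower, the median was -0.66 and 97 genes had a fold change below 0.67. The 112 genes without the mark had medians of 1.55 and -0.60, and 60 of them fell below 0.67. Bcl2a1, Pthlh and Plac8, which the paper used as genes with the lowest predicted potential to interact, had log2 fold changes of -1.07, -0.73 and -0.95 in the group labelled Neat1 shRNA, and Pthlh does not pass at q under 0.05 in the authors' deposited table (q = 0.4).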

As expected, these mRNAs were not enriched by Neat1 pull-down (**Figure 6C**). These results suggested that Neat1 orchestrated the expressions of key inflammatory genes by RNA-RNA interaction-dependent and -independent mechanisms in primary sensory neurons.

**Figure 6:**
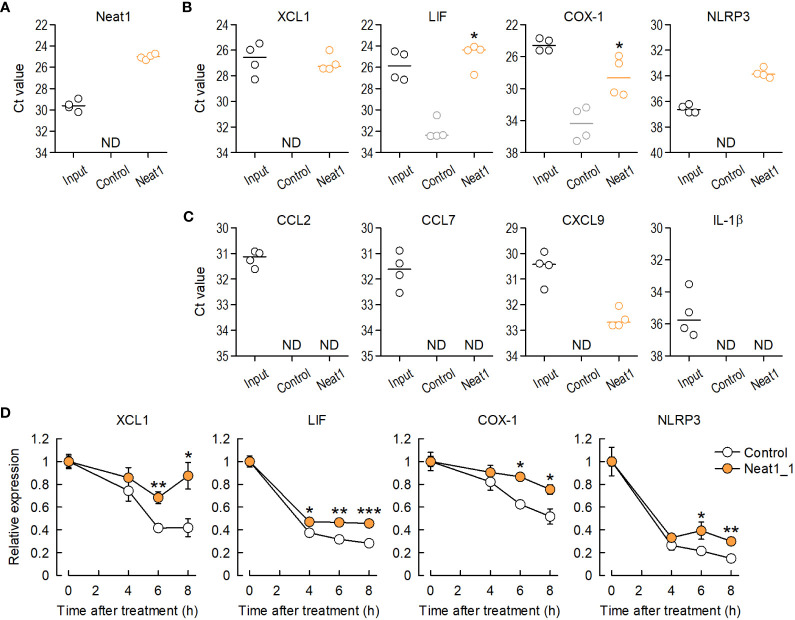
Neat1 interacts with inflammatory genes in the DRG *in vivo* through RNA-RNA interactions. **(A)** Enrichment of endogenous Neat1 assessed by RNA pull-down using DRG tissues with a negative-control or Neat1-specific probe. **(B, C)** *In vivo* interactions between Neat1 and mRNAs predicted to interact **(B)** or not to interact with Neat1 **(C)** were assessed by RNA pull-down. *P < 0.05 compared with the negative control probe, Mann-Whitney *U*-test (*n* = 4). ND = not detected. **(D)** The time course of mRNA expression changes of Neat1-interacting genes was examined in primary culture of DRG cells after actinomycin D treatment. *P < 0.05, **P < 0.01, and ***P < 0.001 compared with the control AAV, unpaired *t*-test (*n* = 5–7).

To further investigate whether Neat1 increases expressions of inflammatory genes by regulating decay of target mRNAs, RNA-decay assay was performed to examine decay levels of target mRNAs by blocking transcription of mRNA using actinomycin D and DRB. Neat1 overexpression in primary culture of DRG cells suppressed decay of Neat1-interacting mRNAs after actinomycin D or DRB treatment (**Figure 6D** and **Supplementary Figure 14**). Therefore, Neat1 can increase expression levels of interacting inflammatory genes by stabilizing those mRNAs.

### Neat1 inhibition in primary sensory neurons represses neuroinflammation in the spinal cord

It has been reported that inflammatory mediators regulated by Neat1 (**Figure 4**) are induced in primary sensory neurons upon nerve injury and are involved in spinal microglial activation, leading to neuropathic pain (23–29, 31, 33–35, 45). Neat1 knockdown in primary sensory neurons suppressed the peripheral nerve injury-induced activation of microglia, immune cells resident in the central nervous system, as indicated by the reduction of the intensity of Iba1 immunofluorescence (**Figures 7A, B**). Consistent with this, increased expressions of proinflammatory factors (IL-1β, CCL2, IL-6, and NLRP3) in the dorsal spinal cord of SNL rats (**Figure 7C**) were also suppressed by Neat1 downregulation in primary sensory neurons (**Figure 7D**). Upregulation of cytokines (IL-1β, CCL2, and IL-6) in the dorsal spinal cord was also suppressed by Neat1 knockdown at protein levels (**Figure 7E**).

**Figure 7:**
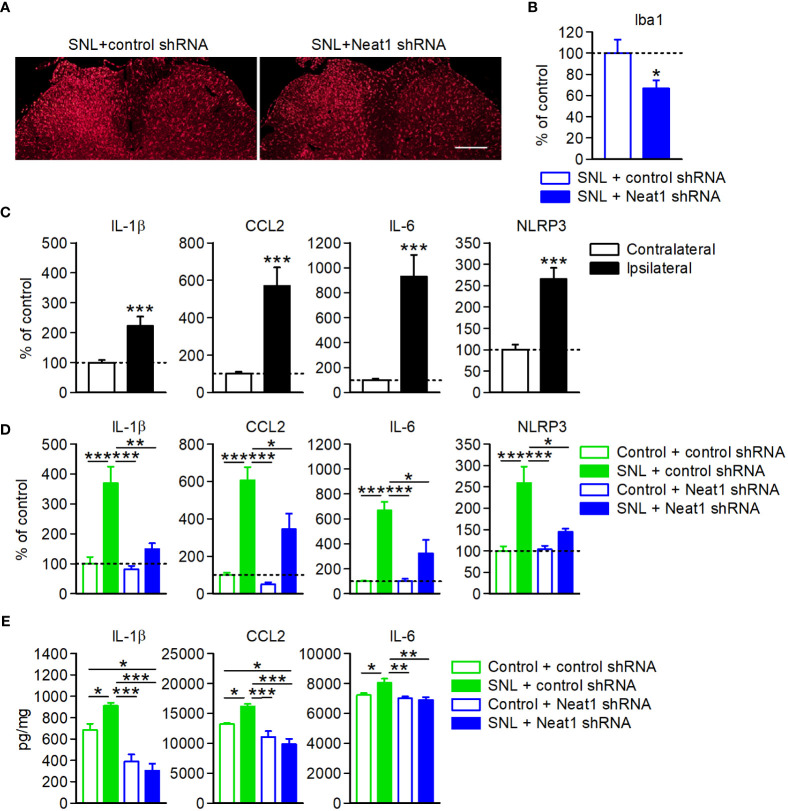
Neat1 in primary sensory neurons contributes to neuroinflammation in the spinal cord. **(A, B)** Representative images **(A)** and the intensity **(B)** of Iba1 immunofluorescence in the spinal cord 14 days after SNL in rats injected with the AAV vector encoding control or Neat1 shRNA. Scale bar, 200 µm. *P < 0.05 compared with the control shRNA, unpaired *t*-test (*n* = 5–6). **(C–E)** mRNA **(C, D)** and protein **(E)** expression levels of proinflammatory genes in the L5 dorsal spinal cord 14 days after SNL **(C)** and 14 days after SNL in rats injected with control or Neat1 shRNA AAV **(D, E)**, as a percentage of the expression level in the L5 spinal cord of intact rats injected with control shRNA AAV vector. ***P < 0.001, compared with the contralateral side, Mann-Whitney *U*-test [**(C)**; *n* = 10]. *P < 0.05, **P < 0.01, and ***P < 0.001, two-way ANOVA followed by Tukey’s test [**(D)**; *n* = 8–9 and **(E)**; *n* = 6].

Finally, we investigated whether neuropathic pain relapsed by Neat1-regulated inflammatory mediators in SNL rats with Neat1 downregulation. Cytokine cocktail including CCL2, CCL7, CXCL9, IL-1β, and LIF was intrathecally injected 14 days after SNL in rats injected with Neat1 shRNA AAV. Treatment of cytokine cocktail caused the recurrence of mechanical and thermal hypersensitivity (**Figure 8A**) and increased IL-1β and NLRP3 expressions, but not CCL2 and IL-6 (**Figure 8B**). Therefore, proinflammatory changes induced by Neat1 in primary sensory neurons led to immune cell-mediated spinal inflammatory responses (**Figure 9**).

**Figure 8:**
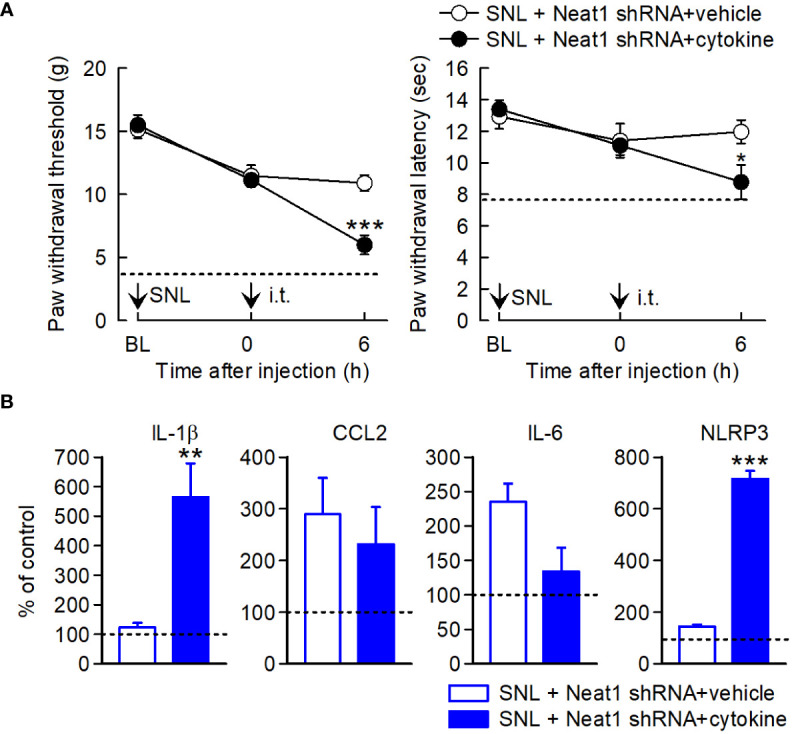
Neuropathic pain relapses by inflammatory mediators regulated by Neat1. **(A)** Paw withdraw thresholds and latencies to mechanical and thermal stimuli, respectively, were evaluated. Neat1 shRNA AAV was injected 7 days before SNL. Cytokines (CCL2, CCL7, CXCL9, IL-1β, and LIF) were intrathecally injected 14 days after SNL. *P < 0.05 and ***P < 0.001 compared with the vehicle injection (*n* = 7), Mann-Whitney *U*-test for mechanical hypersensitivity, unpaired *t*-test for thermal hypersensitivity. The dot lines represent the mean values of paw withdraw thresholds and latencies at day 14 after SNL in rats injected with control shRNA AAV. **(B)** mRNA expression levels of proinflammatory genes in the L5 dorsal spinal cord 6 h after cytokine treatment, as a percentage of the expression level in the L5 spinal cord of intact rats injected with control shRNA AAV vector, **P < 0.01 and ***P < 0.001 compared with the vehicle injection, Mann-Whitney *U*-test (*n* = 7). i.t. indicates intrathecal administration.

**Figure 9:**
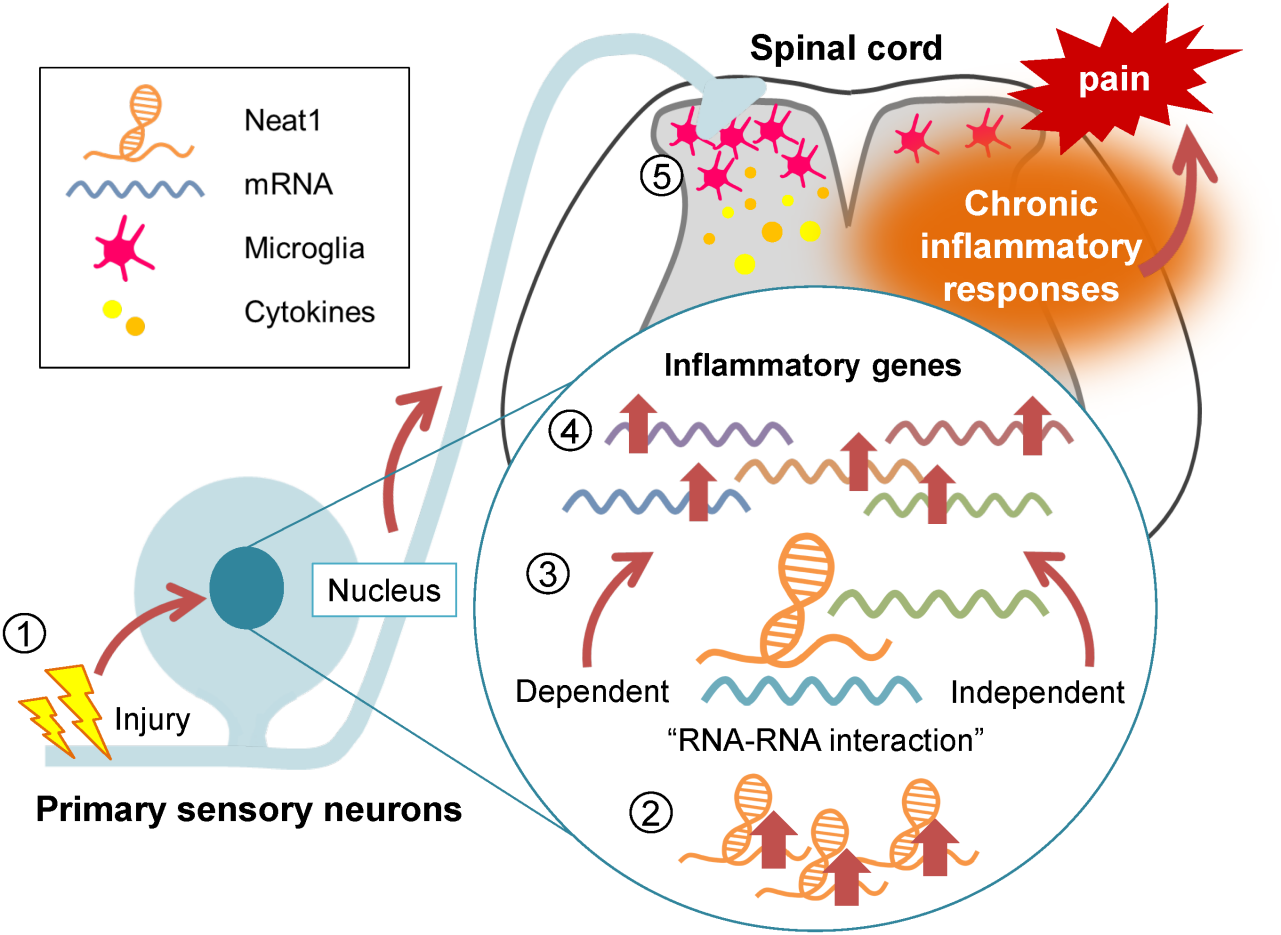
Neat1 regulates the proinflammatory functions of the DRG cells in neuropathic pain. Diagram summarizing the regulatory role of Neat1 in spinal inflammation in peripheral neuropathic pain. Nerve injury-induced upregulation of Neat1 in the DRG increases the expressions of inflammatory genes through RNA-RNA interaction-dependent and -independent mechanisms. These upregulations of inflammatory genes might result in microglial activation and upregulation of pro-inflammatory cytokines in the spinal cord, leading to chronic neuropathic pain.

## Discussion

Here, we showed that Neat1 lncRNA organized the proinflammatory gene expressions in the DRG during neuropathic pain through RNA-RNA interaction-dependent and -independent mechanisms (**Figure 9**). Neat1 coordinated the expressions of diverse inflammatory genes known to cause microglial activation, which are critical for the pathology of peripheral neuropathic pain. Indeed, Neat1 mediated the increased productions of various cytokines (CCL2, CCL7, CXCL9, XCL1, IL-1β, and LIF), which are reportedly involved in spinal microglial activation, in the DRG after nerve injury. CCL2, CCL7 and CXCL9, and IL-1β were shown to activate spinal microglia and their blockade suppressed both microglial activation and neuropathic pain (24, 27, 46–48). However, activation of spinal microglia by CCL2 may not be mediated through a direct effect of CCL2 on microglia because a large body of literature have shown no CCL2 receptor (CCR2) expression in spinal microglia (49), although some groups reported a CCR2 expression in spinal microglia (50, 51). Intrathecal administration of XCL1 induced microglial marker expression and mechanical hypersensitivity, and the blockade of XCL1 reduced neuropathic pain (29). LIF was upregulated in the DRG after nerve injury (45) and its overexpression induced the spinal microglial proliferation (33). However, cell types expressing XCL1 and LIF in the DRG remain unclear. In addition to these secretory signaling molecules, Neat1 also regulated intracellular regulatory molecules of inflammation, such as COX-1 and NLRP3. It is reported that COX-1 co-localized with prostaglandin E synthetase in primary sensory neurons, and prostaglandin E_2_ contributed to phosphorylation of p38 MAP kinase and microglial activation after nerve injury (34, 35). Neat1 also increased the expression of NLRP3, a major component of the inflammasome, whose activation induces the release of IL-1β (36). NLRP3 was increased in primary sensory neurons and macrophages in chemotherapy-induced peripheral neuropathy, inducing mechanical hypersensitivity (37). Interestingly, Neat1 was also reported to be associated with and promote activation of the NLRP3 inflammasome (52). Thus, Neat1 organizes the proinflammatory function of DRG cells upon nerve injury, leading to microglial activation. However, treatment of cytokine cocktail including CCL2, CCL7, CXCL9, IL-1β, and LIF 14 days after SNL in rats injected with Neat1 shRNA AAV caused the recurrence of neuropathic pain, while increased only IL-1β and NLRP3, possibly because a portion of proinflammatory cytokines regulated by Neat1 was administered in this study. Of note, Neat1 also upregulated inflammatory genes involved in neurogenic inflammation. For example, prostaglandins, COX-1-mediated products, and CCL2 in primary sensory neurons were reported to contribute to peripheral tissue inflammation (53, 54). Therefore, Neat1 dysregulation might promote the deterioration of inflammatory diseases involving primary sensory neurons, although roles of Neat1 in non-neuronal cells in the DRG cannot be excluded.

Interestingly, Neat1 expression was also shown to be dysregulated in several neurodegenerative diseases accompanied by neuroinflammation. In the early phase of amyotrophic lateral sclerosis, the increased expression of Neat1_2 in motor neurons was reported in patients (55). Elevated Neat1 levels were also detected in postmortem brain samples and the peripheral blood of patients with Parkinson’s disease (56). Neat1 activated the NLRP3 inflammasome and upregulated proinflammatory cytokines by sponging several microRNAs in Parkinson’s disease. Thus, Neat1 might be a key organizer of neuroinflammation in neuronal diseases, including neuropathic pain.

Both RNA-RNA interaction-dependent and -independent mechanisms of Neat1 were cooperatively engaged in the regulation of inflammatory gene expression in the DRG. In this study, a comprehensive analysis of the Neat1-RNA interactome using RIblast identified various pain-relevant mRNAs, which were verified by *in vivo* RNA pull-down assay. AUROC analysis of whole transcriptome changes and interaction energy with mRNAs determined by RIblast demonstrated that gene expression changes mediated by Neat1 were predictable by the interaction potential of each mRNA to Neat1, indicating the involvement of RNA interactions in gene expression changes mediated by Neat1. Consistent with this, Neat1 interacted with XCL1, LIF, COX-1, and NLRP3 mRNAs *in vivo* in the DRG and increased their expressions. Furthermore, RNA decay assay revealed that Neat1 stabilized these Neat1-interacting mRNAs. Indeed, RNA-RNA interactions between lncRNAs and target RNAs in the nucleus can induce both positive and negative regulation for mRNA homeostasis (stabilization and degradation, respectively) (57). Antisense lncRNAs reportedly stabilized and upregulated its sense counterpart mRNA. For instance, PDCD4-AS1 lncRNA promoted the stability of PDCD4 mRNA by forming an RNA duplex, which prevented its binding to HuR, an RNA decay factor inside the nucleus (58). RNA duplex formation with lncRNA also stabilized mRNA by preventing RNase-mediated degradation (59). Neat1 was also reported to upregulate TNFRSF1B (60) or ELF3 mRNA by promoting the stabilization of its mRNA (61). In this study, TNFRSF1B was identified as a Neat1-binding gene (**Supplementary Table 6**) that was upregulated through Neat1 (**Supplementary Table 4**), whereas ELF3 expression was unchanged, most likely because of its very low basal expression in the DRG. In contrast to the stabilization of interacting mRNAs, TINCR lncRNA induced the decay of epidermal differentiation mRNAs through RNA-RNA interactions (62). 

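Tnfrsf1b, which encodes TNF receptor 2, rose from 1.01 to 2.95 FPKM after SNL. It had 7.61 FPKM with control shRNA and 5.12 in the group labelled Neat1 shRNA, in which Neat1 was not lower (log2 fold change -0.57; q = 0.0445 in the authors' deposited table). Elf3 had 0.0257 FPKM in the Control group, 0.0168 after SNL, 0.0355 with control shRNA and 0.0163 in the group labelled Neat1 shRNA. Neither of the authors' deposited tables marks Elf3 as tested, so its values stand without a test.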

Antisense lncRNAs have been shown to decrease their host mRNA expressions. Therefore, Neat1 regulates specific proinflammatory genes by stabilizing mRNAs in the DRG through interactions with target mRNAs. In addition to interacting mRNAs, Neat1 also upregulated the expressions of non-interacting inflammatory genes in the DRG. Neat1 has been reported to regulate gene expression by acting as a scaffold lncRNA to sequester or recruit/guide specific proteins, such as transcription factors and splicing factors (63–66). Therefore, Neat1 may also increase the expression of inflammatory genes through binding to gene regulatory proteins in the DRG.

## Conclusions

In summary, Neat1 provides extensive control over the proinflammatory functions of the DRG cells including primary sensory neurons after nerve injury by RNA-RNA interaction-dependent and -independent mechanisms. However, this study has a limitation for potential translation as most patients with chronic pain are elderlies, while young rats were used in this experiment. Further studies of Neat1 functions will provide further insights into primary sensory neuron-mediated inflammatory responses that underlie chronic intractable neuropathic pain as well as other chronic inflammatory disorders.

## Data availability statement

The data presented in the study are deposited in the GEO repository, accession number GSE228730.

## Ethics statement

All animal experimental procedures were reviewed by the Nippon Medical School Animal Care and Use Committee, approved by the President of the Nippon Medical School (Approval number, 27-037 and 2020-042), and performed in accordance with the guidelines of the International Association for the Study of Pain (67).

## Author contributions

MM, AS, and HS designed the study and wrote the manuscript. MM and AS conducted experiments and prepare figures. YM and TO generated AAV vectors. TF and MH performed computational analysis. All authors contributed to the article and approved the submitted version.

# Supplementary material for: Neat1 lncRNA organizes the inflammatory gene expressions in the dorsal root ganglion in neuropathic pain caused by nerve injury
**Source:** Front Immunol. 2023 Aug 8;14:1185322. doi: 10.3389/fimmu.2023.1185322
**Supplement:** Supplementary file 1

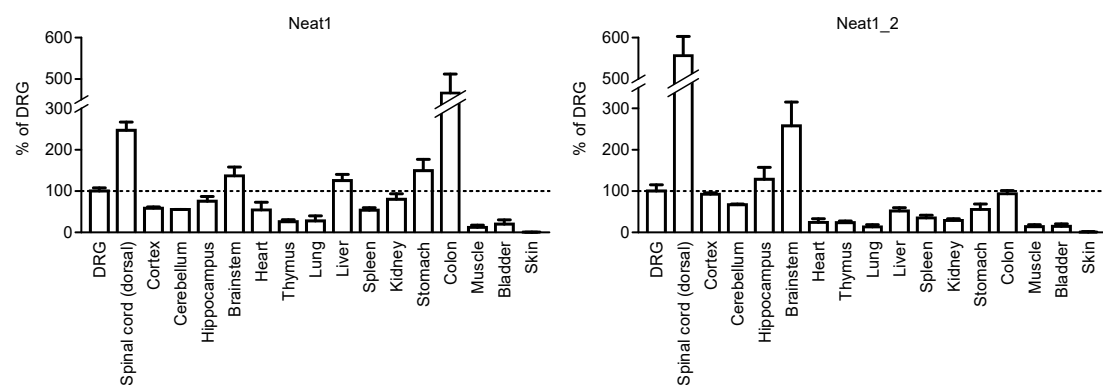

Supplementary Figure 1. Neat1 is highly expressed in the nervous system in rats.

Expression levels of Neat1 and Neat1_2 were examined in various intact rat tissues using qPCR ($n = 3$).

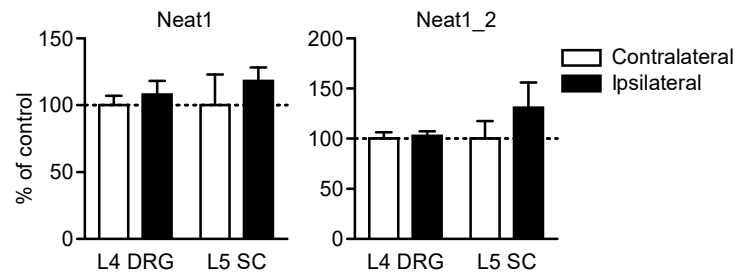

Supplementary Figure 2. Neat1 is not changed in the injury-spared L4 DRG and L5 dorsal spinal cord after nerve injury. Expression levels of Neat1 and Neat1_2 were examined in the injury-spared L4 DRG and L5 dorsal spinal cord (SC) 14 days after SNL using qPCR ($n = 4-5$).

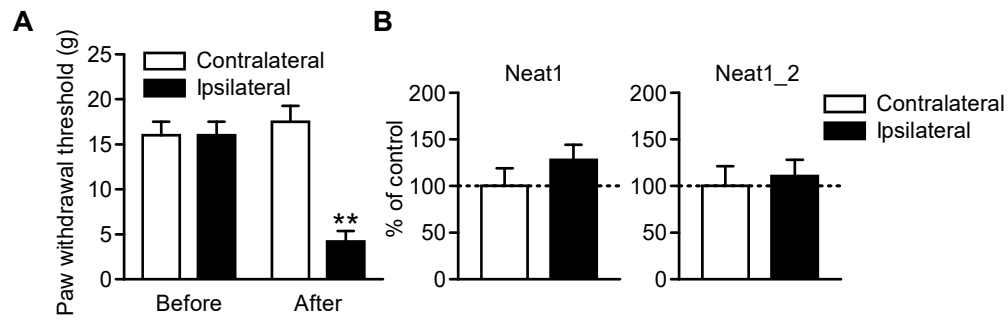

Supplementary Figure 3. Neat1 expression is unchanged in the L5 DRG during inflammatory pain. (A) Paw withdraw thresholds to mechanical stimuli were evaluated before and 7 days after injection of complete Freund's adjuvant (CFA). $**P < 0.01$ compared with contralateral side ($n = 4$), paired t -test. (B) Expression levels of Neat1 and Neat1_2 were examined in the L5 DRG 7 days after injection of CFA ($n = 4$).

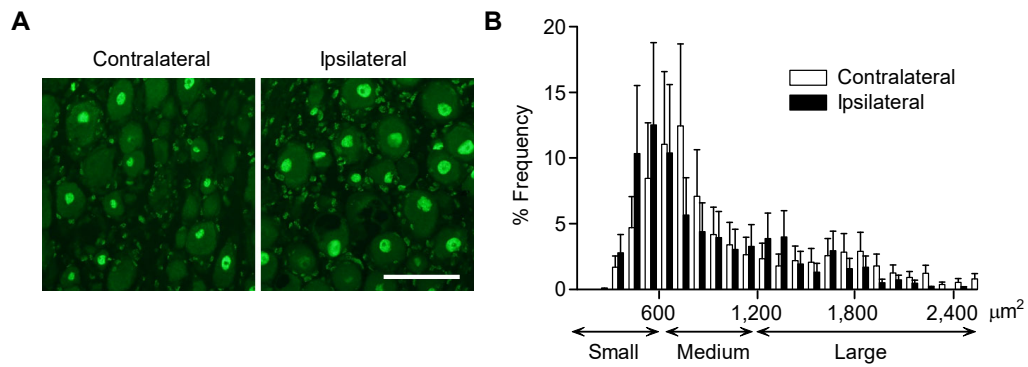

Supplementary Figure 4. Neat1_2 is mainly localized in the nucleus of DRG neurons.

(A) Representative images of *in situ* hybridization for Neat1_2 expression in the L5 DRG on the contralateral and ipsilateral sides of rats 14 days after SNL ($n = 4$). (B) Size distribution of Neat1_2-positive neurons in the L5 DRG on the contralateral and ipsilateral sides of rats examined by *in situ* hybridization ($n = 4$).

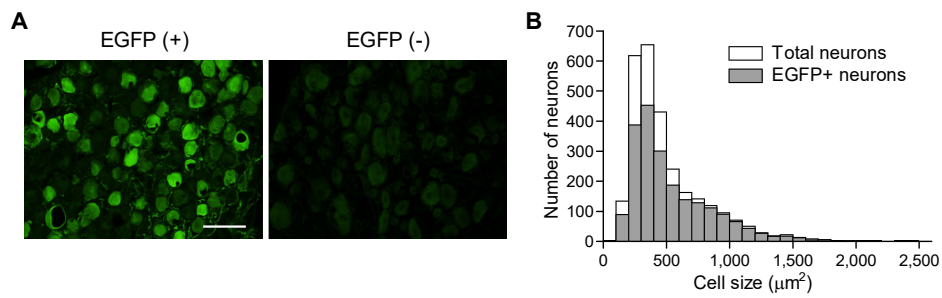

Supplementary Figure 5. Injection of the AAV vector induced EGFP expression in the L5 DRG neurons. (A) Representative images of EGFP immunofluorescence in the L5 DRG with (EGFP+) and without (EGFP-) AAV vector injection. Scale bar, 100 μm . (B) Size distribution of GFP-positive neurons 7 days after AAV vector administration. Eight DRG sections obtained from individual rats were counted (total 2 rats).

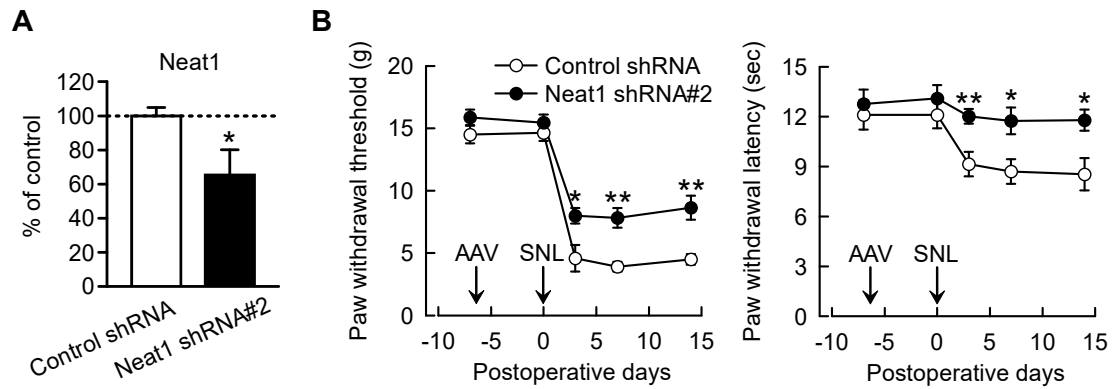

Supplementary Figure 6. Neat1 downregulation in primary sensory neurons using another shRNA also suppresses neuropathic pain. (A) Expressions of Neat1 in the L5 DRG 14 days after SNL in rats injected with control or Neat1 shRNA#2 AAV. $*P < 0.01$ compared with the control shRNA AAV, Mann-Whitney U -test ($n = 5-6$). (B) Paw withdraw thresholds and latencies to mechanical and thermal stimuli, respectively, were evaluated. Control or Neat1 shRNA#2 AAV was injected 7 days before SNL. $*P < 0.05$ and $**P < 0.01$ compared with SNL rats with control shRNA ($n = 7-8$), unpaired t -test.

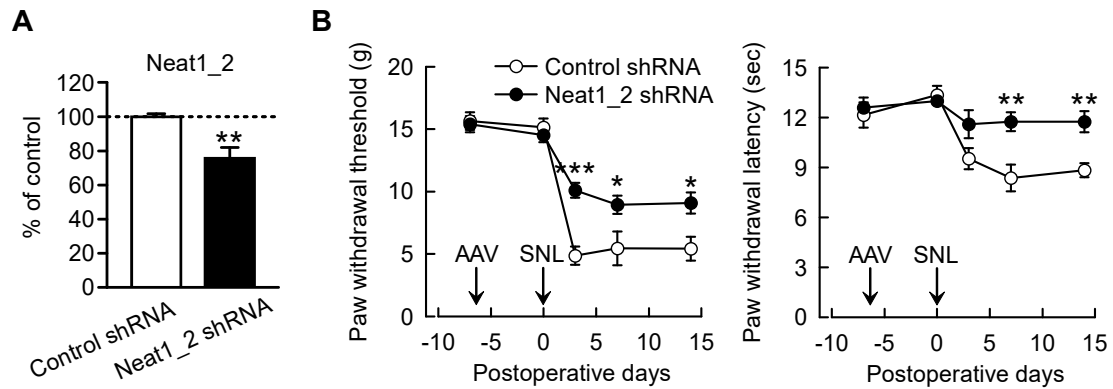

Supplementary Figure 7. Neat1_2 in primary sensory neurons contributes to neuropathic pain. (A) Expressions of Neat1_2 in the L5 DRG 14 days after SNL in rats injected with control or Neat1_2 shRNA AAV. $**P < 0.01$ compared with the control shRNA AAV, Mann-Whitney *U*-test ($n = 5-6$). (B) Paw withdraw thresholds and latencies to mechanical and thermal stimuli, respectively, were evaluated. Control or Neat1_2 shRNA AAV was injected 7 days before SNL. $*P < 0.05$, $**P < 0.01$, and $***P < 0.001$ compared with control shRNA injection to SNL rats ($n = 7-8$), unpaired *t*-test.

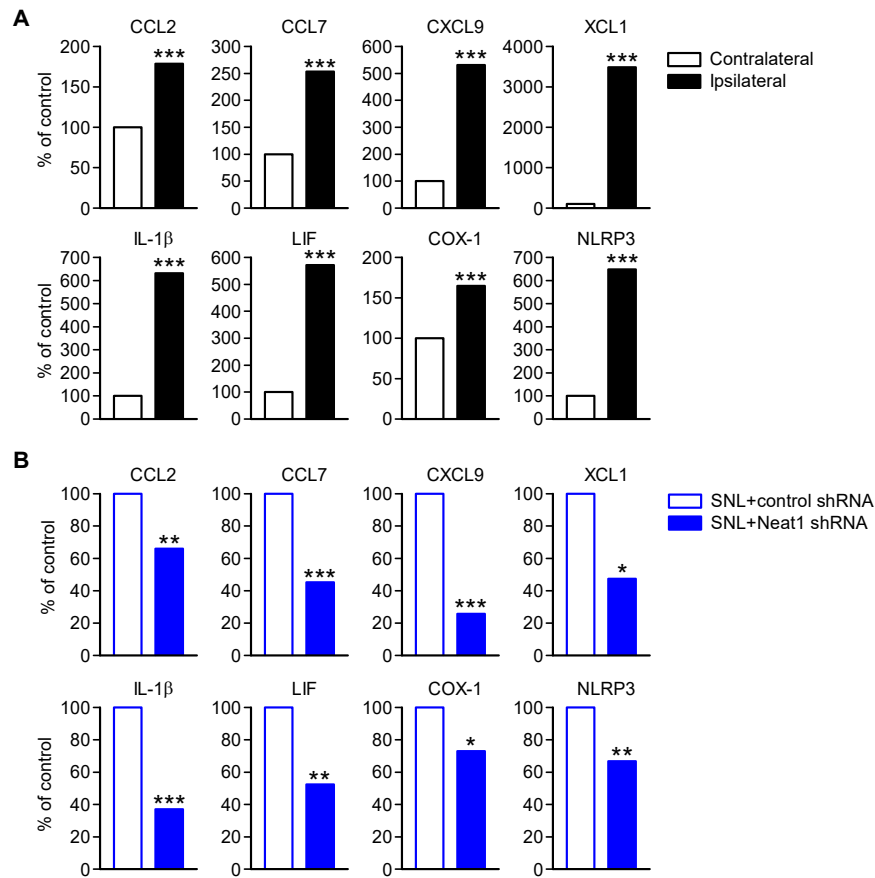

Supplementary Figure 8. RNA sequencing results of expression changes in multiple inflammatory genes after nerve injury. (A and B) Expressions of inflammatory genes were examined in the L5 DRG 14 days after SNL (A) and 14 days after SNL in rats injected with the AAV vector encoding control or Neat1 shRNA (B) using RNA sequencing. * $P < 0.05$, ** $P < 0.01$, and *** $P < 0.001$, compared with contralateral side (A; $n = 3$), and the control shRNA injection to SNL rats (B; $n = 3$), square root of Jensen-Shannon divergence adjusted by false discovery rate.

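As a percentage of the contralateral side, the SNL values were 179% for Ccl2, 253% for Ccl7, 531% for Cxcl9, 3485% for Xcl1, 632% for Il1b, 572% for Lif, 165% for Ptgs1 and 648% for Nlrp3. As a percentage of the SNL+control shRNA group, the group labelled Neat1 shRNA had 66.0% for Ccl2, 45.3% for Ccl7, 25.6% for Cxcl9, 47.4% for Xcl1, 36.9% for Il1b, 52.3% for Lif, 73.0% for Ptgs1 and 66.8% for Nlrp3. Neat1 stood at 105% of the SNL+control shRNA group on the same scale. Each percentage is a ratio of the authors' FPKM values, 1 per group.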

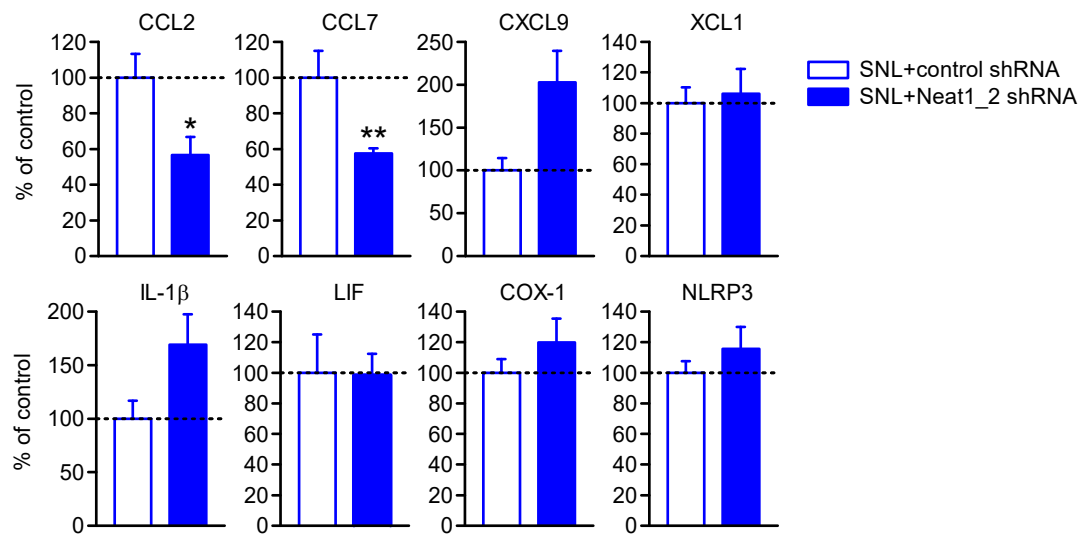

Supplementary Figure 9. Neat1_2 partially regulates the expressions of inflammatory genes in the DRG. Expressions of inflammatory genes in the L5 DRG 14 days after SNL in rats injected with the AAV vector encoding control or Neat1_2 shRNA were examined using qPCR. * $P < 0.05$ and ** $P < 0.01$ compared with SNL rats with control shRNA injection, Mann-Whitney U -test ($n = 7$).

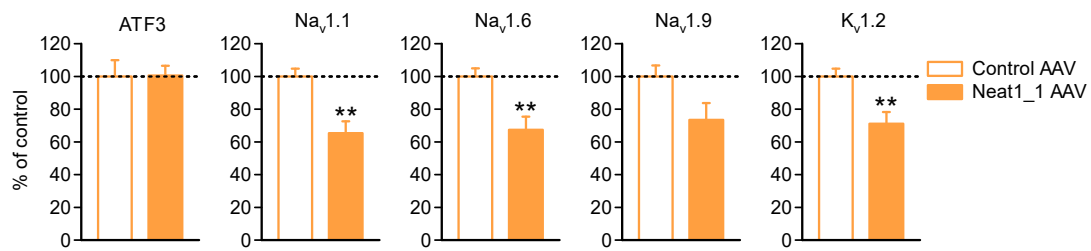

Supplementary Figure 10. Neat1 overexpression induces the downregulation of several ion channels in DRG neurons. Expressions of ATF3 and ion channels in the L5 DRG 14 days after control or Neat1_1 AAV injection were examined using qPCR. $**P < 0.01$, compared with the control AAV injection to intact rats, Mann-Whitney- U test ($n = 8$).

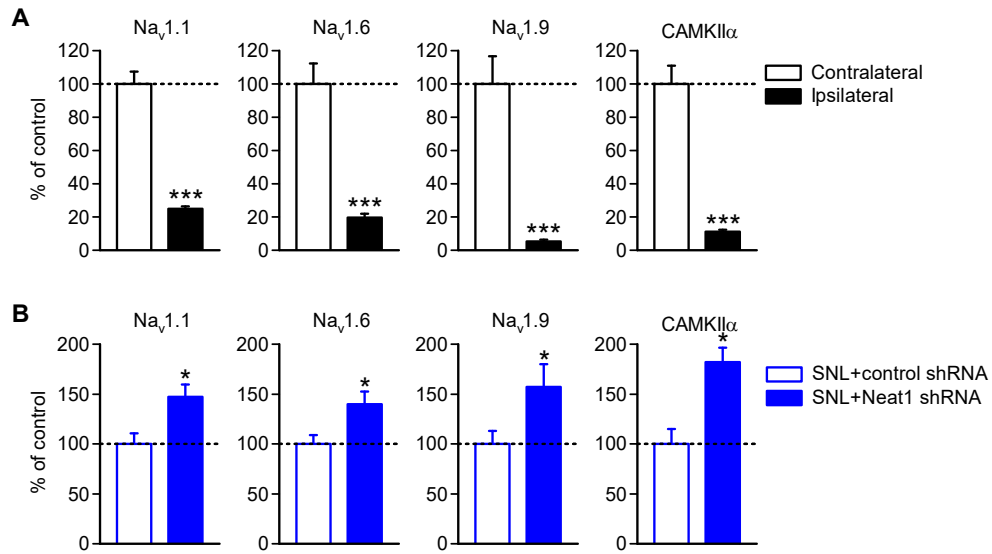

Supplementary Figure 11. Neat1 regulates genes associated with neuronal function in primary sensory neurons after nerve injury. (A and B) Expressions of genes associated with neuronal function in the L5 DRG 14 days after SNL (A) and 14 days after SNL in rats injected with the AAV vector encoding control or Neat1 shRNA (B). * $P < 0.05$ and *** $P < 0.001$, compared with the contralateral side (A; $n = 6$) and with the control shRNA, Mann-Whitney- U test (B; $n = 5-8$).

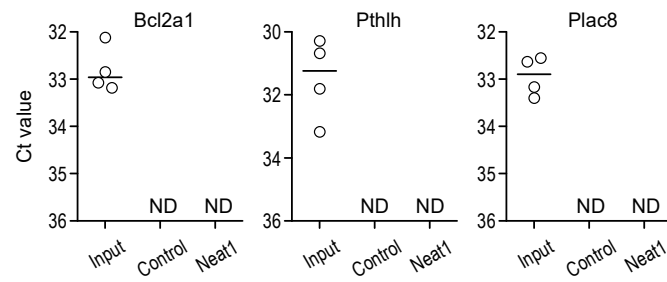

Supplementary Figure 12. Neat1 does not interact with genes predicted not to interact with Neat1 in RIBlast. *In vivo* interactions between Neat1 and mRNAs predicted to have the lowest potential to interact with Neat1 were assessed by RNA pull-down ($n = 4$).

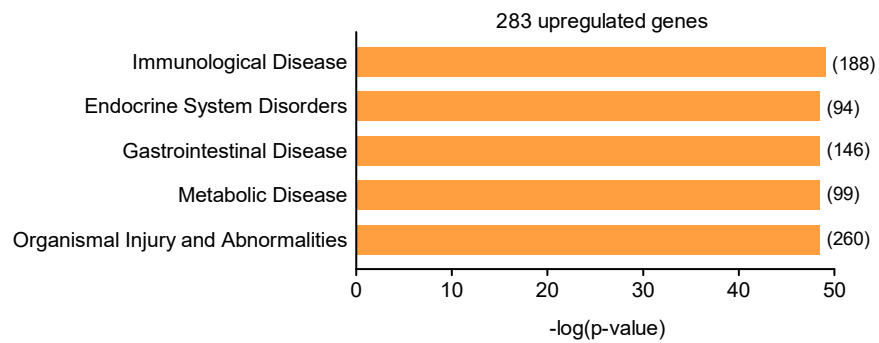

Supplementary Figure 13. Top five of diseases and disorders associated with upregulation of 283 genes in non-interacting genes with Neat1. The functions of associated with 283 genes in non-interacting genes with Neat1 were predicted by IPA. The number of genes involved in the pathways was shown in brackets.

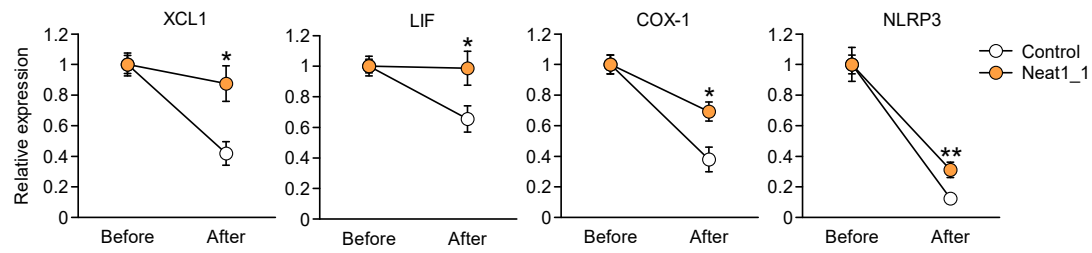

Supplementary Figure 14. Neat1 stabilizes Neat1-interacting mRNAs in primary sensory neurons. mRNA expression levels of Neat1-interacting genes in primary culture of DRG cells before and 8 h after DRB treatment. $*P < 0.05$ and $**P < 0.01$ compared with the control AAV, unpaired t -test ($n = 5-7$).

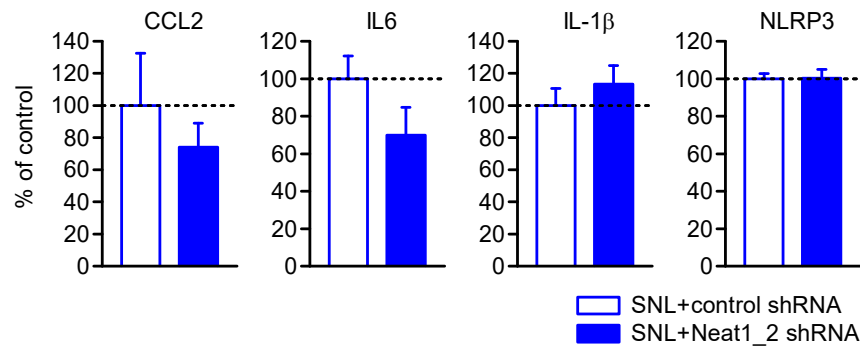

Supplementary Figure 15. Neat1_2 inhibition in primary sensory neurons does not repress neuroinflammation in the spinal cord. mRNA expression level of proinflammatory genes in the L5 spinal cord 14 days after SNL in rats injected with control or Neat1_2 shRNA AAV ($n = 7$).

Supplementary Table 1. List of primer sequences.

Primer sequences for identification of full length of rat Neat1 gene

Name	Forward primer (5'-3')	Reverse primer (5'-3')
Neat1 5'-RACE	CGACTGGAGCACGAGGACACTGA	AAATGGGTGCCGCAGGCCTGATG
Neat1 5'-RACE (nested PCR)	GGACACTGACATGGACTGAAGGAGTA	TCTCAACCTTCAGTCACCGC
Neat1_1 3'-RACE	CAGCTTGGCAATGGTGTATTGTCC	GCTGTCAACGATACGCTACGTAACG
Neat1_1 3'-RACE (nested PCR)	GTGCCAGTAAGGGATGTGCTTGA	CGCTACGTAACGGCATGACAGTG
Neat1_2 3'-RACE	GCCCTCAGATTCCCCCTGAA	GCTGTCAACGATACGCTACGTAACG
Neat1_2 3'-RACE (nested PCR)	TAGACTCACAGAGGGGAGCC	CGCTACGTAACGGCATGACAGTG
Neat1_1 Fragment1	CGTGCTTCCTCTTCTGTGGT	TCTCAACCTTCAGTCACCGC
Neat1_1 Fragment2	GGAGAAGCGGGGCTAACTAT	GCACGGAACCTAGGCAAAGT
Neat1_1 Fragment3	CCAACACTGTGGGCTCTTGT	TCCAATGTGACCAGCAAGCA
Neat1_2 Fragment1	TCCCGTGACGAGTTTCCAAG	GGATGAGGGGCACACAGAAA
Neat1_2 Fragment2	CTTGCTGGTCACATTGGAATGGGG	GGATAGTTCAGCATGACGTTGGCC
Neat1_2 Fragment2 (nested PCR)	CTTGCTGGTCACATTGGAATGGGG	AAAGGCACGGAGGGAGCAAGCTAC
Neat1_2 Fragment3	AAAATGGTGTGACCAGGGCAT	GCCTGCATCTATCCACCCAC
Neat1_2 Fragment4	GCCTGCGGCACCCATTCTTTGTA	ACGCAGATGCCGAAAGACAC
Neat1_2 Fragment5	CCTCTCACCCCTGTAGATCCC	AGAAAGCTGCCTGAGAGTCAA
Neat1_2 Fragment6	GTGAATAGAACCCACCCCGA	AGGGTACTGCCTTGGTTTGG
Neat1_2 Fragment7	AACGCTCTGACTCTCCACTC	AGACGCACCAGAACCCTAGT
Neat1_2 Fragment8	CTGGTCGGCATAGTGAGTTCT	CTGACATCAAAGGGTGCTTGC
Neat1_2 Fragment9	GTCGGCAACTGTGAGCCATATTGC	TGGCCAAAGCACCTGGAATCT

Primer sequences for qPCR using SYBR Green

Gene	Forward primer (5'-3')	Reverse primer (5'-3')
Neat1	GGTGGAGTTGGTGCCAGTAA	TCTCAACCTTCAGTCACCGC
Neat1_2	TCCCGTGACGAGTTTCCAAG	CCTGGCTGACATCAAAGGGT
CCL2	TGATCCCAATGAGTCGGCTG	TGGACCCATTCTTATTGGGG
CCL7	GTGTCCCTGGGAAGCTGTTAT	TCAGGGCTTTGGAGTTGAAGTT
CXCL9	TGGAGTTTCGAGGAACCCTAGT	CAGTTAGGGCTTGGGGCAAA
XCL1	CCACAAGCCAAATGGGTGAA	CTCTGGGCTTGTGTGGGAAT
LIF	TGTGCCCTACTGCTCATTC	GGTGGCATTTACAGGGGTGA
COX-1	CGGGCCCCAACTGTACTATC	CCAGATCCAGTACCCGTGTG

Assay ID for TaqMan qPCR

Gene	Assay ID
NLRP3	Rn04244620_m1
IL-1 β	Rn00580432_m1
IL-6	Rn01410330_m1

Supplementary Table 2. List of lncRNAs registered in the rat gene database.

Genes marked in bold are differentially expressed after nerve injury
(fold change > 1.5 or < 0.67, P < 0.05, n = 3).

Gene	FPKM		Fold change	p_value
	CNT	SNL		
**Snhg11**	176.67	116.92	0.66	5.00E-05
**H19**	7.69	38.80	5.05	5.00E-05
Miat	114.02	81.61	0.72	5.00E-05
Gas5	54.06	67.40	1.25	4.03E-02
Snhg4	15.96	15.16	0.95	6.77E-01
Tug1	2.37	2.63	1.11	3.21E-01
Aptr	0.98	0.74	0.75	5.41E-01
Fendrr	0.39	0.40	1.03	1.00E+00

Supplementary Table 3. List of candidate homologues of human/mouse lncRNAs, which were differentially expressed after nerve injury.

Name	Location	FPKM		Fold change	p_value
		CNT	SNL		
Neat1	chr1:228133846-228137283	140.56	293.65	2.09	5.00E-05
Oip5-as1	chr3:117945532-117959069	34.47	21.43	0.62	5.00E-05
Nr2f2-as1	chr1:132528817-132552414	7.92	14.67	1.85	5.00E-05
Linc01135	chr5:117961200-117977705	7.00	16.20	2.32	5.00E-05
Linc00643	chr6:106646041-106657723	3.38	0.44	0.13	5.00E-05
Zeb2-as1	chr3:35196197-35196857	0.50	1.08	2.14	3.80E-02

Supplementary Table 4. List of 389 genes upregulated by SNL and downregulated by Neat1 knockdown (upregulated through Neat1).

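Each row gives FPKM of the Control and SNL groups and of the SNL+control shRNA group and the group labelled Neat1 shRNA, each pair with its fold change and p-value. All 389 rows have the 4 FPKM values, after rounding to 2 decimals, of a row pair that shares a symbol in the authors' tables. Where the listed symbol is spelled otherwise, as Casp2 for Casq2, the match rests on these values. By the listed values, the median fold change was 3.36 after SNL and 0.660 in the group labelled Neat1 shRNA.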

Genes associated with the inflammatory response predicted by IPA were indicated.

Gene	FPKM		Fold change	p_value	FPKM		Fold change	p_value	Inflammatory response
	CNT	SNL			SNL+Control	SNL+Neat1 shRNA			
Abcb4	0.55	3.18	5.73	5.00E-05	5.70	4.30	0.75	1.78E-02	○
Acap1	0.68	2.89	4.22	5.00E-05	11.99	3.95	0.33	5.00E-05	
Acp5	2.20	6.39	2.90	5.00E-05	12.45	8.67	0.70	8.65E-03	
Adams1	7.93	23.60	2.98	5.00E-05	33.32	23.72	0.71	3.50E-04	○
Adams12	2.22	4.66	2.10	5.00E-05	8.23	6.17	0.75	3.20E-03	○
Adap2	1.84	4.11	2.24	5.00E-05	7.62	5.87	0.77	4.28E-02	
Adcyap1	29.14	120.89	4.15	5.00E-05	90.30	60.81	0.67	1.45E-03	○
Adgre1	1.28	4.24	3.30	5.00E-05	9.74	6.43	0.66	5.00E-04	○
Adrgg5	0.25	2.10	8.30	5.00E-05	4.89	2.20	0.45	5.00E-05	
Aif1	13.83	53.16	3.84	5.00E-05	107.67	74.68	0.69	4.00E-04	○
Akna	2.12	4.56	2.16	5.00E-05	9.18	6.30	0.69	4.50E-04	○
Akr1b8	2.53	6.77	2.68	5.00E-05	14.97	10.22	0.68	1.35E-02	
Aldh1a3	3.59	7.45	2.07	5.00E-05	14.17	10.64	0.75	5.75E-03	
Ankrd1	0.63	11.06	17.69	5.00E-05	8.83	6.63	0.75	4.09E-02	
Anxa3	2.92	12.11	4.14	5.00E-05	21.75	15.95	0.73	1.40E-03	○
Apbb1ip	1.04	2.87	2.76	5.00E-05	5.66	3.76	0.66	4.15E-03	○
Apobr	0.68	2.73	4.02	5.00E-05	4.28	3.18	0.74	2.76E-02	
Apol3	3.24	5.44	1.68	5.00E-05	13.86	8.53	0.62	7.00E-04	
Arg1	1.56	31.89	20.41	5.00E-05	36.35	26.49	0.73	2.65E-03	○
Arhgap11a	0.76	2.22	2.94	5.00E-05	3.00	2.19	0.73	2.70E-02	
Arhgap15	1.27	3.63	2.84	5.00E-05	6.18	4.43	0.72	4.34E-02	
Arhgap30	0.68	3.26	4.81	5.00E-05	9.41	4.41	0.47	5.00E-05	
Arhgap4	2.26	5.23	2.32	5.00E-05	13.42	7.97	0.59	4.50E-04	
Arhgap9	1.57	8.65	5.51	5.00E-05	19.04	10.22	0.54	2.02E-02	○
Arhgdib	12.12	40.25	3.32	5.00E-05	88.27	56.68	0.64	5.00E-05	○
Arrdc4	10.23	18.44	1.80	5.00E-05	17.49	12.09	0.69	1.50E-04	
Arsi	0.77	1.66	2.16	5.00E-05	3.34	2.36	0.71	4.31E-02	
Artn	0.52	1.35	2.58	1.55E-03	3.33	2.12	0.64	1.75E-02	
Asb2	0.63	2.68	4.26	5.00E-05	5.90	2.99	0.51	5.00E-05	○
Asgr1	1.88	3.77	2.01	5.00E-05	10.08	7.11	0.70	2.77E-02	○
Asgr2	3.14	8.38	2.67	5.00E-05	23.54	14.79	0.63	4.50E-04	
Aurkb	0.40	3.01	7.55	5.00E-05	4.25	2.59	0.61	6.10E-03	
B3galt2	1.18	2.28	1.94	3.90E-03	2.19	1.30	0.60	2.41E-02	
Batf	0.17	1.07	6.21	3.25E-03	3.49	1.36	0.39	2.00E-04	○
Baz1a	1.03	2.75	2.68	5.00E-05	4.31	3.37	0.78	4.20E-02	
Bcl2a1	1.65	11.52	6.98	5.00E-05	29.61	14.14	0.48	5.00E-05	○
Bcl3	4.61	9.65	2.09	5.00E-05	14.90	11.74	0.79	3.99E-02	○
Bst2	20.16	52.89	2.62	5.00E-05	132.62	95.96	0.72	1.10E-03	○
Btg1	28.73	67.81	2.36	5.00E-05	101.96	81.54	0.80	1.52E-02	
Btk	0.24	1.24	5.14	5.00E-05	2.41	1.61	0.67	2.93E-02	○
C1s	20.72	74.19	3.58	5.00E-05	154.06	109.91	0.71	3.50E-04	○
C2	8.01	36.69	4.58	5.00E-05	61.48	42.89	0.70	5.00E-05	○
C3	0.79	7.32	9.29	5.00E-05	33.24	10.74	0.32	5.00E-05	○
C5ar1	1.74	3.34	1.91	1.00E-04	8.21	5.17	0.63	2.00E-03	○
Casp1	1.53	4.47	2.91	5.00E-05	8.74	5.32	0.61	2.25E-03	○
Casp8	1.37	2.92	2.13	5.00E-05	6.41	3.99	0.62	1.75E-03	○
Casp2	1.09	2.33	2.13	1.00E-04	3.85	2.19	0.57	1.75E-03	
Codc69	0.36	1.83	5.12	5.00E-05	4.02	1.94	0.48	2.50E-04	
Cck	0.72	12.46	17.42	5.00E-05	23.92	16.03	0.67	6.00E-03	○
Ccl17	0.58	20.80	35.57	1.01E-02	30.75	14.43	0.47	2.50E-04	○
Ccl2	16.50	29.51	1.79	5.00E-05	34.95	23.08	0.66	1.25E-03	○
Ccl22	0.08	3.36	42.20	5.00E-04	8.55	2.54	0.30	5.00E-05	○
Ccl7	2.68	6.80	2.53	5.00E-05	14.75	6.68	0.45	5.00E-05	○
Ccr5	0.62	5.13	8.25	5.00E-05	9.07	4.93	0.54	5.00E-05	○
Cd101	0.44	1.20	2.73	5.00E-05	1.65	1.04	0.63	8.35E-03	
Cd22	0.22	1.49	6.93	5.00E-05	2.81	1.67	0.59	1.85E-03	○
Cd244	0.36	1.88	5.23	5.00E-05	3.00	1.98	0.66	4.17E-02	○
Cd300lf	0.56	4.26	7.61	1.95E-03	7.23	4.82	0.67	1.56E-02	○
Cd300lf	41.29	3.46	0.08	5.00E-05	3.04	3.26	1.07	7.59E-01	○
Cd37	2.04	10.25	5.02	5.00E-05	26.19	14.36	0.55	5.00E-05	○
Cd38	1.11	2.75	2.47	5.00E-05	6.71	3.18	0.47	5.00E-05	○
Cd3d	0.10	1.33	13.53	2.65E-03	9.07	1.84	0.20	5.00E-05	○
Cd3e	0.12	1.69	14.43	1.50E-04	13.41	3.40	0.25	5.00E-05	○
Cd3g	0.37	2.23	5.99	3.00E-04	11.89	2.85	0.24	5.00E-05	○
Cd4	6.48	27.49	4.24	5.00E-05	55.19	37.83	0.69	5.00E-05	○
Cd40	0.27	1.04	3.79	7.50E-04	4.21	1.86	0.44	3.50E-04	○
Cd53	5.83	11.21	1.92	5.00E-05	22.14	11.77	0.53	5.00E-05	○
Cd6	0.39	2.21	5.70	5.00E-05	5.12	3.24	0.63	2.55E-03	○
Cd74	102.98	1143.84	11.11	5.00E-05	2185.09	1095.79	0.50	5.00E-05	○
Cd80	0.16	1.02	6.54	2.00E-04	3.01	1.50	0.50	2.90E-03	○
Cd93	3.09	5.49	1.78	5.00E-05	6.15	4.72	0.77	1.37E-02	○
Cdca7	0.70	1.23	1.77	1.90E-03	1.97	1.34	0.68	4.11E-02	
Cdh17	0.21	2.00	9.66	5.00E-05	2.96	2.03	0.69	1.81E-02	
Cdkn1a	3.34	42.24	12.63	5.00E-05	46.62	38.11	0.82	2.77E-02	○
Cep55	0.33	1.27	3.84	5.00E-05	1.42	0.93	0.66	3.68E-02	
Ciita	0.52	4.89	9.32	5.00E-05	9.06	3.99	0.44	5.00E-05	○
Cish	13.20	29.02	2.20	5.00E-05	25.76	20.99	0.81	4.27E-02	○

Cldn1	11.58	23.25	2.01	5.00E-05	40.70	33.89	0.83	4.57E-02	○
Cldn11	7.31	18.58	2.54	5.00E-05	71.15	54.35	0.76	6.95E-03	
Cldn4	0.15	21.59	144.76	5.00E-05	20.10	14.91	0.74	6.70E-03	
Clec12a	1.38	7.23	5.22	5.00E-05	11.90	7.00	0.59	1.10E-03	○
Clec2d2	0.14	2.95	21.66	5.00E-05	4.42	2.27	0.51	4.00E-04	
Clec2g	11.61	22.05	1.90	5.00E-05	34.66	26.96	0.78	5.55E-03	
Clec4a	0.59	2.04	3.43	2.00E-04	3.81	2.25	0.59	2.50E-02	○
Clec4a1	1.89	7.80	4.14	5.00E-05	15.15	10.23	0.68	5.10E-03	
Clec4a3	2.43	11.12	4.57	5.00E-05	21.00	14.67	0.70	9.15E-03	
Clec9a	0.30	1.10	3.71	5.00E-05	3.79	1.59	0.42	3.77E-02	○
Cmtm2a	0.34	10.17	30.07	5.00E-05	11.50	6.99	0.61	4.55E-02	
Col26a1	0.81	1.34	1.65	4.15E-03	0.98	0.60	0.61	3.02E-02	
Cotl1	46.16	86.06	1.86	5.00E-05	113.18	89.30	0.79	9.55E-03	○
Cpne8	8.30	16.42	1.98	5.00E-05	17.24	12.81	0.74	3.70E-03	
Crabp2	21.36	105.18	4.92	5.00E-05	131.26	98.12	0.75	2.00E-03	
Crisp1	0.38	63.86	169.00	5.00E-05	46.29	38.01	0.82	3.95E-02	
Csf2ra	4.46	13.08	2.93	5.00E-05	26.83	18.86	0.70	1.59E-02	○
Csf2rb	0.43	5.45	12.71	5.00E-05	9.71	5.64	0.58	5.00E-05	○
Csrnp1	1.46	8.07	5.53	5.00E-05	9.04	6.87	0.76	1.79E-02	
Csrp3	1.88	166.28	88.57	5.00E-05	124.07	86.59	0.70	5.00E-05	○
Cst7	0.41	3.93	9.54	5.00E-05	10.23	3.84	0.37	5.00E-05	
Ctla2a	4.45	10.88	2.44	5.00E-05	15.95	10.13	0.63	8.25E-03	
Ctse	0.53	3.02	5.73	5.00E-05	7.26	3.76	0.52	5.00E-05	○
Ctsw	0.19	1.49	7.91	1.50E-04	12.84	3.58	0.28	5.00E-05	○
Cxcl13	1.00	3.40	3.40	5.00E-05	51.86	2.81	0.05	5.00E-05	○
Cxcl9	6.22	33.04	5.31	5.00E-05	80.70	20.66	0.26	5.00E-05	○
Cxcr5	0.61	1.33	2.16	2.31E-02	0.79	0.34	0.44	2.90E-02	○
Cyba	11.79	35.99	3.05	5.00E-05	78.86	57.74	0.73	2.95E-03	○
Cybb	2.10	10.17	4.85	5.00E-05	17.97	13.70	0.76	4.45E-03	○
Cyp1b1	4.56	12.00	2.63	5.00E-05	14.97	12.42	0.83	4.68E-02	○
Cyp4b1	0.41	3.14	7.68	5.00E-05	3.75	2.26	0.60	4.25E-03	
Cysltr1	0.18	1.27	6.93	5.00E-05	1.34	0.94	0.70	3.94E-02	○
Cyth4	3.10	13.60	4.38	5.00E-05	21.93	17.24	0.79	1.51E-02	
Cytip	1.00	2.45	2.47	5.00E-05	6.57	3.26	0.50	1.00E-04	○
Dab2	5.81	15.81	2.72	5.00E-05	30.18	24.59	0.81	3.61E-02	○
Dapp1	0.37	2.60	6.99	5.00E-05	5.35	3.11	0.58	4.00E-04	○
Ddr2	4.28	8.28	1.93	5.00E-05	11.95	9.84	0.82	4.73E-02	○
Dennd1c	2.42	7.88	3.25	5.00E-05	18.43	9.63	0.52	5.00E-05	
Dhfr	11.48	74.45	6.48	5.00E-05	68.74	46.39	0.67	2.45E-02	○
Dock8	0.86	2.80	3.26	5.00E-05	5.76	3.59	0.62	5.00E-05	○
Dok2	1.08	2.58	2.38	5.00E-05	7.97	3.68	0.46	5.00E-05	○
Edn3	2.59	4.56	1.76	1.70E-03	6.88	5.13	0.75	3.10E-02	○
Efh2	14.36	28.52	1.99	5.00E-05	43.59	35.97	0.83	3.90E-02	
Elf4	1.29	3.09	2.40	5.00E-05	4.97	3.61	0.73	5.55E-03	○
Emp1	17.28	74.09	4.29	5.00E-05	113.44	94.14	0.83	4.19E-02	
Enpp3	3.27	6.48	1.98	5.00E-05	13.75	10.84	0.79	3.04E-02	○
Epsti1	0.73	3.37	4.64	5.00E-05	11.37	4.74	0.42	5.00E-05	○
Ets1	4.57	7.97	1.74	5.00E-05	15.86	11.07	0.70	5.00E-05	○
Eya2	4.71	9.98	2.12	5.00E-05	20.00	15.97	0.80	3.25E-02	
Fam111a	0.41	1.14	2.77	5.00E-05	1.40	0.82	0.59	6.50E-03	
Fam180a	3.22	7.79	2.42	5.00E-05	19.26	14.00	0.73	6.40E-03	
Fap	0.89	3.74	4.20	5.00E-05	6.32	4.54	0.72	1.76E-02	
Fbn2	0.78	1.95	2.50	5.00E-05	2.70	2.13	0.79	3.80E-02	
Fcgr3a	0.86	6.35	7.40	5.00E-05	12.53	7.63	0.61	1.45E-03	
Fcnb	0.63	5.28	8.42	5.00E-05	12.53	2.61	0.21	5.00E-05	
Fcrla	0.22	1.91	8.72	5.00E-05	3.02	1.77	0.59	1.12E-02	○
Fem1c	2.79	5.62	2.02	5.00E-05	5.81	4.55	0.78	1.76E-02	
Fes	1.88	7.02	3.74	5.00E-05	9.36	6.83	0.73	6.55E-03	○
Fgd2	1.62	5.43	3.36	5.00E-05	9.91	6.95	0.70	2.90E-03	
Fgd3	0.76	1.90	2.49	5.00E-05	3.40	2.31	0.68	7.05E-03	
Fgr	0.49	3.76	7.75	5.00E-05	6.27	4.13	0.66	3.10E-03	○
Flnc	3.01	21.84	7.26	5.00E-05	18.43	14.50	0.79	7.20E-03	○
Fndc1	1.82	6.43	3.53	5.00E-05	15.57	11.07	0.71	1.50E-04	
Foxc1	2.13	3.98	1.87	5.00E-05	11.58	7.58	0.65	1.50E-04	
Foxp4	2.92	5.28	1.81	5.00E-05	11.68	9.04	0.77	1.32E-02	
G2e3	1.49	2.40	1.61	1.75E-03	2.21	1.67	0.76	4.98E-02	
Gal	18.80	1041.75	55.43	5.00E-05	892.27	679.73	0.76	7.20E-03	○
Gaintl6	0.15	2.53	16.77	5.00E-05	2.62	1.52	0.58	1.48E-02	
Gbp2	9.22	38.23	4.15	5.00E-05	96.45	52.44	0.54	5.00E-05	○
Gbp5	2.91	8.43	2.90	5.00E-05	20.41	11.85	0.58	5.00E-05	○
Gimap7	0.86	2.14	2.50	1.00E-04	11.11	3.28	0.30	5.00E-05	
Gipc3	2.23	4.52	2.03	5.00E-05	6.18	4.63	0.75	3.02E-02	
Gjb2	3.02	5.64	1.87	5.00E-05	23.96	14.03	0.59	5.00E-05	○
Gmfg	6.31	19.16	3.04	5.00E-05	34.05	22.55	0.66	5.20E-03	○
Gna15	1.26	6.21	4.94	5.00E-05	12.58	8.89	0.71	8.75E-03	○
Gpr171	0.39	2.67	6.84	1.39E-02	6.16	2.03	0.33	3.50E-04	
Gpr31	0.16	1.21	7.74	5.00E-05	3.51	1.46	0.42	4.50E-04	○
Gpr4	1.64	2.68	1.63	1.50E-03	4.60	3.23	0.70	4.02E-02	○
Gpr65	0.31	1.11	3.62	2.15E-03	2.27	1.29	0.57	3.69E-02	○
Gpr84	0.07	1.05	14.19	2.10E-03	1.81	1.01	0.56	1.09E-02	○
Gsdmd	3.96	7.55	1.91	5.00E-05	14.38	11.54	0.80	4.76E-02	○
Gzmb	0.34	10.83	32.15	5.00E-05	11.43	4.62	0.40	5.00E-05	○
Hcls1	1.42	7.16	5.04	5.00E-05	16.56	8.77	0.53	5.00E-05	○

Hcn4	3.79	7.00	1.85	5.00E-05	10.52	7.90	0.75	3.90E-03	
Hcst	0.73	2.39	3.26	1.05E-02	12.87	5.71	0.44	7.00E-04	○
Hk2	1.43	3.62	2.52	5.00E-05	5.83	4.60	0.79	3.80E-02	
Hmgb2	5.55	17.19	3.10	5.00E-05	22.62	17.36	0.77	3.08E-02	
Hr	9.12	24.33	2.67	5.00E-05	26.35	21.83	0.83	3.39E-02	
Htra3	4.55	11.71	2.57	5.00E-05	26.25	21.34	0.81	4.63E-02	
Icam1	3.25	9.88	3.04	5.00E-05	24.19	17.74	0.73	1.60E-03	○
Ifi47	2.56	10.13	3.96	5.00E-05	30.37	12.59	0.41	5.00E-05	
Ifitm1	37.95	62.75	1.65	5.00E-05	158.99	115.76	0.73	8.00E-04	○
Igf2	6.18	10.24	1.66	5.00E-05	30.53	18.15	0.59	5.00E-05	○
Igfbp3	11.45	25.39	2.22	5.00E-05	35.50	29.13	0.82	3.70E-02	○
Igtf	7.19	16.59	2.31	5.00E-05	45.24	25.79	0.57	5.00E-05	○
Ikbke	2.90	5.43	1.87	5.00E-05	12.47	8.18	0.66	5.00E-05	○
Ikzf1	0.52	2.30	4.39	5.00E-05	5.15	2.58	0.50	5.00E-05	
Il10ra	0.91	3.52	3.86	5.00E-05	6.83	4.62	0.68	5.30E-03	○
Il13ra1	3.28	11.84	3.61	5.00E-05	11.18	8.19	0.73	3.50E-03	
Il17ra	8.51	14.10	1.66	5.00E-05	18.37	14.94	0.81	3.28E-02	○
Il1b	0.51	3.25	6.32	5.00E-05	8.73	3.23	0.37	5.00E-05	○
Il1rn	0.28	2.10	7.56	5.00E-05	3.02	1.94	0.64	1.70E-02	○
Il21r	0.43	2.68	6.22	5.00E-05	9.16	3.46	0.38	5.00E-05	○
Il2rb	0.11	2.30	20.63	5.50E-04	9.49	2.15	0.23	5.00E-05	○
Il2rg	2.50	7.39	2.96	5.00E-05	20.98	8.57	0.41	5.00E-05	○
Il4r	4.40	16.92	3.84	5.00E-05	22.78	18.18	0.80	1.87E-02	○
Irf1	5.14	11.00	2.14	5.00E-05	31.86	17.67	0.55	5.00E-05	○
Irf5	2.21	8.64	3.91	5.00E-05	12.50	9.59	0.77	2.19E-02	○
Irf8	1.89	11.16	5.89	5.00E-05	37.83	16.12	0.43	5.00E-05	○
Irgm	2.45	4.51	1.84	5.00E-05	13.48	8.95	0.66	5.00E-04	
Ism1	0.92	2.82	3.07	5.00E-05	12.44	8.33	0.67	1.30E-02	
Itgae	2.26	3.55	1.57	1.50E-04	6.62	5.02	0.76	2.99E-02	○
Itgal	0.30	3.08	10.11	5.00E-05	11.09	3.91	0.35	5.00E-05	○
Itgb2	0.96	6.97	7.24	5.00E-05	14.49	9.15	0.63	5.00E-05	○
Itgb7	0.48	2.14	4.49	5.00E-05	4.79	2.47	0.52	5.00E-05	○
Itgb8	17.79	44.98	2.53	5.00E-05	56.98	43.68	0.77	5.95E-03	○
Itln1	0.19	1.30	6.77	1.00E-04	2.40	1.51	0.63	3.29E-02	○
Jak2	8.34	21.08	2.53	5.00E-05	26.29	21.81	0.83	4.78E-02	○
Kcnj15	0.98	1.90	1.94	5.00E-05	3.13	1.86	0.60	6.50E-04	○
Kcnn4	5.60	10.25	1.83	5.00E-05	13.48	10.34	0.77	2.51E-02	○
Klf6	15.88	33.25	2.09	5.00E-05	36.26	30.26	0.83	4.59E-02	○
Klhl6	0.52	2.04	3.93	5.00E-05	5.38	3.66	0.68	1.36E-02	○
Klra1	0.42	1.85	4.38	5.00E-05	2.97	1.69	0.57	1.35E-03	
Klrk1	0.40	1.86	4.61	5.00E-05	9.51	3.60	0.38	5.00E-05	○
Lag3	0.46	1.01	2.19	5.30E-03	5.28	1.41	0.27	5.00E-05	○
Laptm5	8.38	28.57	3.41	5.00E-05	56.12	34.78	0.62	5.00E-05	○
Lat	0.92	1.69	1.84	8.20E-03	8.74	3.11	0.36	5.00E-05	○
Lat2	1.05	6.08	5.77	5.00E-05	9.19	6.36	0.69	3.88E-02	○
Lce1f	0.54	39.34	72.53	5.00E-05	19.92	12.80	0.64	5.40E-03	
Lck	0.99	1.83	1.86	5.00E-05	10.17	3.17	0.31	5.00E-05	○
Lcp1	45.63	136.58	2.99	5.00E-05	141.95	107.73	0.76	4.80E-03	○
Lcp2	1.68	4.44	2.64	5.00E-05	8.19	5.23	0.64	5.00E-04	○
Lfnq	6.82	17.28	2.53	5.00E-05	26.24	21.10	0.80	3.07E-02	○
Lif	0.30	1.73	5.72	4.00E-04	3.39	1.77	0.52	3.15E-03	○
Lilrb4	1.36	9.32	6.87	5.00E-05	26.93	19.83	0.74	4.40E-03	○
Limd2	20.09	46.08	2.29	5.00E-05	71.05	50.02	0.70	1.53E-02	
LOC100910973	20.47	59.52	2.91	5.00E-05	234.45	104.80	0.45	5.00E-05	
LOC308990	0.37	1.50	4.07	5.00E-05	5.06	2.52	0.50	1.50E-04	
Lox	2.57	7.72	3.01	5.00E-05	14.11	10.62	0.75	7.90E-03	○
Lrrc18	0.72	4.38	6.05	5.00E-05	7.63	3.22	0.42	5.00E-05	
Lst1	0.44	2.54	5.73	3.15E-03	6.99	4.01	0.57	4.01E-02	
Ly6c	1.00	2.36	2.35	2.00E-03	7.85	3.28	0.42	2.00E-04	
Ly86	3.73	9.30	2.49	5.00E-05	18.26	10.51	0.58	2.50E-04	○
Lyc2	0.46	1.55	3.41	5.00E-05	4.54	1.65	0.36	5.00E-05	
Lyn	1.80	6.31	3.51	5.00E-05	10.25	7.83	0.76	1.49E-02	○
Lyz2	77.86	475.73	6.11	5.00E-05	1194.95	626.94	0.52	5.00E-05	
Maff	1.84	7.01	3.82	5.00E-05	10.81	8.36	0.77	4.20E-02	
Map3k8	0.95	2.87	3.02	5.00E-05	4.72	3.32	0.70	2.47E-02	○
Map4k1	2.01	9.25	4.60	5.00E-05	19.46	10.84	0.56	3.35E-03	○
Mapkapk2	13.79	24.03	1.74	5.00E-05	35.40	28.73	0.81	2.41E-02	○
Mdlic	4.40	7.64	1.74	5.00E-05	12.61	8.67	0.69	4.00E-04	
Mefv	1.17	2.82	2.41	5.00E-05	3.53	2.23	0.63	3.50E-03	○
Met	1.00	3.15	3.14	5.00E-05	4.85	3.57	0.74	3.15E-02	○
Mir205	0.08	2.46	28.99	5.00E-05	2.14	1.46	0.68	5.85E-03	
Mir221	0.41	2.01	4.87	4.00E-04	1.58	0.82	0.52	4.10E-02	
Mki67	0.69	3.40	4.89	5.00E-05	3.96	3.11	0.79	2.90E-02	○
Mmd	11.55	65.78	5.69	5.00E-05	60.56	47.69	0.79	7.70E-03	
Mnda	0.54	1.75	3.25	5.00E-05	6.19	2.86	0.46	5.00E-05	
Mob1a	5.77	10.17	1.76	5.00E-05	14.30	11.50	0.80	2.35E-02	
Mpeg1	3.63	21.65	5.97	5.00E-05	47.55	35.41	0.74	1.40E-03	○
Ms4a7	0.43	1.44	3.36	5.00E-05	4.48	2.31	0.51	9.00E-04	○
Msln	0.44	3.08	6.96	4.39E-02	8.62	4.48	0.52	5.00E-05	
Mycl	1.31	2.82	2.15	5.00E-05	6.01	3.72	0.62	6.80E-03	
Myo1f	1.10	4.83	4.38	5.00E-05	10.23	6.69	0.65	1.50E-04	○
Myrf	3.13	6.54	2.09	5.00E-05	7.29	5.46	0.75	5.45E-03	○
Napsa	0.84	8.39	10.03	5.00E-05	15.10	8.54	0.57	1.00E-04	

Ncf1	3.78	11.55	3.05	5.00E-05	35.61	16.14	0.45	5.00E-05	○
Ncf2	0.80	2.93	3.64	5.00E-05	5.36	2.50	0.47	2.50E-04	
Ncf4	1.20	5.32	4.43	5.00E-05	9.11	5.22	0.57	6.50E-04	○
Nck2	4.86	12.50	2.57	5.00E-05	13.69	10.80	0.79	2.95E-02	○
Nckap1l	2.29	6.07	2.65	5.00E-05	14.13	7.70	0.54	5.00E-05	○
Neur13	0.46	2.79	6.09	5.00E-05	7.08	3.65	0.52	5.00E-05	
Nfil3	2.35	16.35	6.97	5.00E-05	16.02	11.05	0.69	1.50E-03	○
Nfkb2	4.47	9.80	2.19	5.00E-05	20.13	14.56	0.72	3.30E-03	○
Nfkbia	13.82	23.83	1.72	5.00E-05	49.35	34.13	0.69	1.00E-04	○
Nfkbiz	1.51	4.57	3.03	5.00E-05	7.81	5.48	0.70	2.17E-02	○
Nlrc4	0.21	1.11	5.34	5.00E-05	1.79	1.14	0.64	1.08E-02	○
Nlrp1a	0.48	1.24	2.60	5.00E-05	2.36	1.69	0.72	1.53E-02	○
Nlrp3	0.30	1.91	6.48	5.00E-05	3.89	2.60	0.67	3.95E-03	○
Npas2	0.47	1.28	2.71	5.00E-05	3.26	1.81	0.55	1.50E-04	
Ocln	0.79	1.71	2.16	5.00E-05	4.47	3.11	0.69	7.05E-03	○
Osr1	1.36	2.28	1.67	1.95E-03	9.23	6.57	0.71	1.46E-02	
P2ry13	0.37	1.28	3.48	4.30E-02	2.89	1.66	0.57	1.60E-03	○
Parp14	1.91	3.02	1.58	5.00E-05	6.52	5.09	0.78	1.95E-02	
Parp9	4.90	11.37	2.32	5.00E-05	20.83	16.64	0.80	4.71E-02	○
Parvg	0.86	3.62	4.21	5.00E-05	7.84	4.71	0.60	2.00E-04	
Pdcd2	15.93	37.07	2.33	5.00E-05	32.87	25.10	0.76	1.46E-02	
Pde7a	2.71	4.31	1.59	5.00E-05	5.04	3.50	0.69	6.65E-03	○
Pdgfra	4.65	9.11	1.96	5.00E-05	20.17	15.68	0.78	6.55E-03	○
Pi15	1.19	3.49	2.93	5.00E-05	7.99	5.29	0.66	1.18E-02	
Pik3ap1	0.56	1.55	2.78	5.00E-05	3.64	2.09	0.57	3.00E-04	○
Pik3r5	0.29	1.76	6.03	5.00E-05	3.40	2.19	0.64	2.55E-03	○
Pim1	3.22	10.75	3.33	5.00E-05	13.17	8.85	0.67	8.55E-03	○
Pla2g4a	0.47	1.72	3.67	5.00E-05	3.89	2.52	0.65	5.95E-03	○
Plac8	6.04	20.74	3.43	5.00E-05	90.17	46.77	0.52	5.00E-05	○
Plat	57.48	99.90	1.74	5.00E-05	131.83	109.29	0.83	4.24E-02	○
Pld4	4.48	24.60	5.49	5.00E-05	38.15	31.33	0.82	4.16E-02	○
Plek	1.72	8.98	5.23	5.00E-05	16.80	10.08	0.60	5.00E-05	○
Postn	2.69	14.04	5.23	5.00E-05	28.45	13.84	0.49	5.00E-05	○
Pou2f2	0.22	1.13	5.02	5.00E-05	2.49	1.68	0.68	2.18E-02	○
Prr5l	0.73	1.62	2.22	5.00E-05	2.99	1.82	0.61	6.50E-03	
Prss12	22.13	46.51	2.10	5.00E-05	50.72	21.45	0.42	5.00E-05	
Psd4	0.41	2.21	5.35	5.00E-05	4.61	2.66	0.58	5.00E-05	
Psmb9	5.75	15.65	2.72	5.00E-05	57.88	23.62	0.41	5.00E-05	○
Psme1	41.09	75.67	1.84	5.00E-05	142.14	113.18	0.80	1.60E-02	○
Pstpip1	1.84	4.62	2.51	5.00E-05	7.85	4.77	0.61	1.00E-03	○
Platfr	2.11	5.38	2.55	5.00E-05	9.89	7.07	0.72	3.40E-03	○
Ptgs1	2.99	4.93	1.65	5.00E-05	8.36	6.10	0.73	1.12E-02	○
Pthlh	0.37	3.77	10.23	1.50E-04	4.66	2.82	0.60	2.60E-02	○
Ptpn18	2.14	5.26	2.46	5.00E-05	12.76	7.39	0.58	1.50E-04	
Ptpn5	6.00	52.72	8.78	5.00E-05	50.73	41.89	0.83	3.78E-02	
Ptpn6	2.43	9.61	3.96	5.00E-05	22.68	13.85	0.61	5.00E-05	○
Ptpn7	0.28	2.11	7.62	5.00E-05	4.75	2.37	0.50	3.00E-04	○
Ptprc	0.96	5.85	6.12	5.00E-05	17.19	7.04	0.41	5.00E-05	○
Ptprcap	0.53	3.60	6.74	5.00E-05	23.84	5.81	0.24	5.00E-05	
Ptpro	5.38	20.02	3.72	5.00E-05	20.31	14.98	0.74	2.10E-03	○
Pycard	3.46	17.40	5.02	5.00E-05	31.74	20.72	0.65	1.95E-03	○
Rac2	2.35	16.87	7.18	5.00E-05	45.81	19.49	0.43	5.00E-05	○
Rassf2	3.31	6.30	1.90	5.00E-05	12.40	9.86	0.80	2.29E-02	
Rftn1	1.65	2.61	1.59	1.55E-03	6.22	3.92	0.63	8.00E-04	○
RGD1309808	0.62	1.51	2.44	3.70E-03	10.53	3.28	0.31	5.00E-05	
Rgs1	0.73	4.45	6.10	5.00E-05	11.78	6.03	0.51	5.00E-05	○
Rhoh	0.31	1.16	3.76	2.00E-04	8.44	5.65	0.67	1.42E-02	○
Rin3	3.35	6.00	1.79	5.00E-05	9.08	7.10	0.78	2.93E-02	○
Ripk3	0.99	5.21	5.25	5.00E-05	11.48	8.68	0.76	3.13E-02	○
RT1-Ba	24.06	257.72	10.71	5.00E-05	524.30	231.02	0.44	5.00E-05	
RT1-Bb	18.24	221.39	12.14	5.00E-05	510.76	204.69	0.40	5.00E-05	
RT1-CE10	10.24	21.71	2.12	5.00E-05	44.44	29.31	0.66	2.85E-03	
RT1-Da	28.68	341.17	11.89	5.00E-05	633.98	297.60	0.47	5.00E-05	
RT1-DOa	0.65	9.14	14.12	5.00E-05	18.46	7.08	0.38	5.00E-05	
RT1-DOb	1.01	9.34	9.26	5.00E-05	14.44	6.09	0.42	5.00E-05	
Samsn1	0.23	1.77	7.61	5.50E-04	4.85	2.43	0.50	5.20E-03	○
Sash3	0.57	3.29	5.76	5.00E-05	7.77	3.96	0.51	5.00E-05	○
Sdc1	2.35	34.29	14.61	5.00E-05	36.42	30.33	0.83	4.88E-02	○
Sdf2l1	10.65	17.45	1.64	5.00E-05	29.04	20.52	0.71	3.50E-03	
Sectm1a	0.11	1.08	9.84	4.00E-04	3.53	1.59	0.45	2.00E-04	
Sectm1b	0.25	1.33	5.39	5.00E-04	4.10	2.63	0.64	4.20E-02	
Selp1g	1.61	10.18	6.32	5.00E-05	22.65	13.52	0.60	5.00E-05	○
Sema4a	2.96	9.11	3.07	5.00E-05	18.57	11.35	0.61	5.00E-05	○
Serp1	20.55	30.87	1.50	5.00E-05	38.38	29.56	0.77	1.63E-02	
Serpinb6b	0.51	1.95	3.83	5.00E-05	5.79	1.62	0.28	5.00E-05	
Serpine1	1.73	8.72	5.05	5.00E-05	11.03	8.50	0.77	2.00E-02	○
Sh3bp1	1.82	4.97	2.74	5.00E-05	11.98	7.53	0.63	5.00E-05	
Shisa3	5.15	11.30	2.20	5.00E-05	25.11	18.48	0.74	6.15E-03	
Skap2	6.36	19.97	3.14	5.00E-05	28.01	21.12	0.75	7.85E-03	
Sla	0.45	3.08	6.89	5.00E-05	7.02	3.77	0.54	5.00E-05	○
Slamf7	0.39	1.58	4.07	5.00E-05	5.08	2.16	0.42	5.00E-05	○
Slamf8	0.58	2.24	3.87	5.00E-05	6.03	3.30	0.55	3.50E-04	○
Slc11a1	0.70	2.31	3.30	5.00E-05	7.14	3.81	0.53	5.00E-05	○

Slc13a4	6.32	10.47	1.66	5.00E-05	28.65	20.96	0.73	1.50E-03	
Slc14a1	2.26	5.47	2.42	5.00E-05	7.73	2.57	0.33	5.00E-05	
Slc1a1	2.70	5.83	2.16	5.00E-05	6.32	4.70	0.74	4.42E-02	○
Slc1a5	1.43	5.60	3.91	5.00E-05	10.03	7.57	0.75	1.85E-02	○
Slc30a3	0.23	2.00	8.57	5.00E-05	2.32	0.83	0.36	5.00E-05	
Slc38a3	0.67	1.02	1.51	2.83E-02	3.21	2.08	0.65	1.80E-02	
Slc47a1	1.06	2.75	2.58	5.00E-05	8.39	5.79	0.69	4.15E-03	
Slc6a1	2.33	4.07	1.75	5.00E-05	8.32	6.37	0.77	2.54E-02	○
Slnr2	4.13	18.50	4.49	5.00E-05	34.77	23.00	0.66	5.00E-05	○
Smco4	2.08	4.77	2.29	5.00E-05	10.44	7.10	0.68	2.24E-02	
Smoc2	9.65	28.62	2.96	5.00E-05	69.54	49.70	0.71	2.50E-04	
Snx20	1.53	7.04	4.61	5.00E-05	11.29	7.07	0.63	2.35E-03	
Sp140	3.55	8.86	2.50	5.00E-05	16.89	13.41	0.79	2.64E-02	
Spi1	2.02	11.21	5.54	5.00E-05	22.57	15.54	0.69	1.50E-03	○
Spint2	18.54	32.09	1.73	5.00E-05	48.35	36.57	0.76	5.70E-03	○
Spn	0.28	1.29	4.60	5.00E-05	4.29	1.58	0.37	5.00E-05	○
Spns3	0.11	1.26	11.47	1.15E-03	1.89	0.64	0.34	1.00E-04	
Sprr1a	0.67	47.37	70.29	5.00E-05	56.84	41.24	0.73	1.78E-02	○
Spry1	4.54	7.00	1.54	5.00E-05	13.48	10.54	0.78	2.37E-02	
Srgn	5.22	8.70	1.67	5.00E-05	18.96	11.63	0.61	2.50E-04	○
Sstr3	0.17	2.53	15.32	5.00E-05	3.55	1.06	0.30	5.00E-05	
St3gal1	4.29	6.81	1.59	5.00E-05	9.76	7.90	0.81	3.07E-02	
St3gal6	0.62	20.98	33.95	5.00E-05	21.10	16.08	0.76	4.04E-02	○
Stat4	0.28	2.81	10.14	5.00E-05	3.32	1.81	0.55	2.45E-03	○
Stk17b	1.59	3.71	2.34	5.00E-05	7.78	4.69	0.60	3.00E-04	○
Stra6	1.96	8.33	4.25	5.00E-05	27.86	16.61	0.60	5.00E-05	○
Sulf2	14.41	22.24	1.54	5.00E-05	49.13	40.80	0.83	4.28E-02	
Susd3	1.17	2.12	1.81	3.15E-03	3.43	2.29	0.67	4.23E-02	
Syk	0.69	2.78	4.02	5.00E-05	6.57	4.31	0.66	4.50E-04	○
Tagap	0.47	1.26	2.69	5.00E-05	4.41	2.30	0.52	5.00E-05	○
Tapbpl	10.51	15.90	1.51	5.00E-05	27.51	19.32	0.70	6.00E-04	
Tbc1d10c	0.60	2.20	3.65	5.00E-05	8.84	2.83	0.32	5.00E-05	○
Tbxas1	0.98	4.84	4.92	5.00E-05	9.76	7.29	0.75	3.41E-02	○
Tec	4.02	7.61	1.89	5.00E-05	17.64	13.72	0.78	1.62E-02	○
Tes	20.54	33.42	1.63	5.00E-05	36.64	29.59	0.81	2.09E-02	
Tgfb1	3.26	7.48	2.29	5.00E-05	9.35	7.57	0.81	3.15E-02	○
Tgm2	8.67	14.34	1.65	5.00E-05	32.62	21.60	0.66	5.00E-05	○
Thbd	6.54	31.66	4.84	5.00E-05	36.07	29.11	0.81	1.77E-02	○
Tlr2	0.69	1.88	2.73	5.00E-05	4.17	2.85	0.68	1.54E-02	○
Tmc8	0.99	1.53	1.53	2.32E-02	3.29	1.68	0.51	1.05E-03	
Tmem123	5.36	12.03	2.24	5.00E-05	20.00	13.40	0.67	5.50E-04	
Tnfaip2	1.48	4.35	2.93	5.00E-05	6.80	5.17	0.76	2.31E-02	
Tnfaip8	1.82	5.37	2.95	5.00E-05	9.96	6.76	0.68	4.15E-03	○
Tnfrsf14	0.27	2.18	7.95	5.00E-05	19.33	2.53	0.13	5.00E-05	○
Tnfrsf1b	1.01	2.95	2.93	5.00E-05	7.61	5.12	0.67	1.20E-03	○
Traf1	0.95	1.90	2.00	1.50E-04	6.78	3.28	0.48	5.00E-05	○
Traf3ip3	0.34	1.56	4.55	1.94E-02	6.19	2.31	0.37	1.00E-04	
Trim5	5.73	11.11	1.94	5.00E-05	19.46	14.80	0.76	9.90E-03	○
Tspan13	82.49	176.98	2.15	5.00E-05	162.23	134.71	0.83	4.19E-02	
Ttc7a	2.66	6.69	2.51	5.00E-05	11.20	9.07	0.81	4.46E-02	
Tyrbp	10.98	63.84	5.81	5.00E-05	112.64	87.17	0.77	1.47E-02	○
Ubd	1.02	2.10	2.06	8.40E-03	94.42	4.19	0.04	5.00E-05	○
Unc93b1	8.81	18.56	2.11	5.00E-05	32.86	25.20	0.77	6.45E-03	○
Vav1	0.69	3.22	4.70	5.00E-05	6.79	3.92	0.58	1.00E-04	○
Vcan	0.88	3.45	3.92	5.00E-05	3.09	2.21	0.71	1.01E-02	○
Was	1.20	4.55	3.79	5.00E-05	10.05	6.30	0.63	1.45E-03	○
Xcl1	0.57	19.75	34.85	5.00E-05	6.81	3.23	0.47	2.76E-02	○
Xirp2	0.29	1.21	4.22	5.00E-05	1.96	1.09	0.56	4.25E-03	
Zbp1	0.36	1.69	4.72	1.95E-02	5.49	3.23	0.59	2.30E-03	○
Zc3h12a	1.98	4.03	2.04	5.00E-05	7.36	5.69	0.77	4.48E-02	○
Zc3h12d	0.27	1.11	4.19	5.00E-05	3.33	1.11	0.33	5.00E-05	○
Zdhhc21	10.58	30.40	2.87	5.00E-05	30.98	23.09	0.75	8.50E-04	
Zic2	1.95	3.93	2.02	5.00E-05	13.64	10.56	0.77	2.02E-02	

Supplementary Table 5. List of 164 genes downregulated by SNL and upregulated by Neat1 knockdown (downregulated through Neat1).

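The columns are those of Supplementary Table 4. Of 164 rows, matched in the same way, 163 have the 4 FPKM values of a row pair that shares a symbol in the authors' tables. The listed median fold change was 0.340 after SNL and 1.44 in the group labelled Neat1 shRNA.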

Gene	FPKM		Fold change	p_value	FPKM		Fold change	p_value
	CNT	SNL			SNL+Control	SNL+Neat1 shRNA		
Aass	1.20	0.78	0.65	8.55E-03	0.54	0.91	1.69	1.44E-02
Abhd3	18.38	12.06	0.66	5.00E-05	10.57	13.33	1.26	4.93E-02
Abhd8	53.44	27.33	0.51	5.00E-05	21.23	27.18	1.28	1.40E-02
Ache	171.48	31.39	0.18	5.00E-05	41.37	61.03	1.48	2.00E-04
Acsbg1	47.27	25.40	0.54	5.00E-05	21.19	26.20	1.24	2.71E-02
Actg2	2.18	0.92	0.42	5.00E-05	2.30	4.92	2.14	3.00E-04
Adam11	73.49	21.20	0.29	5.00E-05	18.95	25.56	1.35	1.05E-03
Adap1	77.79	44.88	0.58	5.00E-05	37.60	45.00	1.20	4.79E-02
Ass1	52.99	3.22	0.06	5.00E-05	3.00	4.83	1.61	9.45E-03
Atp2b3	21.73	2.81	0.13	5.00E-05	2.54	3.67	1.45	2.05E-03
Atp6v1a	79.69	38.34	0.48	5.00E-05	29.46	35.86	1.22	3.00E-02
B3galt5	3.36	1.54	0.46	5.00E-05	0.98	1.48	1.51	1.38E-02
B3gat2	7.96	0.53	0.07	5.00E-05	0.49	0.97	1.99	1.04E-02
Bend6	73.20	33.69	0.46	5.00E-05	25.97	33.21	1.28	3.15E-02
Bex1	61.87	16.36	0.26	5.00E-05	18.56	24.62	1.33	3.44E-02
C1qtnf4	5.11	0.91	0.18	5.00E-05	0.41	0.77	1.87	4.32E-02
Cabp1	159.40	86.66	0.54	5.00E-05	55.56	69.03	1.24	2.79E-02
Camk2a	30.35	6.59	0.22	5.00E-05	4.67	7.17	1.54	4.50E-04
Camk2g	107.21	52.80	0.49	5.00E-05	50.39	61.94	1.23	3.32E-02
Cdh15	34.00	18.47	0.54	5.00E-05	13.23	17.78	1.34	4.20E-03
Cdh3	8.43	0.11	0.01	5.00E-05	0.32	0.66	2.04	5.00E-03
Chchd10	254.22	106.69	0.42	5.00E-05	74.48	95.07	1.28	1.85E-02
Chga	85.54	18.33	0.21	5.00E-05	10.88	18.59	1.71	5.00E-05
Chgb	116.54	51.48	0.44	5.00E-05	41.27	50.03	1.21	3.40E-02
Chrna6	36.02	1.12	0.03	5.00E-05	0.84	2.14	2.54	5.00E-05
Clcn4	28.21	10.61	0.38	5.00E-05	7.32	9.21	1.26	2.65E-02
Cntnap4	3.56	0.39	0.11	5.00E-05	0.34	0.64	1.89	4.05E-03
Col2a1	14.97	7.44	0.50	5.00E-05	3.46	6.64	1.92	2.90E-03
Cplx2	47.22	27.33	0.58	5.00E-05	31.55	37.89	1.20	4.52E-02
Diras2	17.06	4.83	0.28	5.00E-05	3.32	5.05	1.52	1.15E-02
Dlgap3	21.56	3.70	0.17	5.00E-05	3.25	5.21	1.60	5.50E-04
Dmgdh	3.36	0.50	0.15	5.00E-05	0.30	0.81	2.75	3.50E-04
Dnm3	70.28	21.49	0.31	5.00E-05	17.46	22.03	1.26	2.44E-02
Dpf3	1.60	1.00	0.62	4.14E-02	0.72	1.28	1.77	2.64E-02
Dpp6	93.94	14.33	0.15	5.00E-05	11.64	14.77	1.27	1.75E-02
Dusp15	45.40	25.53	0.56	5.00E-05	17.81	23.37	1.31	4.30E-03
Ephb1	5.17	2.45	0.47	5.00E-05	1.87	2.77	1.48	1.51E-02
Ephx1	29.06	18.01	0.62	5.00E-05	24.06	29.66	1.23	3.67E-02
Fads6	21.54	3.89	0.18	5.00E-05	2.49	3.53	1.42	2.75E-02
Faim2	84.86	11.82	0.14	5.00E-05	4.32	8.18	1.89	1.00E-04
Fbln5	54.15	31.42	0.58	5.00E-05	26.77	34.52	1.29	7.55E-03
Flrt1	1.71	0.21	0.12	5.00E-05	0.16	0.47	3.00	1.13E-02
Fn3k	4.24	1.78	0.42	5.00E-05	1.69	3.02	1.78	2.80E-02
Frmd3	13.55	6.22	0.46	5.00E-05	4.60	7.18	1.56	8.50E-04
Gabra1	13.89	1.30	0.09	5.00E-05	0.60	1.03	1.74	7.90E-03
Gabrg2	50.42	6.57	0.13	5.00E-05	3.44	5.39	1.57	1.25E-02
Galnt5	9.73	0.58	0.06	5.00E-05	0.52	0.88	1.69	1.60E-02
Gfra4	1.29	0.74	0.57	8.60E-03	0.70	1.12	1.61	4.34E-02
Gnai1	37.09	23.05	0.62	5.00E-05	20.10	25.80	1.28	1.40E-02
Gng7	7.97	3.87	0.49	5.00E-05	2.11	2.98	1.41	3.29E-02
Gpr27	3.90	2.14	0.55	5.00E-05	1.97	2.89	1.47	2.47E-02
Gramd1b	55.05	34.56	0.63	5.00E-05	31.33	39.63	1.26	2.07E-02
Grem2	16.45	1.72	0.10	5.00E-05	1.41	2.59	1.84	6.50E-04
Grin1	32.35	10.78	0.33	5.00E-05	9.54	11.72	1.23	4.29E-02
Gsta1	34.14	22.06	0.65	5.00E-05	24.65	33.97	1.38	3.05E-03
Gstm7	62.28	19.33	0.31	5.00E-05	15.20	20.10	1.32	2.32E-02
Hhatl	26.36	4.60	0.17	5.00E-05	2.55	3.68	1.44	4.33E-02
Htr3a	66.67	0.52	0.01	5.00E-05	0.20	0.89	4.37	1.50E-04
Htr3b	68.49	0.61	0.01	5.00E-05	0.15	0.60	4.06	3.50E-04
Htr4	5.46	2.60	0.48	5.00E-05	2.28	3.16	1.39	2.90E-02
Igfbp2	34.01	15.11	0.44	5.00E-05	53.44	69.49	1.30	1.78E-02
Il31ra	13.81	0.31	0.02	5.00E-05	0.38	1.42	3.77	5.00E-05
Inpp5j	14.68	5.25	0.36	5.00E-05	3.41	4.52	1.33	4.38E-02
Iqsec3	7.87	4.83	0.61	5.00E-05	3.78	4.99	1.32	9.30E-03
Kank4	19.18	11.90	0.62	5.00E-05	12.51	15.31	1.22	3.91E-02

Kazn	18.31	9.42	0.51	5.00E-05	7.67	9.60	1.25	3.52E-02
Kbtbd11	11.35	6.61	0.58	5.00E-05	4.98	7.17	1.44	7.00E-04
Kcna2	61.93	12.68	0.20	5.00E-05	9.50	14.30	1.50	5.00E-05
Kcnab2	231.44	60.22	0.26	5.00E-05	41.24	52.52	1.27	1.51E-02
Kcnc3	26.81	3.41	0.13	5.00E-05	2.29	3.03	1.32	4.00E-02
Kcnh2	42.47	17.94	0.42	5.00E-05	12.11	15.31	1.26	1.92E-02
Kcnh6	9.84	0.99	0.10	5.00E-05	0.91	1.67	1.83	1.55E-03
Kcnk1	26.39	11.07	0.42	5.00E-05	7.52	10.52	1.40	5.40E-03
Lamp5	18.96	0.73	0.04	5.00E-05	1.27	2.37	1.87	1.35E-03
Lcn2	5.75	3.01	0.52	1.50E-04	1.08	1.96	1.81	2.90E-02
Lgi3	108.43	20.98	0.19	5.00E-05	11.63	18.05	1.55	5.00E-05
Lix1	5.38	0.40	0.08	5.00E-05	0.24	0.66	2.79	6.95E-03
LOC691995	27.39	9.58	0.35	5.00E-05	8.98	12.47	1.39	1.31E-02
Map7	26.96	10.64	0.39	5.00E-05	6.94	9.04	1.30	1.39E-02
Mccc2	10.14	6.18	0.61	5.00E-05	7.01	9.13	1.30	3.92E-02
Mgll	80.31	38.24	0.48	5.00E-05	25.65	33.61	1.31	6.25E-03
Mrap	26.31	14.79	0.56	5.00E-05	11.30	15.28	1.35	4.88E-02
Mrgprb5	0.85	0.52	0.61	2.68E-01	0.04	0.40	10.69	1.00E+00
Mst1r	3.38	0.96	0.29	5.00E-05	0.84	1.37	1.62	4.25E-03
Mt3	710.51	68.74	0.10	5.00E-05	40.66	80.99	1.99	5.00E-05
Nat8l	144.24	31.91	0.22	5.00E-05	18.33	26.86	1.47	1.00E-04
Ncald	56.64	27.18	0.48	5.00E-05	19.85	26.34	1.33	2.95E-03
Necab3	75.96	23.65	0.31	5.00E-05	13.79	17.62	1.28	3.50E-02
Nmb	92.44	3.09	0.03	5.00E-05	2.54	4.47	1.76	1.51E-02
Nppb	3.11	0.18	0.06	4.90E-03	0.33	1.09	3.30	2.34E-02
Nptx1	60.75	1.73	0.03	5.00E-05	1.51	3.06	2.03	5.00E-05
Nrap	12.90	6.50	0.50	5.00E-05	5.43	7.39	1.36	1.93E-02
Nrn1	221.01	8.24	0.04	5.00E-05	8.17	12.59	1.54	5.30E-03
Olfr1	168.30	80.56	0.48	5.00E-05	63.16	78.44	1.24	3.74E-02
Pacsin1	74.74	13.35	0.18	5.00E-05	11.21	14.74	1.31	1.41E-02
Panx2	47.00	14.69	0.31	5.00E-05	8.41	15.18	1.81	5.00E-05
Parm1	127.30	13.08	0.10	5.00E-05	9.15	14.33	1.57	9.00E-04
Pcmt1	104.47	58.78	0.56	5.00E-05	37.68	48.23	1.28	9.15E-03
Pcp4l1	19.97	3.93	0.20	5.00E-05	3.28	5.19	1.58	6.95E-03
Pde4c	5.81	2.26	0.39	5.00E-05	2.15	3.06	1.42	3.15E-02
Pdlim3	1.54	0.54	0.35	1.50E-04	0.32	1.10	3.41	5.50E-04
Pdpx	19.44	10.73	0.55	5.00E-05	9.82	12.55	1.28	3.51E-02
Peg3	61.20	32.49	0.53	5.00E-05	29.11	35.17	1.21	3.71E-02
Pgf	6.28	2.92	0.46	5.00E-05	2.60	3.94	1.52	2.49E-02
Phgdh	56.80	37.24	0.66	5.00E-05	32.15	40.75	1.27	1.53E-02
Pianp	17.87	3.22	0.18	5.00E-05	3.40	4.85	1.43	2.25E-02
Pkp2	1.10	0.71	0.65	2.44E-02	0.41	0.86	2.09	4.45E-03
Pla2g3	14.06	3.62	0.26	5.00E-05	2.45	4.12	1.68	2.00E-03
Plekhd1	53.04	6.62	0.12	5.00E-05	5.58	8.05	1.44	1.95E-03
Plxna3	13.33	8.31	0.62	5.00E-05	6.01	7.97	1.33	4.60E-03
Pmp2	182.24	86.92	0.48	5.00E-05	30.34	54.66	1.80	5.00E-05
Rab9b	24.49	8.14	0.33	5.00E-05	3.68	7.11	1.93	5.00E-05
Rgs4	377.31	17.24	0.05	5.00E-05	22.55	32.96	1.46	5.00E-05
Rims3	33.18	17.47	0.53	5.00E-05	14.45	17.99	1.25	2.55E-02
Rnf112	37.39	2.76	0.07	5.00E-05	1.67	3.42	2.04	5.00E-05
Rph3a	137.83	31.88	0.23	5.00E-05	19.98	29.93	1.50	5.00E-05
Rtn4rl1	39.25	7.91	0.20	5.00E-05	5.78	7.37	1.27	4.04E-02
Rtn4rl2	18.77	4.64	0.25	5.00E-05	2.92	4.17	1.43	4.71E-02
Ryr2	7.07	2.91	0.41	5.00E-05	1.43	2.44	1.71	5.00E-05
Samd14	65.80	33.48	0.51	5.00E-05	27.00	36.62	1.36	3.75E-03
Scg2	163.07	7.61	0.05	5.00E-05	9.10	17.71	1.95	5.00E-05
Scn11a	73.02	1.06	0.01	5.00E-05	2.19	4.30	1.97	5.00E-05
Scn1a	12.24	2.49	0.20	5.00E-05	1.06	1.97	1.87	5.00E-05
Scn4b	164.24	84.87	0.52	5.00E-05	54.32	67.83	1.25	1.81E-02
Scn8a	32.40	8.17	0.25	5.00E-05	5.01	7.01	1.40	4.00E-04
Scrg1	11.03	2.50	0.23	5.00E-05	0.88	1.94	2.21	3.32E-02
Sema6b	3.59	2.00	0.56	5.00E-05	1.83	2.68	1.46	1.33E-02
Sfrp5	180.37	104.42	0.58	5.00E-05	69.30	89.81	1.30	3.50E-03
Sgsm1	18.37	8.68	0.47	5.00E-05	7.21	9.19	1.27	1.77E-02
Sh3gl2	60.26	17.73	0.29	5.00E-05	13.65	17.97	1.32	2.07E-02
Slc22a17	128.60	73.04	0.57	5.00E-05	67.37	83.67	1.24	1.68E-02
Slit1	27.70	13.02	0.47	5.00E-05	9.69	12.32	1.27	1.08E-02
Smad9	16.58	1.63	0.10	5.00E-05	0.96	1.83	1.91	7.50E-04
Sparcl1	107.61	71.07	0.66	5.00E-05	90.63	122.39	1.35	1.95E-03
Spire2	46.81	18.16	0.39	5.00E-05	12.36	17.35	1.40	1.35E-03

Sst	159.65	0.59	0.00	5.00E-05	0.93	1.99	2.15	1.71E-02
Susd4	83.94	21.07	0.25	5.00E-05	14.22	18.46	1.30	8.75E-03
Sv2c	143.99	67.25	0.47	5.00E-05	38.59	58.27	1.51	5.00E-05
Svip	79.11	43.27	0.55	5.00E-05	31.78	44.15	1.39	2.40E-03
Syt5	26.02	13.07	0.50	5.00E-05	12.54	17.38	1.39	5.40E-03
Syt6	11.22	1.22	0.11	5.00E-05	1.35	2.09	1.54	2.49E-02
Syt9	33.68	2.75	0.08	5.00E-05	2.68	4.22	1.57	4.70E-03
Tac1	248.18	46.82	0.19	5.00E-05	30.18	43.57	1.44	1.10E-03
Thsd7a	12.32	5.68	0.46	5.00E-05	5.29	6.62	1.25	4.05E-02
Tll1	4.14	0.92	0.22	5.00E-05	0.83	1.38	1.66	4.30E-03
Tmem151b	14.37	0.40	0.03	5.00E-05	0.68	1.15	1.69	1.42E-02
Tmem179	65.68	41.88	0.64	5.00E-05	32.68	39.45	1.21	4.27E-02
Tmem229a	15.12	9.20	0.61	5.00E-05	7.57	10.58	1.40	1.10E-03
Tmem25	25.34	4.35	0.17	5.00E-05	3.69	5.05	1.37	3.33E-02
Tmem255a	38.08	1.58	0.04	5.00E-05	0.82	1.42	1.73	9.10E-03
Tmem45b	12.77	2.26	0.18	5.00E-05	2.33	3.31	1.42	2.09E-02
Tomm34	43.35	24.16	0.56	5.00E-05	20.24	25.64	1.27	2.21E-02
Tox2	20.61	3.24	0.16	5.00E-05	2.42	3.61	1.50	2.00E-02
Trpa1	24.72	2.72	0.11	5.00E-05	0.31	0.50	1.60	5.64E-01
Trpm8	27.84	6.22	0.22	5.00E-05	5.28	6.68	1.27	4.18E-02
Tspsyl4	88.09	28.33	0.32	5.00E-05	21.30	26.58	1.25	2.42E-02
Tst	20.41	9.50	0.47	5.00E-05	7.55	11.00	1.46	1.44E-02
Typr1	117.79	27.18	0.23	5.00E-05	14.28	17.99	1.26	2.65E-02
Unc5a	2.47	1.15	0.46	5.00E-05	0.78	1.39	1.78	5.55E-03
Vsnl1	104.88	7.30	0.07	5.00E-05	3.82	7.15	1.87	1.50E-04
Vwa5b2	22.54	5.67	0.25	5.00E-05	4.16	6.00	1.44	9.05E-03
Wnk2	9.90	5.46	0.55	5.00E-05	3.78	4.87	1.29	1.90E-02
Zdhhc19	2.71	1.03	0.38	5.00E-05	0.64	1.04	1.61	4.01E-02
Zfp483	2.58	1.53	0.59	2.50E-04	1.61	2.38	1.48	3.91E-02

Supplementary Table 6. List of Neat1-interacting genes predicted by RIBlast.

A calculated interaction energy (kcal/mol) of Neat1 to each gene was shown.

Genes associated with the inflammatory response predicted by IPA were also indicated.

Genes upregulated through Neat1			Genes downregulated through Neat1	
106 genes			76 genes	
Gene	Energy (kcal/mol)	Inflammatory response	Gene	Energy (kcal/mol)
Cd244	-30863.78	○	Kcnc3	-45638.47
Xcl1	-27340.97	○	Wnk2	-27262.29
Igf2	-25413.91	○	Flrt1	-27142.25
Mir205	-24834.49		Tmem229a	-26795.66
Shisa3	-23696.83		Tmem151b	-26785.69
Sstr3	-23516.89		Htr4	-26450.89
Adgrg5	-23045.38		Iqsec3	-26355.68
Xirp2	-20184.18		Kcna2	-25396.71
Ptgs1	-20113.15	○	Sgsm1	-25112.06
Hcn4	-19574.81		Faim2	-23154.06
St3gal6	-19124.26	○	Camk2a	-22773.65
Apobr	-19004.25		Scn8a	-21953.17
Arhgap4	-18711.61		Scn4b	-21827.83
Myrf	-18623.02	○	Nptx1	-21769.37
Foxp4	-18313.93		Cplx2	-21373.58
Hr	-17903.60		Ryr2	-20587.77
Elf4	-17340.30	○	Il31ra	-19184.03
Flnc	-16926.61	○	Frmd3	-18882.80
Prss12	-16579.00		Pianp	-17809.37
Vcan	-16284.28	○	Sv2c	-17574.16
Mki67	-16043.78	○	Slit1	-17402.07
St3gal1	-15669.07		Nat8l	-16921.34
Akna	-15660.33	○	Cntnap4	-16582.14
Psd4	-15656.19		Gramd1b	-16559.58
Ddr2	-14738.15	○	Thsd7a	-16507.67
Gipc3	-14639.83		Map7	-16159.69
Fbn2	-14428.21		Rims3	-15949.03
Fndc1	-14176.44		Atp2b3	-15253.43
Pou2f2	-13704.68	○	Dpf3	-15220.55
Lif	-13693.24	○	Galnt5	-14725.03
Parvg	-13678.66		Plxna3	-14290.80
Selp1g	-13602.86	○	Peg3	-14257.94
Mir146b	-13340.66		Pacsin1	-13455.00
Sp140	-13287.13		Parm1	-13267.28
Csf2rb	-12929.47	○	Ephb1	-13202.80
Adap2	-12799.30		Vwa5b2	-12986.38
Tnfrsf1b	-12648.52	○	Kbtbd11	-12904.06
Pycard	-12633.85	○	Cdh3	-12885.09
Pik3r5	-12615.76	○	Sema6b	-12672.17
Sh3bp1	-12518.24		Diras2	-12505.69
Dhfr	-12269.73	○	Rnf112	-12101.48
Serpine1	-12267.62	○	Fads6	-11958.51
Nlrp1a	-12179.76	○	Ache	-11894.00
Slamf7	-12079.42	○	Dnm3	-11673.61
Ciita	-12071.38	○	Dlgap3	-11666.65
Dock8	-12015.02	○	Chgb	-11628.29
Slc11a1	-11919.55	○	Mst1r	-11404.06
Dok2	-11900.95	○	Unc5a	-11251.00
Arhgap30	-11897.90		Gng7	-10829.78
Dennd1c	-11504.71		Tox2	-10803.70

Rin3	-11328.24	○	Col2a1	-10599.48
Adamts12	-11284.62	○	Inpp5j	-10548.96
Cd300lf	-11182.72	○	Tspsyl4	-10540.37
Ttc7a	-11158.03		Lgi3	-10220.15
Zc3h12d	-11008.94	○	Pde4c	-10093.05
Ikake	-10966.55	○	Mgll	-10016.36
Gpr31	-10931.77	○	Scn1a	-9882.79
Zdhhc21	-10901.29		Kcnab2	-9734.38
Cd80	-10877.32	○	Kazn	-9658.22
Cd4	-10720.46	○	Kank4	-9394.87
Bcl3	-10678.44	○	Zfp483	-9373.92
Hk2	-10647.89		Adam11	-9352.44
Lrrc18	-10647.53		Scn11a	-9176.89
Sema4a	-10645.50	○	Plekhd1	-9132.94
Fgd3	-10590.51		Camk2g	-9093.35
Dab2	-10585.67		Dusp15	-8716.49
Cd93	-10583.27	○	Grin1	-8694.54
Ikzf1	-10516.69		Chga	-8675.30
Pde7a	-10503.98	○	Tmem45b	-8655.06
Syk	-10217.34	○	Smad9	-8609.93
Adcyap1	-10089.11	○	Trpm8	-8560.25
Arhgap11a	-10050.32		Kcnh6	-8517.32
Itgb8	-10043.84	○	Cicn4	-8359.98
Irf5	-10004.79	○	Rph3a	-8213.32
Asb2	-9739.49	○	Adap1	-8112.47
Zc3h12a	-9712.12	○	Slc22a17	-8019.06
Ptpn5	-9676.07			
C3	-9593.35	○		
Rassf2	-9361.88			
Ets1	-9190.19	○		
Nckap1l	-9188.26	○		
Csf2ra	-9177.05	○		
Cd37	-9145.69	○		
Prr5l	-9137.87			
Tnfrsf14	-9127.49	○		
Itln1	-9124.49	○		
Emp1	-9081.87			
Fem1c	-9066.42			
Spn	-8957.95	○		
Stra6	-8879.81	○		
Sulf2	-8844.70			
Npas2	-8832.24			
Cyp1b1	-8820.50	○		
Slc6a1	-8806.22	○		
Tmc8	-8737.31			
Galntl6	-8657.96			
Ptafr	-8634.34	○		
Nlrp3	-8619.09	○		
Cd22	-8542.03	○		
Parp14	-8462.77			
Maff	-8389.39			
Cd101	-8376.16			
Il1rn	-8303.18	○		
Pdgfra	-8158.70	○		
Cpne8	-8117.16			
Gpr4	-8055.93	○		

Supplementary Table 7. List of non-interacting genes with Neat1 predicted by Rblast.
A calculated interaction energy (kcal/mol) of Neat1 to each gene was shown.
Genes associated with the immunological disease were also indicated.

Genes upregulated through Neat1			Genes downregulated through Neat1	
283 genes			88 genes	
Gene Symbol	Energy	Immunological disease	Gene Symbol	Energy
Slfn2	-7942.18	○	Cdh15	-7992.90
Il4r	-7916.00	○	Syt9	-7969.19
Pik3ap1	-7876.07	○	Tll1	-7954.35
Il17ra	-7835.35	○	Kcnh2	-7556.57
Itgal	-7823.46	○	Susd4	-7479.26
Edn3	-7761.87	○	B3galt5	-7421.31
RT1-DOb	-7704.82		Syt6	-7380.48
Kcnj15	-7702.73	○	Tmem255a	-6984.13
Ptpcr	-7615.82	○	Rtn4rl2	-6967.27
Cdkn1a	-7613.47	○	Sfrp5	-6953.17
Artn	-7580.70		Panx2	-6891.20
Mycl	-7564.57	○	Trpa1	-6818.93
Acap1	-7536.00		Dpp6	-6799.56
Lcp2	-7510.39	○	Hhatl	-6529.21
Zic2	-7500.03		Rtn4rl1	-6460.32
Tnfaip2	-7477.46		Olfm1	-6423.81
RT1-CE10	-7454.20		Sh3gl2	-6402.12
Cyth4	-7437.14		Syt5	-6345.80
Baz1a	-7436.18		Grem2	-6342.44
Il10ra	-7345.89	○	Pla2g3	-6034.27
Mefv	-7339.54	○	Chrna6	-5951.59
Fgr	-7286.30	○	Zdhhc19	-5820.39
Pi15	-7228.07		Spire2	-5598.20
RT1-Bb	-7222.67		Tmem25	-5590.78
Limd2	-7197.07		Pcp4l1	-5504.85
Csrnp1	-7142.81		Svip	-5498.26
Tgfb1	-7077.78	○	Gpr27	-5274.90
Anxa3	-7051.78	○	Atp6v1a	-5144.35
Mpeg1	-6985.32	○	Ass1	-5124.00
Il2rg	-6975.68	○	Rab9b	-4917.99
Nfkb2	-6971.52	○	Ncald	-4865.83
Nck2	-6951.83		Gabra1	-4824.19
Abcb4	-6887.73	○	Scrg1	-4754.60
Apbb1ip	-6833.79	○	Htr3b	-4744.70
Ocln	-6830.29	○	Tomm34	-4686.39
Ly6c	-6823.64		Nrarp	-4671.37
Pld4	-6805.43	○	Phgdh	-4669.67
Met	-6782.15	○	Scg2	-4655.54
Hcls1	-6763.68	○	Sparcl1	-4608.73
Clec2g	-6757.90		Tmem179	-4572.98
Myo1f	-6753.56	○	Gabrg2	-4548.57
Vav1	-6718.68	○	B3gat2	-4523.31
Jak2	-6711.83	○	Pkp2	-4458.99
Slc13a4	-6633.56		Samd14	-4345.40
Cybb	-6633.20	○	Lamp5	-4256.01
Efhd2	-6592.89		Fbln5	-4170.10
Ptpn7	-6576.82		Gfra4	-4105.64
Itgae	-6573.20	○	Pcmt1	-3919.15
Tgm2	-6568.60	○	Pdcp	-3900.27
Igtp	-6522.91		Rgs4	-3861.83
Ccl22	-6496.26	○	Fn3k	-3813.31
Thbd	-6440.76	○	Gstm7	-3743.22

Aldh1a3	-6434.40		Acsbg1	-3727.32
C2	-6433.22	○	Dmgdh	-3699.64
Slc14a1	-6310.04		Kcnk1	-3691.35
Ptpro	-6244.05	○	Htr3a	-3621.07
Clec2d2	-6228.80		Tyrp1	-3579.45
Slc30a3	-6228.48		Gnai1	-3504.47
Mob1a	-6191.11		Pgf	-3401.85
Lox	-6142.35		Abhd8	-3295.88
Igfbp3	-6098.79	○	Lix1	-3255.62
Mdfic	-6072.98		Necab3	-3125.69
Cxcl9	-6043.62	○	Aass	-2991.82
Dapp1	-6013.11		Igfbp2	-2927.20
Tmem123	-5971.69		Chchd10	-2889.49
Ripk3	-5966.14	○	Mccc2	-2861.40
Eya2	-5957.54	○	Cabp1	-2791.68
Lcp1	-5919.71	○	Tst	-2731.70
Osr1	-5919.56		Bend6	-2730.62
Map4k1	-5918.29	○	Pmp2	-2696.45
Lfng	-5905.63	○	Nrn1	-2634.26
Foxc1	-5821.89		Ephx1	-2582.24
Slc1a1	-5791.63		Vsnl1	-2546.30
Mapkapk2	-5783.66	○	Lcn2	-2417.43
Lyn	-5774.81	○	Mrgprb4	-2408.60
Fes	-5744.21	○	Actg2	-2383.00
Irf8	-5714.37	○	C1qtnf4	-2344.53
Il21r	-5692.37	○	Abhd3	-2279.29
Arhgap9	-5682.82		Sst	-2254.33
Laptm5	-5645.56	○	Bex1	-2163.76
Cysltr1	-5642.43	○	Mrap	-2132.63
Pstpip1	-5614.32	○	Pdlim3	-1962.84
Klra1	-5555.74		LOC691995	-1940.66
LOC308990	-5552.15		Nmb	-1805.47
Slc1a5	-5547.97		Mt3	-1482.12
Klf6	-5540.49	○	Nppb	-1458.81
Cldn4	-5428.53		Gsta1	-1377.13
Cotl1	-5400.50		Tac1	-638.79
Ncf1	-5360.30	○		
G2e3	-5351.30			
Cd6	-5346.09	○		
Cd38	-5330.22	○		
Nlrc4	-5294.96	○		
Parp9	-5190.02	○		
Sdc1	-5176.86	○		
C5ar1	-5167.92	○		
Klhl6	-5097.10	○		
Sla	-5087.70	○		
Fgd2	-5084.50			
Arhgap15	-5084.09	○		
Itgb7	-5072.57	○		
Adamts1	-5063.08			
Spry1	-5054.50			
Cldn1	-5050.78			
Ptpn18	-5048.46			
Slamf8	-4988.77	○		
Htra3	-4947.52	○		
Sprr1a	-4915.45			
Clec9a	-4871.55	○		
Nfil3	-4857.64	○		
Slc38a3	-4842.09			

Asgr2	-4807.01			
Col26a1	-4797.84			
C1s	-4796.05	○		
Gna15	-4781.31	○		
Lck	-4751.00	○		
Rac2	-4707.82	○		
Tbc1d10c	-4706.61	○		
Gjb2	-4695.54			
Itgb2	-4665.48	○		
Gsdmd	-4658.41	○		
Il2rb	-4655.66	○		
Ccdc69	-4633.81			
Rftn1	-4618.26	○		
P2ry13	-4611.13	○		
Il13ra1	-4593.96	○		
Cish	-4572.65	○		
Lat2	-4508.04	○		
Ankrd1	-4494.85			
Arsi	-4494.58			
Acp5	-4462.89	○		
Icam1	-4462.84	○		
Tapbpl	-4439.47			
Was	-4411.51	○		
Snx20	-4390.97			
Ccr5	-4382.91	○		
Cldn11	-4281.63	○		
Cdh17	-4263.86	○		
Spi1	-4222.43	○		
Skap2	-4212.11			
Klrk1	-4194.35	○		
Gbp5	-4188.08			
Arrdc4	-4164.27			
Unc93b1	-4129.51	○		
Kcnn4	-4114.23	○		
Slc47a1	-4105.61			
Lag3	-4077.55	○		
Ncf4	-4074.51	○		
Adgre1	-4062.75			
Gbp2	-4042.36	○		
Ptpn6	-4042.19	○		
RGD1309808	-4027.43			
Susd3	-3997.03			
Spns3	-3967.06			
Trim5	-3961.20	○		
Tagap	-3957.07	○		
Lce1f	-3950.16			
Fam111a	-3902.83			
Casp8	-3893.47	○		
Cd74	-3882.23	○		
Tec	-3870.53	○		
Postn	-3863.57	○		
Enpp3	-3832.07	○		
Ifi47	-3761.51	○		
Irgm	-3741.18			
Fcrla	-3740.27			
Cd3e	-3696.07	○		
Irf1	-3693.40	○		
Plat	-3691.67	○		
Btk	-3686.23	○		

Arhgdib	-3666.56	○		
Smoc2	-3657.41			
Pla2g4a	-3645.40	○		
Gpr84	-3618.23	○		
Clec4a1	-3601.00			
Cyp4b1	-3599.09	○		
Cytip	-3597.37	○		
Tlr2	-3586.43	○		
Cdca7	-3536.45	○		
Gpr171	-3523.71			
Sash3	-3513.02	○		
Bst2	-3493.64	○		
B3galt2	-3490.70	○		
Ncf2	-3472.82	○		
Serpinb6b	-3409.62			
Rgs1	-3376.73	○		
Clec12a	-3366.82	○		
Neurl3	-3293.97			
Lat	-3293.54	○		
Stk17b	-3267.99	○		
Cst7	-3211.19			
Sectm1a	-3189.85			
Traf3ip3	-3186.75	○		
Gimap7	-3174.95			
Msln	-3171.72			
Batf	-3155.69	○		
Epsti1	-3153.57	○		
Asgr1	-3124.41			
Stat4	-3124.25	○		
Fcnb	-3103.53			
Lyc2	-3094.95			
Tbxas1	-3075.52	○		
Traf1	-3068.76	○		
Plek	-3044.75	○		
Nfkbiz	-3013.20	○		
Lilrb4	-3007.54	○		
Spint2	-2990.58			
Csrp3	-2956.50			
Map3k8	-2950.68	○		
Casq2	-2890.09			
Tes	-2880.69			
Ctse	-2872.14			
Nfkbia	-2857.50	○		
Zbp1	-2800.25	○		
Apol3	-2777.90			
Fap	-2732.49	○		
Sectm1b	-2663.87			
Cep55	-2630.43			
Mmd	-2623.30	○		
Ctsw	-2608.74	○		
Cd53	-2608.11	○		
Aurkb	-2598.25	○		
Fam180a	-2587.14			
Tnfaip8	-2559.64			
Ccl7	-2529.88	○		
Hmgb2	-2522.29			
Gpr65	-2507.60	○		
Cxcr5	-2487.15	○		
Psme1	-2457.70			

How the deposited data were processed for this re-analysis (not part of the article)

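The L5 DRG of Sprague Dawley rats, male by the sample labels where the paper's methods name male and female rats for all experiments, was profiled by RNA sequencing in 4 groups of 3 libraries, the contralateral side (Control) and the ligated side (SNL) 14 days after spinal nerve ligation, and SNL rats given AAV vectors with control shRNA or Neat1 shRNA 7 days before SNL. According to the paper's methods, the authors made stranded mRNA libraries, sequenced paired reads of 75 bp, aligned them to rn5 with RefSeq genes, and ran Cufflinks assembly and differential expression. The submitters' processing notes name Cufflinks and rn5. The authors' deposited tables, 1 for each comparison, hold the FPKM of each group (1 value over its 3 libraries) and the p-value and q-value of the authors' test for each row. The 28578 and 28745 rows were assembled and normalized separately, so values were compared within a table, and levels set across the tables carry that limit.

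From the deposited FPKM, fold changes (ratios of the second to the first group of each table) and log2 ratios were computed. The log2 values that the authors deposited were not used, because part of their cells had been altered by a spreadsheet program. The same program turned 23 symbols into dates, and these genes are not named here. Where a symbol has several rows (1118 symbols in the SNL table and 1092 in the shRNA table), it counts as called if any row passes, and values are those of the tested row with the highest mean FPKM. Rows of the authors' assembly that join neighbouring genes (404 and 402) carry several symbols, are counted as 1 combination and are matched to no gene list, except that the row of H19 is reported. Calls use the deposited p-values with the thresholds of the figure legends, p under 0.05 with a fold change above 1.5 or below 0.67 after SNL and p under 0.05 without a fold threshold in the shRNA comparison.

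The files hold 1 value per group, so the spread between animals, leave-one-out analyses and chance splits of the samples were not run. The design set before the data were examined named a Fisher's exact test for overlaps of calls and a permutation test between gene sets. Their p-values across genes are not given, because genes are not replicates, and the gene sets were examined separately for genes higher and lower after SNL. Not in that design, and added once values were seen, are the area under the curve and the correlations of the interaction energy, the locus lengths, the comparison of marked genes, the share of list members in the overlaps, the neighbours and rank of the Neat1 row, and levels across the tables. Overlaps are given beside n1 x n2 / N and beside 10000 draws matched on mean FPKM in 20 bins, and differences between gene sets beside the central 95% of 100000 regroupings. The 29 gene lists and the rule for named genes were fixed before the deposited tables were examined, when values in Supplementary Tables 2 to 5 had been seen. The genes named in the text are drawn from those the study names that the files hold. To these the rule adds, for each comparison, the 8 highest and 8 lowest log2 fold changes among called genes with FPKM of at least 10 in the higher group and above 0 in the lower. It also adds, per list, up to 4 called members with the largest change or, with fewer than 2 called, the 2 with the highest mean FPKM. List members were matched by symbol, or by the names of the same gene in a RefSeq table of another assembly (GRCr8), used for names only. List medians are on log2 of FPKM + 1, a scale that understates changes of genes with low values, over members with FPKM of at least 1 in at least 1 group. The list of 8 factors was chosen by the study on these samples.

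Genes in Supplementary Tables 4 to 7 were matched to the tables by symbol and by their 4 FPKM values. Neat1 was read at the location given in Supplementary Table 3. Alternatives tried were the q-value in place of p, filters on FPKM, other fold thresholds, rows in place of symbols, unnamed rows, scaling to the median log ratio, other pseudocounts, and for gene sets the mean in place of the median. The absolute depth of the libraries is unknown, and the steps of low values set no bound on how far their depths differ. The pathway analysis, qPCR and pull-down of the paper were not repeated here.

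The list percentiles were tested on simulated data, with independent noise of equal spread for every gene and unmoved lists drawn at random. With the mean FPKM of the 11416 measured symbols of the SNL table, 10 of 10 lists moved by a log2 change of 1 and 7 of 100 unmoved lists fell outside the central 95%. With the 11441 of the shRNA table, these were 10 of 10 and 1 of 100. Lists whose members move together were not simulated, so these counts do not calibrate the percentiles of the real lists. Analyses ran in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.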

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

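The tests of explanations in this part were chosen after the results were seen, but the gene list medians and the rescaling of Neat1 to the median gene that they use had been set before.

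Neat1 was not lower in the group labelled Neat1 shRNA, a value the paper does not report, with a log2 ratio of 0.0732 at the row of the short isoform. The median gene has a log2 ratio of -0.00257, so that rescaling Neat1 to it gives 0.0758. The 13 reference genes have a median log2 change of 0.00491 (quartiles -0.0212 and 0.0435), and none passed p under 0.05. Relative to these genes, too, Neat1 was not lower. The normalization may itself centre most genes, so their values cannot decide whether an error in the authors' scaling is the cause. A change common to most genes cannot be seen on this scale and stays open. Reads of another transcript at the row of the short isoform stay open. The unnamed long row beside it, with a log2 ratio of 0.54, does not overlap it and was not shown to be the long isoform. A swap of the labels predicts Neat1 higher by about the size of the qPCR knockdown, and correct labels predict it lower. The value of Neat1 lies between and does not decide. The 8 factors of Figure 4B were all lower (median log2 change -0.77, 4 at q under 0.05), and the 4 neuronal genes of Supplementary Figure 11B higher. These genes argue against a swap, which would turn them against the paper's own measures, which run as the labels say. A knockdown in neurons alone was not tested.

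T cell genes were lower in the group labelled Neat1 shRNA (median log2 change -1.24), while macrophage genes were -0.22 and genes of injury and regeneration -0.0691, smaller decreases that also lie below the central 95% of matched random lists. Blood carried over into the control shRNA libraries is argued against by the erythroid and blood list, which was higher, with a median of 0.38. A loss of equal size in leukocytes of every kind is argued against because the macrophage median lies 1.01 above the T cell median. The quartiles do not overlap (-1.51 to -0.85 for T cells and -0.35 to -0.0632 for macrophages). A loss of unequal size stays open, since the macrophage median too lies below its random range. More T cells in the control shRNA group than after SNL without a vector may contribute, since T cell genes stand a median log2 of 1.77 above the SNL group there, against 0.11 for all genes and 0.41 for T cell genes in the group labelled Neat1 shRNA, although B and plasma cell genes stand only 0.23 above with control shRNA (4 genes). The tables were normalized separately and the vector goes with the table, so these cannot be told apart, and whether 1 library decides the group value is not known.

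Predicted interaction energies differed between genes that rose and genes that fell after SNL, with an area under the curve of 0.609. The length of the gene locus, which alone gives an area of 0.595, is argued against as the whole cause. Within 5 bins of locus length the area is 0.595, above the range of 0.449 to 0.554 that 1000 shuffles of the directions within bins give. By bin it runs from 0.479 to 0.677. Transcript length, on which a predicted energy can depend more directly, was not used here and stays open.

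Genes of myelinating Schwann cells, which the paper does not discuss, were higher in the group labelled Neat1 shRNA, with a median log2 change of 0.51.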

How the results depend on the processing

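No paired analysis was possible because the deposited columns carry no replicate number, and leave-one-out and other splits of the libraries could not be run on 1 value per group. The alternatives were set before the data were examined. Beside the 2365 higher and 1950 lower symbols after SNL, no fold threshold gives 3792 and 3559, a 2-fold threshold 1361 and 1062, and all rows, named or not, 3629 and 3572. Beside 766 lower and 447 higher symbols in the group labelled Neat1 shRNA, q in place of p gives 326 and 106, a 1.5-fold threshold 449 and 162, a 2-fold threshold 228 and 39, and all rows 1192 and 711. Of the overlaps, 450 symbols up after SNL and lower in the group labelled Neat1 shRNA become 201 by q, 242 with FPKM of at least 1 in both groups, 266 at 1.5-fold and 110 at 2-fold. The 182 symbols that go the opposite way become 43, 74 and 16 by q, at 1.5-fold and at 2-fold. For overlaps, unnamed rows were not run, since they share no name between the tables. Whether the excess over independent lists holds was not recomputed. A stricter threshold can only remove symbols, by construction.

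The correlation across genes is -0.308 with a pseudocount of 0.1, -0.288 at FPKM of at least 5, -0.335 with no filter, -0.288 without the immune lists and -0.0971 without the called genes. Scaled to the median gene, Neat1 has a log2 ratio of 1.07 after SNL and 0.0758 in the group labelled Neat1 shRNA. The difference between interacting and other genes that rose after SNL is 0.0686 with a pseudocount of 0.1 and then lies within its regroupings. The cause was not tested.

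Of the gene list medians after SNL, the paraspeckle list passes the central 95% of random lists with a pseudocount of 0.1 (0.27), with no filter (0.18) and at FPKM of at least 5 (0.26). With no filter, neutrophils pass (0.13) and MHC class I presentation (0.24) and skeletal muscle (0.0194) no longer do. In the shRNA comparison, mast cells pass with no filter (-0.11), and at FPKM of at least 5 the interferon response (-0.34) and skeletal muscle (-0.37) pass while endothelial cells (0.0568) no longer do. By q, list memberships called in that comparison come to 15 higher and 92 lower. The cause was not tested. Several lymphocyte and cytokine medians stay outside the random range but shrink by over 1.5 times with no filter, and these values stand in the text. Of the named genes, 2 of 136 after SNL and 34 of 128 in the shRNA comparison are called by p and not at q under 0.05. After SNL, only genes that also pass the fold threshold are counted here. Scaling to the median gene moves a log2 ratio by less than 0.01 in both comparisons and cannot change a call where no fold threshold applies, so it tests little. No result past its threshold reversed. With no filter, the medians of 2 lists inside the range of random lists change sign, the skeletal muscle list in the shRNA comparison from -0.14 to 0.0301 and the reference genes after SNL from -0.0286 to 0.0388. The depth is unknown, and genes under 1 FPKM in both groups carry few reads.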

Differences from the paper's values

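Neat1 in the group labelled Neat1 shRNA was 105% of the SNL+control shRNA group in the sequencing data. The paper's qPCR gives about 70% in Fig. 2D, read by eye, in a different assay. It used random primers on total RNA, and the paper elsewhere describes its Neat1 measure as the sum of both isoforms. The sequencing value is that of the short isoform row in polyadenylated libraries, so these are not the same quantity. Scaling to the median gene and a pseudocount of 1 leave the difference.

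Mrgprb5 is listed in Supplementary Table 5 with the paper's FPKM of 0.04 with control shRNA and 0.4 with Neat1 shRNA, where the authors' deposited table has 0.479 and 1.08. No alternative set before the data were examined applies to these values.

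Some rows of the paper's supplementary tables cannot hold what the tables' titles say. The paper's p-values for Mrgprb5 in Supplementary Table 5 are 0.268 and 1. Trpa1 has the paper's p-value of 0.564 in the shRNA comparison, that of its less expressed row. At the more highly expressed row of the authors' deposited table p is 0.00825, with 3.00 and 4.28 FPKM. Cd300lf has 2 rows in Supplementary Table 4, and its second row has the paper's FPKM of 41.29 and 3.46, a decrease after SNL, and the paper's p-value of 0.759 in the shRNA comparison.

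The text places both isoforms of Neat1 at an interval on chromosome 1, given as rn5, in which the authors' tables hold Sct, Drd4, Tmem80 and Deaf1. The row with the Neat1 FPKM of Supplementary Table 3 lies on chromosome 1 from 228133846 to 228137283. Which build the interval in the text refers to was not tested.

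The paper's counts of annotated genes are all lower than those its stated thresholds give, and a filter of FPKM of at least 1 in at least 1 group, which was not found among the stated thresholds, comes nearer to each. Genes higher after SNL number 2021 in the paper, 2365 here and 2138 with that filter, and genes lower after SNL 1696 in the paper, 1950 here and 1832 with that filter. In the group labelled Neat1 shRNA, lower genes number 721 in the paper, 766 here and 715 with that filter, and higher genes 413 in the paper, 447 here and 415 with that filter. The overlaps number 389 in the paper, 450 here and 400 with that filter, and 164 in the paper, 182 here and 163 with that filter. The paper's area under the curve is 0.652, and the listed energies give 0.609 for genes that rose against genes that fell. Which classes the paper's curve compares was not found in its text, so both areas need not measure the same.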

Other observations

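Several other lists were lower in the group labelled Neat1 shRNA, in which Neat1 was not lower. Genes of injury and regeneration (median log2 change -0.0691, against -0.0402 to 0.0565 in the central 95% of matched random lists, with 2 higher and 5 lower of 26), macrophage genes (median log2 change -0.22, against -0.0633 to 0.0619), genes of MHC class I presentation (-0.42, against -0.0909 to 0.0950), cell cycle genes (-0.19, against -0.0944 to 0.0591) and complement genes (-0.0976, against -0.0703 to 0.0794) lay below that range. Macrophage genes were lower in 6 of 22 cases, with Lyz2 at 1195 FPKM with control shRNA and 627 in the group labelled Neat1 shRNA. Satellite glia had 0 higher and 2 lower of 15, with Gja1 at 18.7 and 12.6 FPKM. Endothelial genes had 2 higher and 1 lower of 13, with Vwf at 3.44 and 5.45, and matrix and fibroblast genes 2 higher and 5 lower of 25, with Postn at 28.4 and 13.8. Cell cycle genes had 0 higher and 4 lower of 29, none of them at q under 0.05 in the authors' deposited table. Complement genes had 0 higher and 4 lower of 15, genes of MHC class I presentation 0 higher and 3 lower of 8 and interferon response genes 1 higher and 11 lower of 31. Neutrophil and mast cell genes had 1 higher and 1 lower of 5 and 0 higher and 1 lower of 3. None of the 13 reference genes, 20 immediate early genes, 13 paraspeckle protein genes and 20 genes of cholesterol synthesis passed p under 0.05.

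After SNL, endothelial genes had 1 higher and 0 lower of 13, genes of cholesterol synthesis 1 higher and 3 lower of 20, paraspeckle protein genes 2 higher and 0 lower of 14, with Nono at 48.6 and 75.0 FPKM, genes of MHC class I presentation 3 higher and 0 lower of 9, neutrophil genes 1 higher and 1 lower of 3 and erythroid and blood genes 0 higher and 1 lower of 5. Of the skeletal muscle list, 5 genes were higher and 1 lower of 7. Its members Csrp3 and Ankrd1 (0.625 to 11.1 FPKM) are also induced in injured neurons, and Pvalb (265 to 16.0 FPKM) is also a gene of proprioceptive neurons. In the shRNA comparison the skeletal muscle list had 2 higher and 4 lower of 9, and erythroid and blood genes 2 higher and 1 lower of 7, with Hba2 at 352 and 499.8 FPKM.

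Of the other genes the study names, Atf3 rose from 13.1 to 269 FPKM after SNL and Aif1, which encodes Iba1, from 13.8 to 53.2. In the shRNA comparison Atf3 had 264 FPKM with control shRNA and 224 in the group labelled Neat1 shRNA and did not pass the threshold (p = 0.0909 in the authors' deposited table), and Aif1, lower, had 108 and 74.7 (q = 0.0184 in the authors' deposited table). Mapk14, Elavl1 and Pdcd4 passed the threshold in neither comparison, with 21.4 and 25.3, 8.44 and 10.8, and 34.2 and 30.7 FPKM in the Control and SNL groups.

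Set across the separately normalized tables, which are not tested against each other, several immune lists stood above the SNL group with control shRNA. The median log2 ratio was 1.53 for NK and cytotoxic cells, 0.23 for B and plasma cells, 1.01 for chemokines, 0.93 for MHC class II presentation and 0.71 for macrophages. In the group labelled Neat1 shRNA the same lists stood at 0.38, -0.13, 0.32, -0.20 and 0.40 over the SNL group. All genes stood at 0.11 in both. Of the B and plasma cell genes, 2 of 4 stood above the SNL group with control shRNA. The 8 factors named by the study stood at 0.71 with control shRNA and -0.0154 in the group labelled Neat1 shRNA, with 7 and 3 of them above the SNL group. The myelinating Schwann cell list stood at -0.40 with control shRNA and 0.17 in the group labelled Neat1 shRNA.

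All 388 symbols of Supplementary Table 4 lie among the 450 that rose after SNL and were lower in the group labelled Neat1 shRNA. Of the 62 further symbols, 48 have under 1 FPKM in both the Control and SNL groups. With FPKM of at least 1 in at least 1 group of each comparison, the counts become 400 in this direction and 163 in the other.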
